# Loss of Gαq reshapes fibroblast traits and drives tumor-stroma remodeling in oral cancer progression

**DOI:** 10.1038/s44319-026-00751-2

**Published:** 2026-04-10

**Authors:** Inmaculada Navarro-Lérida, Raquel Huertas-Lárez, Gemma Paredes-García, Dafne García-Mateos, María Isabel Jiménez-López, Llara Prieto-Fernández, Ania Pascual, Virginia Ávila-Oca, Juan Antonio López, Miguel A del Pozo, Saúl Álvarez-Teijeiro, Juana María García-Pedrero, Ramón García-Escudero, Federico Mayor, Catalina Ribas

**Keywords:** Tumor Stroma, CAFs, Head and Neck Squamous Cell Carcinoma (HNSCC), Gαq Protein, Exosomes, Cancer, Membranes & Trafficking, Signal Transduction

## Abstract

Head and neck squamous cell carcinoma is an aggressive malignancy with limited therapeutic options and poor outcomes. A key driver of tumor progression is the tumor microenvironment, particularly cancer-associated fibroblasts, which remodel the extracellular matrix and secrete pro-tumorigenic signals. Emerging evidence suggests that vesicle trafficking pathways regulate these secretory functions, though their role in HNSCC remains unclear. Building on our discovery of Gαq as an autophagy regulator, we investigated how its absence reshapes fibroblast behavior and modulates crosstalk with HNSCC cells. We demonstrate that loss of Gαq reprograms murine fibroblasts into a CAF-like phenotype through deregulated intracellular trafficking and increased ceramide accumulation. Gαq-deficient fibroblasts show increased collagen I deposition, ECM remodeling, and secretion. Their exosomes, enriched in tumor-promoting growth factor receptors, suppress Caveolin-1 in tumor cells and induce an EMT-like phenotype that fuels HNSCC growth. In co-culture and in vivo, Gαq-silenced fibroblasts form “railroad-track” structures guiding cancer cell migration and invasion. Reduced Gαq expression in human fibroblasts recapitulates these features, identifying Gαq as a key regulator of fibroblast plasticity and tumor–stroma interactions in HNSCC progression.

## Synopsis

Loss of Gαq reprograms fibroblasts towards a CAF phenotype by altering ceramide homeostasis. This disrupts endolysosomal degradative and secretory pathways, as well as extracellular matrix remodeling and exosome release, fueling oral cancer progression.

- CAF-like Gαq-deficient fibroblasts increased collagen I deposition, ECM remodeling and enhanced secretory activity.
- Gαq-deficient fibroblasts secrete exosomes that are enriched in pro-tumorigenic growth factor receptors.
- These secreted exosomes promote EMT-like traits, aberrant tumor growth and invasion in oral cancer cells.
- The Gαq pathway in fibroblasts is a key modulator of tumour-stroma-interactions in oral cancer and a potential therapeutic target.

## Abstract (web summary)

Loss of Gαq reprograms fibroblasts towards a CAF phenotype by altering ceramide homeostasis. This disrupts endolysosomal degradative and secretory pathways, as well as extracellular matrix remodeling and exosome release, fueling oral cancer progression.

## Introduction

Tumors are constantly seeking alternative adaptive mechanisms to ensure progression, and it is now recognized that the changing tumor microenvironment (TME) and the mechanisms of bidirectional communication between cancer and stromal cells are critical in this quest. Consisting of a complex meshwork of extracellular matrix (ECM) proteins, secreted factors and different types of cells, the TME is a dynamic entity that provides both biophysical and biochemical cues that influence multiple parameters of cancer growth and aggressiveness (de Visser and Joyce, 2023). Key regulators of the TME are cancer-associated fibroblasts (CAFs), a heterogeneous and plastic population of fibroblasts that are activated in pathological contexts and drive tumor progression through various mechanisms (Cao et al, 2025; LeBleu and Kalluri, 2018).

Although most solid tumors are highly dependent on CAFs, this cell population is particularly relevant in head and neck squamous cell carcinoma (HNSCC), a severe and complex malignancy (Johnson et al, 2020). High density of biologically heterogenous CAFs has been associated with poor prognostic features (proliferation, migration, and invasion) and higher rates of local recurrence in HNSCC (Knops et al, 2020). Remarkably elevated amounts of CAFs, up to 80-90% of tumor volume, occur in later stage HNSCC associated with a higher metastatic phenotype (Ansems and Span, 2020; Kumar et al, 2018).

From a molecular perspective, CAFs can express high levels of several specific markers, such as the platelet-derived growth factor receptor α/β (PDGFR α/β) (Gamradt et al, 2023; Hu et al, 2023; Nurmik et al, 2020; Saint and Van Obberghen-Schilling, 2021). Interestingly, dysregulation of spatio-temporally controlled PDGFR-induced signaling has emerged as a critical mechanism governing tumor growth and survival. Within the context of HNSCC, the overexpression of PDGF and its receptor has been associated with oral tumorigenesis and poor prognosis (Lin et al, 2020; Watts et al, 2016). However, the underlying mechanisms regulating PDGFR modulation and dynamics remain poorly understood.

CAFs play a critical role in shaping the mechanical tumor microenvironment by depositing and remodeling ECM components (Chen et al, 2021; Sahai et al, 2020). Besides, CAFs secretome is emerging as a key regulator of tumor progression, by enabling communication with cancer cells and other cells in the TME via both soluble factors and exosomes. As a membranous nanovesicle system, exosomes can mediate the intercellular transport of multiple molecules such as proteins, nucleic acids, and lipids, which can influence a variety of cell functions both locally and remotely (Colombo et al, 2014; Kalluri and LeBleu, 2020). Membrane proteins reported to be present on specific exosomes include the epidermal growth factor receptor (EGFR), glycosylphosphatidylinositol (GPI), HER2, and PDGFR, among many others (Kalluri and LeBleu, 2020). These receptors may directly activate pro-survival signaling pathways in the recipient cells, thus promoting tumor progression and resistance to chemotherapy (Feng et al, 2022; Wandrey et al, 2023).

Of note, emerging evidence shows a direct correlation between exosomes and the aggressiveness of HNSCC (Li et al, 2022; Teng et al, 2021) and highlights the potential role of the interplay between autophagy, a self-catabolic process, and exosome biogenesis and secretion as a pivotal mechanism in regulating this type of tumor. Both cellular processes depend on the regulation of the endolysosomal system and rely on the convergence of degradative and secretory regulators (Salimi et al, 2020; Zubkova et al, 2024). However, the mechanisms underlying the specific sorting of certain growth factor receptors to exosomes and the crosstalk between secretory and autophagy pathways in pathological contexts remain unclear.

G-protein-coupled receptors (GPCR) play a fundamental role in the control of cellular homeostasis. However, aberrant expression, function, or mutations of GPCRs and/or their intracellular signaling networks also significantly contribute to many facets of tumorigenesis, often acting as driving oncogenes themselves (Dorsam and Gutkind, 2007; O’Hayre et al, 2014). Interestingly, recent studies suggest the potential involvement of GPCRs and their downstream signaling pathways in the biogenesis, secretion, homing, and uptake of extracellular vesicles (Bebelman et al, 2020). Within this system, mutated versions of the Gαq protein are present in different tumor types, particularly in uveal and cutaneous melanomas (Onken et al, 2022; Yu et al, 2014). Gαq signaling drives tumorigenesis by mechanisms related to the activation of its canonical effectors, such as phospholipase C-beta, as well as via an emerging complex interactome involving a novel effector region capable of interacting with proteins with PB1 domains (Sánchez-Fernández et al, 2016). Remarkably, we have reported that Gαq is a crucial regulator of the autophagy process in mouse fibroblasts, by mechanisms involving the modulation of active mTORC1 complexes via this novel non-canonical effector region (Cabezudo et al, 2021). Therefore, we set to explore whether Gαq may play a more general role in the crosstalk between endolysosomal and secretory pathways and its potential impact on the tumor stroma in HNSCC pathological contexts.

Here, we demonstrate that the absence of Gαq in fibroblasts leads to their activation, resulting in matrix remodeling and contractile features comparable to malignant CAFs, and to marked alterations in protein trafficking and degradation, which result in aberrant cargo sorting and the release of exosomes enriched in several tumor growth factor receptors, especially PDGFR, a key driver of HNSCC progression. Mechanistically, these defects arise from disrupted lipid homeostasis, which underlies the imbalance between degradative and secretory pathways. Consistently, Gαq knockout (GαqKO) fibroblasts or their derived exosomes foster oral cancer cell growth and invasiveness. Our data put forward stromal Gαq as a new player in the modulation of the HNSCC tumor microenvironment by controlling fibroblast plasticity and functionality, integrating ECM remodeling with lipid-mediated control of exosome/autophagic flux in the HNSCC microenvironment.

## Results

### Gαq deficiency in fibroblasts promotes cancer-associated fibroblasts (CAFs) traits

To address the potential role of Gαq at the stromal level, we assessed the impact of Gαq absence on the activation status of Mouse Embryonic Fibroblasts (MEFs). After 24 h of seeding, we compared the expression of key CAF-related biomarkers between wild-type (WT) and Gαq knockout (GαqKO) MEFs. The lack of Gαq expression, as confirmed by both Western blot (Fig. 1A) and immunofluorescence (Fig. EV1B), was associated with a significant upregulation of most of the CAFs markers assessed (PDGFR, Caveolin-1, PTRF (also referred to as Cavin-1), FSP1 and osteopontin), except for α-smooth muscle actin (α-SMA) (Fig. 1A).

**Figure 1:**
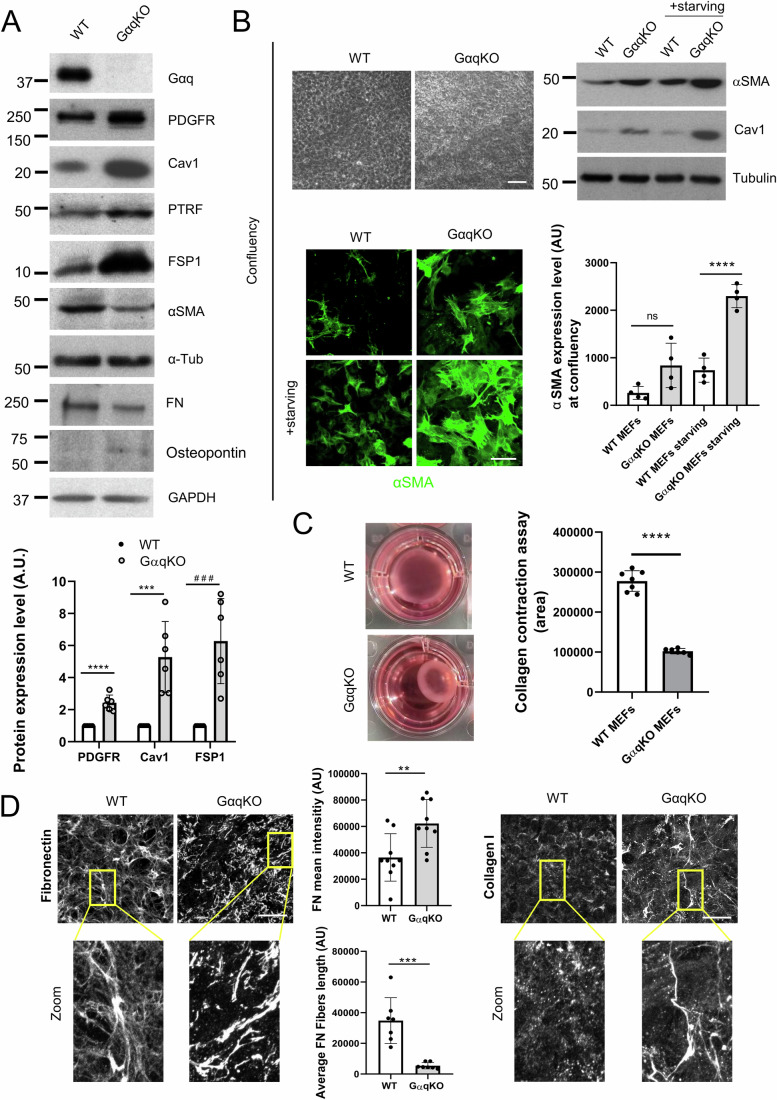
Lack of Gαq in fibroblasts induces in Cancer-Associated Fibroblasts (CAFs)-like features. (**A**) Western blot assessing fibroblast activation markers in wild-type and GαqKO MEFs after 24 h in culture. Tubulin and GAPDH were used as loading controls. Quantification of the markers PDGFR, Caveolin-1, αSMA, and FSP1 protein levels is shown in the graph below (*n* = 6). (**B**) Phase-contrast images (Scale bar, 100 µm) and αSMA protein expression in wild-type and GαqKO MEFs under basal and starvation conditions at high confluency. Confocal images show αSMA staining under the same conditions (Scale bar, 20 µm). The chart shows the amounts of αSMA at confluent conditions (*n* = 4). (**C**) Collagen gel contraction assay. Representative photomicrographs show collagen gel contraction by wild-type or lacking Gαq expression MEFs. Plot represents the contracted gel surface area (*n* ≥ 6). (**D**) Z-stack projections of confocal microscopy images showing Fibronectin (left panels) and Collagen I (right panels) in the matrix deposited by wild-type or GαqKO MEFs (Scale bar, 25 µm). The charts represent average intensity (upper graph) and fiber length (lower graph) of FN in each case (*n* = 9 and *n* = 7, respectively). Data information: In (**A**–**D**), data were presented as mean ± SD. The number of biological replicates is specified above in the description of each panel. Statistical significance in (**A**) was determined using an unpaired *t*-test (^###^*p* = 0.0007; ***p = 0.0008; ****p < 0.0001); in (**B**) was determined using an one-way ANOVA test (ns *p* = 0.1065; ****p < 0.0001); in (**C**) was determined using a unpaired *t*-test with Welch’s correction (****p < 0.0001); and in (**D**) for measuring mean intensity it was determined using an unpaired *t*-test (**p = 0.008) and for fiber length using a Mann–Whitney test (***p = 0.0006). Source data are available online for this figure.

**Figure EV1:**
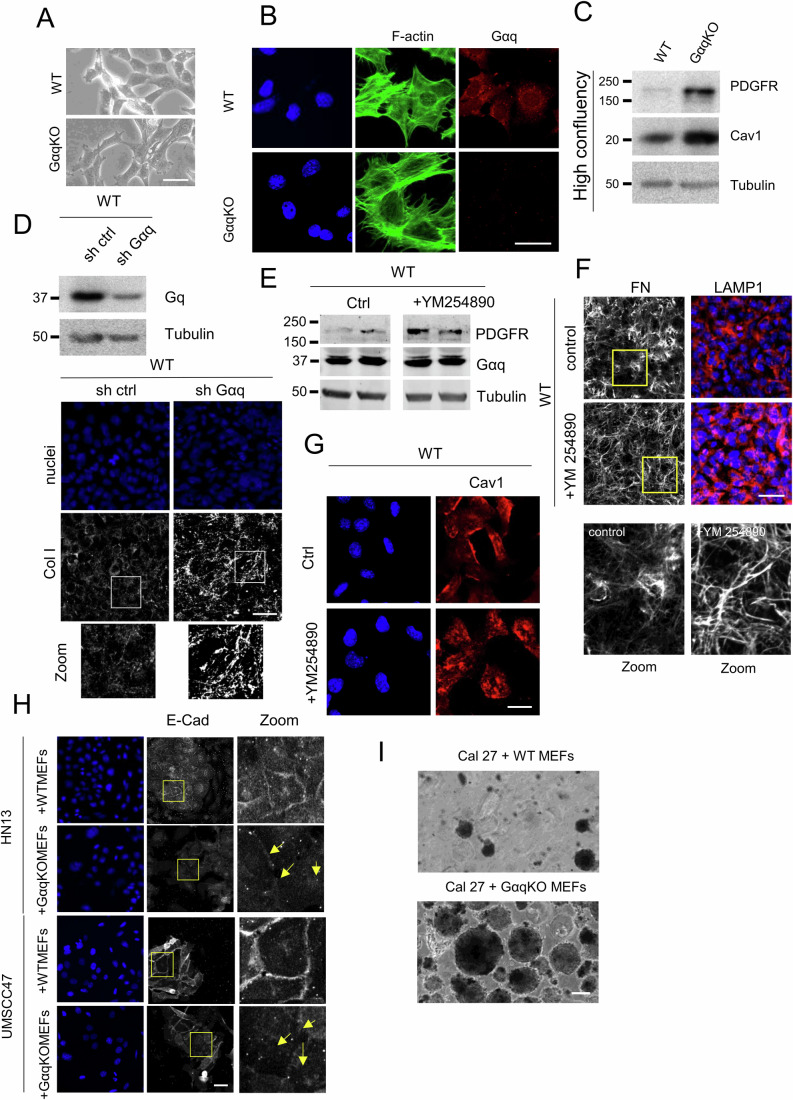
Lack or inhibition of Gαq activity modifies fibroblast-specific features. (**A**) Phase-contrast microscope images of WT and GαqKO MEFs 24 h after seeding (Scale bar, 25 µm). (**B**) Confocal analysis of F-actin and Gαq subcellular distribution in WT and GαqKO MEFs (Scale bar 25 µm). (**C**) Western blot analysis of Cav1 and PDGFR expression in fibroblasts after 96 h in culture. (**D**) Knock-down efficiency of Gαq in WT MEFs upon lentiviral infection of short-hairpin RNA constructs was assessed by Western blot analysis and PDGFR distribution upon Gαq depletion by confocal microscopy. Z-stack projections of confocal microscopy images showing increased collagen I matrix deposition in Gαq-depleted MEFs (Scale bar, 50 µm). Zoomed images are also shown. (**E**) Western blot analysis of PDGFR expression levels in WT MEFs treated for 24 h with the Gαq inhibitor YM254890 (5 µM). (**F**, **G**) Fibronectin matrix deposition (in gray) and lysosomal distribution (in red) (Scale bar 50 µm) (**F**) or Cav1 staining (**G**) in WT MEFs treated with the Gαq inhibitor YM254890 (5 µM). A LAMP1 antibody was used as a lysosome marker (Scale bar 25 µm). (**H**) Microscopy images of HN13 and UMSCC47 cells co-cultured with WT or GαqKO fibroblasts. Cells were stained for the epithelial-mesenchymal transition marker E-cadherin (in gray), and nuclei were stained with Hoechst. Zoomed images show E-cadherin redistribution from cell-cell contact sites to intracellular compartments in the presence of GαqKO fibroblasts (arrows) (Scale bar, 25 µm). (**I**) Representative phase-contrast images (Scale bar,) of spheroids formed in Matrigel after 72 h of co-culture of Cal27 tumor cells and either WT or GαqKO MEFs (Scale bar, 150 µm). Source data are available online for this figure.

Since molecular variations between CAFs with different levels of α-SMA have been reported (Chen et al, 2017; Muchlińska et al, 2022; Patel et al, 2018) and differences in the expression of α-SMA seem to be critically influenced by different factors, including cell morphology and adhesion, we evaluated whether those features could underlie the observed slightly reduced levels of α-SMA in GαqKO MEFs after 24 h in culture. Of note, assessment of cell morphology by phase-contrast microscopy at this time point revealed that GαqKO fibroblasts displayed a slightly delayed cell attachment, a more apparent spindle-like shape (Fig. EV1A), and a higher F-actin stress fiber pattern (Fig. EV1B) compared to WT MEFs. To address the potential impact of differences in initial cell adhesion, we determined the expression levels of α-SMA at confluency, after a period of 3 to 5 days of culture (Fig. 1B). In the absence of apparent differences in cell morphology at this stage (Fig. 1B upper left panels), there was a significant shift to higher expression of the α-SMA marker in the GαqKO MEFs compared to WT cells under such confluent conditions, which was further enhanced upon starvation (Fig. 1B). Other key CAF markers like Cav1 and PDGFR showed an even higher overexpression compared to the 24 h culture period (Fig. EV1C). Interestingly, under these confluent conditions, GαqKO MEFs displayed a much higher contractile capacity compared with WT cells, as indicated by collagen contraction assays (Fig. 1C).

In addition to increased contractile properties, one of the main features of CAFs is their ability to produce large amounts of ECM proteins, such as collagens, proteoglycans, and glycoproteins (Walker et al, 2018). The ECM matrices deposited by WT versus GαqKO MEFs were thus analyzed to elucidate the functional implications of Gαq deficiency on this key characteristic. Fibroblasts lacking Gαq expression deposited a fibronectin (FN) fiber matrix different from that of WT cells, characterized by shorter and significantly thicker FN fibers as evidenced by fluorescent immunolabelling and confocal imaging (Fig. 1D, left images and graphs). Moreover, under the same experimental conditions, wild-type MEFs deposited almost no collagen I fibers, in contrast to the prominent collagen I matrix observed in GαqKO MEFs (Fig. 1D, right images). This phenotype was also mimicked by specific Gαq knockdown in wild-type MEFs using a lentiviral system (Fig. EV1D). Interestingly, treatment of WT MEFs with YM254890, a specific Gαq inhibitor, reproduced several key features of the GαqKO phenotype, including increased PDGFR expression, altered ECM architecture and the internal redistribution of Cav1 (Fig. EV1E–G).

Overall, these data indicated that Gαq plays a relevant role in modulating fibroblast activation, since its absence triggers most features of CAFs.

### GαqKO fibroblasts drastically shape the architecture, proliferation, and invasion potential of oral tumor cells in both 2D and 3D co-culture models

To determine the potential influence of such pro-tumoral stromal features triggered upon Gαq loss, we established a contact co-culture system using fibroblasts (with or without Gαq) and human head and neck squamous carcinoma (HNSCC) cells. Thus, three different oral HNSCC cell lines (HN13, UMSCC47 and Cal27) were co-seeded with wild-type (WT), Gαq knockout (GαqKO) or Gαq knock-in (GαqKI, a lentiviral-reconstituted version of GαqKO MEFs expressing wild-type Gαq) MEFs. After 72 h of co-culture, 2D phase-contrast images revealed a completely different pattern of tumor-fibroblast distribution depending on stromal Gαq expression. While the three different oral tumor cells remained “encapsulated” in the presence of either WT or GαqKI MEFs, the distribution detected in the presence of GαqKO MEFs was far more chaotic, with tumor cells and fibroblasts exhibiting an intertwined pattern with less clearly defined encapsulated structures (Fig. 2A). To better visualize such differential distribution and further explore ECM deposition and matrix organization under these co-culture conditions, FN and collagen I staining was performed in co-cultures of Cal27 oral cancer cells with WT or GαqKO fibroblasts stably expressing GFP. Again, in the presence of WT MEFs, we observed encapsulated oral tumor cells, which were evenly distributed and formed a fibronectin-rich capsule largely devoid of collagen fibers (Fig. 2B, upper images of each panel). In contrast, GαqKO MEFs fostered an entirely distinct pattern in which tumor cells and fibroblasts intermingled, leading to a partial reduction of tumor cell-cell contacts and higher cell scattering (Fig. 2B, lower images of each panel). The most striking feature of the matrix developed under these conditions was a robust distribution of collagen I fibers, which created well-defined “railroad-tracks” moving away from the tumor cells (Fig. 2B, lower panel). This distinctive matrix architecture was accompanied by altered E-Cadherin and Caveolin-1 localization within tumor cells, both exhibiting partial depletion from cell junctions and intracellular accumulation (Figs. 2C,D and EV1H) consistent with the initiation of epithelial-mesenchymal transition (EMT)-like processes and the acquisition of a more migratory phenotype.

**Figure 2:**
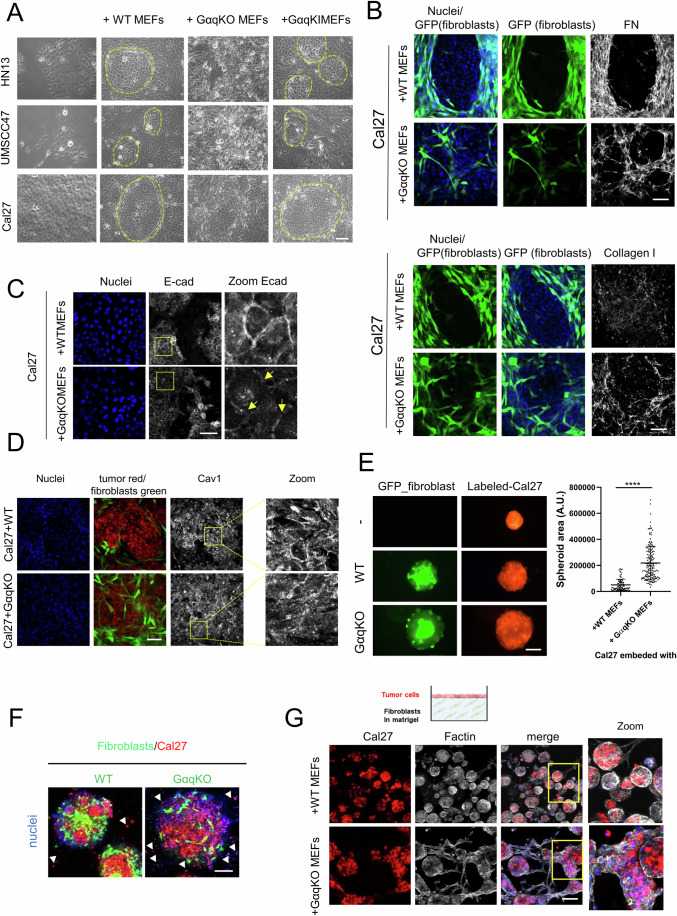
Impact of GαqKO Fibroblasts on oral tumor cell organization, growth, and invasion in 2D and 3D co-culture models. (**A**) Phase-contrast images (Scale bar, 100 µm) of 2D co-cultures of different human squamous cell carcinoma cell lines (Cal27, HN13, and UMSCC47) with either WT, GαqKO, or GαqKI (lentiviral-reconstituted of wild-type Gαq) MEFs. (**B**) Confocal microscopy analysis of the matrix deposited by GFP-labeled WT or GαqKO MEFs co-cultured with Cal27 cells. Fibroblasts are shown in green, fibronectin (FN) or collagen I in gray and DAPI-labeled nuclei in blue (Scale bar, 50 µm). (**C**) Microscopy images of Cal27 cells co-cultured with WT or GαqKO fibroblasts. Cells were stained for the epithelial-mesenchymal transition marker E-cadherin (in gray); nuclei were labeled with Hoechst. Zoomed images show the redistribution of E-cadherin from cell-cell contact sites to intracellular compartments in the presence of GαqKO fibroblasts (arrows) (Scale bar, 50 µm). (**D**) Distribution of Caveolin-1 (in gray) under the same conditions as in panels (B) and (C) (Scale bar, 50 µm) (**E**) Epifluorescence microscopy of tumor spheroid formation and growth formed by cell-tracker prelabeled Cal27 cells (red) co-cultured with GFP-expressing WT or GαqKO MEFs (green). The plot represents the area of spheroid formation in each condition (Scale bar, 150 µm). (**F**) Invasion assay of Cal27 cells spheroids (red) generated in the presence of WT or GαqKO MEFs (green) and embedded into Matrigel. Arrows indicate invading tumor cells (Scale bar 150 µm). (**G**) The top scheme shows the assay protocol. Representative Z-stack confocal images show the invasion of Cal27 cells (red) into Matrigel embedded with either WT or GαqKO MEFs. F-actin is shown in gray and nuclei in blue (Scale bar, 100 µm). Data information: In (**E**), data were presented as mean ± SD, *n* ≥ 82 spheroids per condition, from three biological replicates. Representative images of *n* = 3 biological replicates are shown for all panels. Statistical significance in (**E**) was determined using a Mann–Whitney test (****p < 0.0001). Source data are available online for this figure.

To mimic the natural cell environment to a greater extent, we used a three-dimensional (3D)-in vitro culture model to evaluate the impact of GFP-expressing WT and GαqKO fibroblasts on red-labeled oral Cal27 tumor cells spheroid formation. Interestingly, we observed that spheroids generated in the presence of GαqKO MEFs drastically and significantly increased in number and size compared to their wild-type counterparts (Figs. 2E and EV1I). In addition, the GαqKO-generated spheroids displayed much higher tumor cell spreading and invasion capacity when embedded into Matrigel compared to their WT counterparts (Fig. 2F).

Tumor invasion was further analyzed by confocal microscopy using a 3D organotypic invasion assay. For this purpose, MEFs (either WT or lacking Gαq expression) were embedded into Matrigel, while red fluorescent-labeled tumor cells were seeded on top, mimicking the natural environment of epithelial tissue (scheme in Fig. 2G). Again, the resulting spheroids were significantly larger in the presence of GαqKO compared to WT MEFs. Moreover, only under these conditions did the spheroids gain the ability to enter the Matrigel by following the “railroad” structures generated in the presence of the GαqKO MEFs (Fig. 2G).

Overall, these data strongly suggested a dual role of GαqKO MEFs in promoting tumor growth and invasion, via their higher ECM secretory capacity, the formation of collagen-rich fiber patterns, and additional factors released by these fibroblasts.

### Proteomic analysis reveals an altered endosomal/lysosomal system in GαqKO MEFs

To gain further insight into the molecular mechanisms underlying the tumor-promoting phenotype exerted by GαqKO MEFs, we performed a high-throughput proteomic analysis of these cells compared to the WT control fibroblasts (Dataset EV1).

Notably, interaction networks and functional annotation enrichment analysis revealed a plethora of biological processes significantly altered in GαqKO MEFs, particularly those related to organelle organization and endocytic trafficking (Fig. 3A,B) as also evidenced by a completely altered expression profile of most of Rab proteins family members, which are pivotal regulators of both secretory and endocytic pathways as well as of the integrity of intracellular organelles (Fig. 3C). In addition to these changes in intracellular trafficking components, the endocytic machinery itself appeared significantly altered in GαqKO fibroblasts. In the absence of Gαq expression, the clathrin system seems to be downregulated, while a markedly significant upregulation of most of caveolar components (Caveolin-1, Caveolin-2, Cavin-1, and Cavin-2) was observed compared to wild-type fibroblasts (Fig. 3C). This proteomic analysis therefore further confirmed our initial observations (Fig. 1A) that Cavin-1/PRTF and Cav1 were among the most upregulated markers in GαqKO fibroblasts.

**Figure 3:**
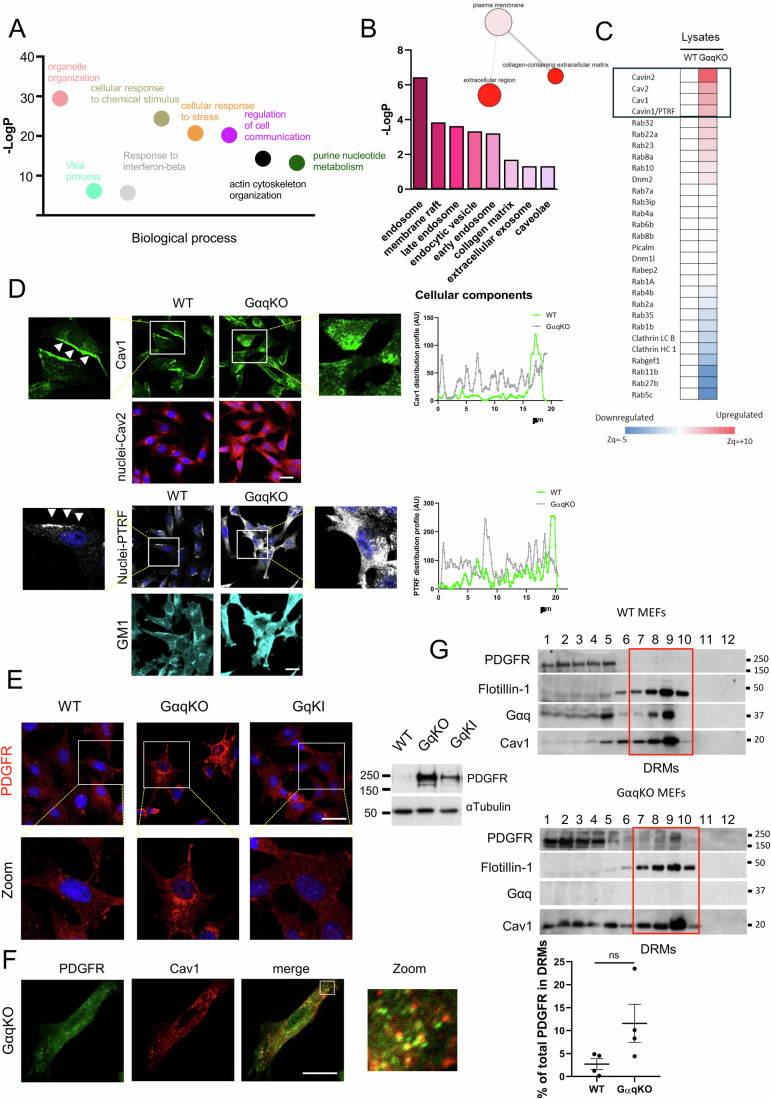
Gαq deficiency in fibroblasts alters intracellular trafficking networks and the caveolae system. (**A**) Chart showing the most significant enriched GO biological processes terms that are significantly altered in GαqKO MEFs compared to WT MEFs. The y-axis represents the statistical significance of the enrichment as −log10(*p* value). (**B**) Enrichment diagram of the most significant “cellular component” categories upregulated in GαqKO MEFs. The network on the right shows STRING interactions corresponding to upregulated extracellular categories in the proteomic dataset. (**C**) Clustered heatmap of intracellular trafficking-related proteins differentially expressed in GαqKO MEFs compared to WT. Caveolar components represent the most prominently upregulated family. (**D**) Confocal microscopy analysis of the subcellular distribution of caveolar components Caveolin-1 and Caveolin-2 (upper panels) and PTRF/Cavin and the lipid raft marker GM1 (stained with cholera toxin) (lower panels) (Scale bar, 25 µm). Zoom images represent the polarized distribution of Caveolin-1 in WT MEFs (arrowheads) versus its internalized pattern in GαqKO MEFs. (**E**) Subcellular distribution of PDGF receptors (PDGFR) in WT, GαqKO and GαqKI MEFs, as indicated. (Scale bar, 25 µm). (**F**) Colocalization analysis of PDGFR (green) and Caveolin-1 (red) in GαqKO MEFs, as determined by confocal microscopy. Merged yellow signals are highlighted in the zoomed area (Scale bar, 25 µm). (**G**) Western blot analysis of sucrose density gradient fractions from WT and GαqKO MEFs. Fractions were analyzed for the distribution of Cav1, Gαq, Flotillin and PDGFR. Red box denotes detergent-resistant membranes (DRMs)-enriched fractions (7–10). The chart shows the amounts of PDGFR present in DRMs fractions relative to the total amount in all fractions. Data information: In (**D**) histograms quantify pixel intensities of Caveolin-1 (upper chart) and PTRF (lower chart) in WT and GαqKO MEFs and in (**G**) data are presented as mean ± SD, *n* = 4 biological replicates. Statistical significance in (**G**) was determined using an unpaired *t*-test (ns, *p* = 0.0849). In (**A**–**C**), differences in protein abundance or functional behavior were estimated by comparing the groups’ Zq or Zc medians, respectively, as determined by the WSPP statistical model. Proteins or functional changes were considered statistically significant with a two-sided *t*-test comparison *p* value <0.05 of the *Z* values. Functional enrichment analysis was assessed by GSEA using the IPA™ (Qiagen) and DAVID resources. See M&M sections for further details. Source data are available online for this figure.

To investigate how Gαq deficiency affects the caveolar system, we analyzed the subcellular distribution of key caveolar components using confocal microscopy. Our results revealed a clear exclusion of all three analyzed components (Cav1, Cav2, and Cavin-1/PTRF) from the plasma membrane, along with their accumulation in intracellular membrane structures in GαqKO MEFs, thus presenting a phenotype drastically opposite to the preferential membrane localization observed in wild-type fibroblasts (Fig. 3D). This redistribution was associated with a marked upregulation of the lipid raft marker GM1, suggesting a compensatory remodeling of membrane lipids microdomains in GαqKO MEFs (Fig. 3D). Electron microscopy further revealed an enrichment of caveolar structures (Fig. EV2A) supporting the altered membrane architecture.

**Figure EV2:**
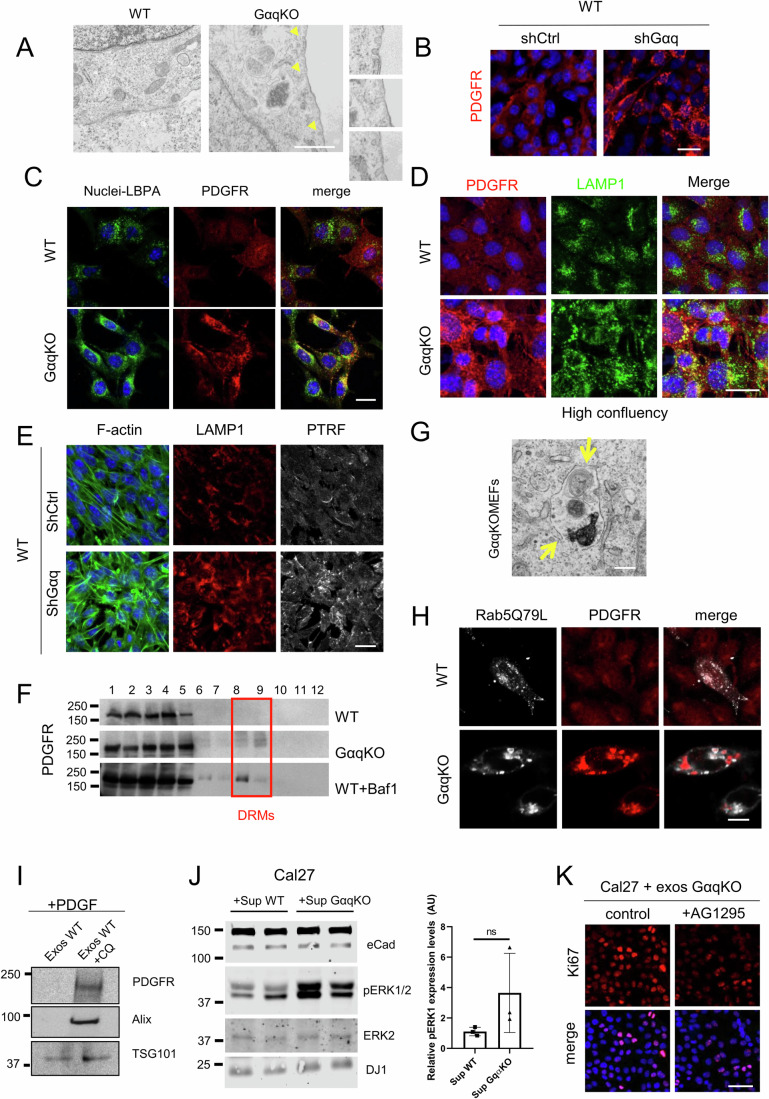
Absence of Gαq alters Cav1 dynamics, lysosomal localization, and turnover. (**A**) WT and GαqKO MEFs were analyzed by electron microscopy. A higher number of caveolae (indicated by arrows) are present in GαqKO MEFs compared to WT (Scale bar 1 µm). (**B**) Distribution pattern of PDGFR in WT MEFs upon Gαq silencing by lentiviral infection with a short-hairpin RNA targeting Gαq (Scale bar, 25 µm). (**C**) Confocal microscopy analysis of the subcellular distribution of the MBV marker LBPA (green) and PDGFR (red) in WT and GαqKO MEFs. Colocalization is shown in yellow (Scale bar, 25 µm). (**D**) Confocal microscopy analysis of LAMP1 (green) and PDGFR (red) subcellular distribution in WT and GαqKO MEFs under confluent conditions (Scale bar, 25 µm). (**E**) Distribution pattern of F-actin, LAMP1 and PTRF upon Gαq silencing in WT MEFs by lentiviral infection with a short-hairpin RNA targeting Gαq (Scale bar, 25 µm). (**F**) PDGFR expression distribution by Western blot analysis of sucrose density gradient fractions from WT and GαqKO MEFs and WT MEFs treated with Bafilomycin 1 (1 nM). The red box denotes DRMs-enriched fractions. (**G**) Electron microscopy image showing an aberrantly loaded lysosome in GαqKO MEFs, indicated by the yellow arrows (Scale bar 200 nm). (**H**) Distribution of PDGFR (red) in MEFs expressing Rab5(Q79L) (gray). Aberrant accumulation of PDFGR in MVBs is preferentially observed in GαqKO MEFs (Scale bar, 10 µm). (**I**) Western blot analysis of the indicated proteins in exosomes derived from PDGF-treated WT cells in the absence or presence of chloroquine (CQ, 1 µM). TSG101 is used as an exosomal marker. (**J**) Western blot analysis showing ERK activation in Cal27 cells treated with supernatants from WT and GαqKO MEFs; quantification of p-ERK levels is shown. (**K**) Effect of GαqKO MEF-derived exosomes and PDGFR inhibitor AG1295 on Cal27 cell proliferation assessed by Ki67 staining (Scale bar, 50 µm). Data information: In (J) data are presented as mean ± SD, *n* = 3 biological replicates. Statistical significance in (**J**) was determined using an unpaired *t*-test with Welch’s correction (ns *p* = 0.2321). Source data are available online for this figure.

Building on our previous observation of markedly elevated PDGFR expression in GαqKO MEFs (Fig. 1A) and considering the marked alterations in caveolar organization together with the established functional interplay between Gαq and Cav1 (Jastrzębski et al, 2017; Liu et al, 1996; Rogers and Fantauzzo, 2020; Smart et al, 1999), we sought to examine in detail how the absence of Gαq affects the subcellular localization and trafficking of this receptor. Confocal microscopy studies revealed that, unlike in WT or GαqKI cells, PDGFR in GαqKO MEFs was predominantly distributed in intracellular dots under basal conditions (Fig. 3E), showing strong colocalization with Caveolin-1 (Fig. 3F). Notably, a similar intracellular accumulation of PDGFR was reproduced upon Gαq knockdown in a wild-type MEF background (Fig. EV2B), confirming that this phenotype directly results from Gαq depletion.

Subcellular fractionation assays further confirmed that in GαqKO MEFs, Cav1, regardless of its intracellular compartmentalization, was associated with detergent-resistant membranes (DRMs). Notably, GαqKO fibroblasts showed a clear accumulation of PDGFR within these DRM domains, a feature that was not detected in WT fibroblasts (Fig. 3G).

Taken together, our data suggest an important involvement of the caveolar system and endocytic trafficking in defining the GαqKO fibroblasts phenotype, with potential implications for the homeostatic regulation of key growth factor receptors.

### Ceramide-dependent lipid imbalance drives aberrant PDGFR trafficking and intracellular accumulation in GαqKO MEFs

To further elucidate the Gαq- and Cav1-dependent mechanisms underlying the altered PDGFR trafficking observed in GαqKO MEFs and precisely identify the subcellular compartments where the receptor accumulates, we performed confocal colocalization analysis using markers of multivesicular bodies (LBPA) (Fig. EV2C) and the lysosomal marker LAMP1 at both low- (Fig. 4A) and high-confluence conditions (Fig. EV2D). This analysis revealed that Gαq deficiency induced a pronounced perinuclear redistribution of lysosomes, a phenotype recapitulated by Gαq knockdown in WT MEFs (Fig. EV2E), pointing to a disruption of lysosomal organization. Concomitantly, a significant accumulation of PDGFR within lysosomal compartments was observed, indicating that, although the receptor was efficiently targeted to the degradative pathway, its lysosomal turnover was partially compromised. To validate this observation, WT or GαqKO MEFs were stimulated with the ligand PDGFβ, a treatment known to induce PDGFR degradation through lysosomal mechanisms (Pandey et al, 2023). Following stimulation, PDGFR was efficiently degraded in WT MEFs, whereas GαqKO MEFs exhibited persistent receptor accumulation, as shown by Western blot and confocal microscopy analysis (Fig. 4B). These results confirmed that loss of Gαq impairs PDGFR degradation.

**Figure 4:**
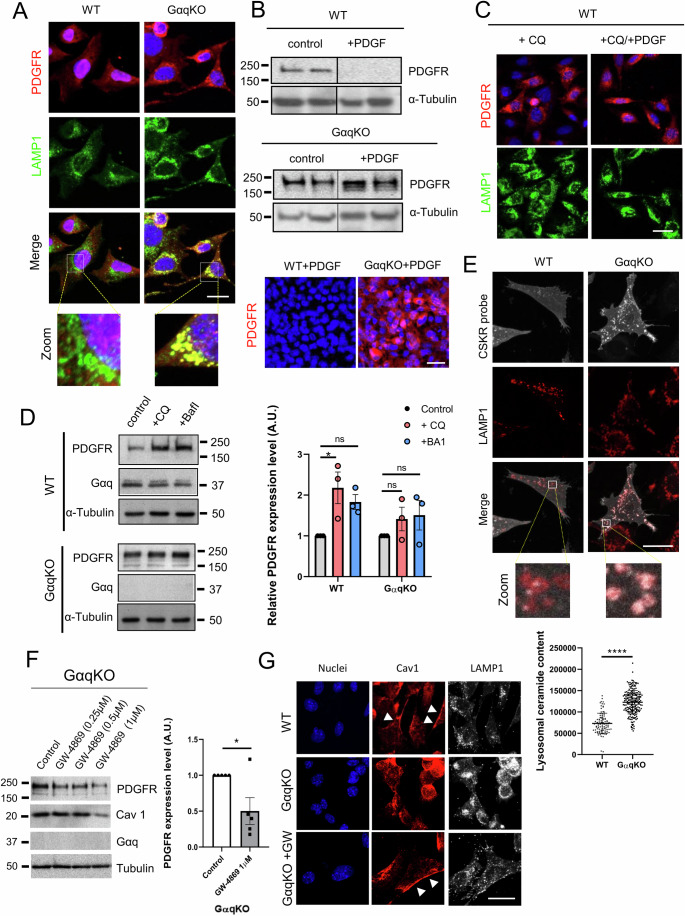
Intracellular accumulation of PDGFR in GαqKO MEFs results from altered trafficking and impaired degradation through a ceramide-dependent mechanism. (**A**) Subcellular localization pattern of PDGFR (in red) and of the lysosomal marker LAMP1 (in green) in WT and GαqKO MEFs. (Scale bar, 25 µm). (**B**) Representative Western blot (upper) and confocal microscopy analysis (lower) of PDGFR expression in WT and GαqKO MEFs under basal conditions or upon stimulation with PDGF (20 ng/ml). Tubulin was used as a loading control (Scale bar, 50 µm). (**C**) Confocal microscopy analysis of WT MEFs treated with Chloroquine (CQ, 1 µM) in the presence or absence of PDGF (20 ng/ml) and analyzed by using PDGFR (in red) and LAMP1 (in green) antibodies (Scale bar, 25 µm). (**D**) Western blot analysis of WT and GαqKO MEFs under control conditions or after treatment with CQ (1 µM) or Bafilomycin 1 (BAf1, 1 nM), using PDGFR and Gαq antibodies. Tubulin was used as a loading control. Graph represents relative PDGFR levels (*n* = 3). (**E**) Colocalization analysis of a ceramide probe corresponding to eGFP-tagged KSR1 CA3 domain (KSR, aa 317–400) (ceramide-binding domain) (in gray) and of the lysosomal marker LAMP1 (in red) in WT and GαqKO MEFs. Low panel: Zoomed regions highlighting ceramide probe-lysosomal colocalization. The chart quantifies ceramide content in lysosome compartments (*n* > 90 lysosomes) (Scale bar, 25 µm). (**F**) Western blot analysis showing the effect of exosome inhibitor GW4689 on PDGFR and Cav1 expression in GαqKO MEFs. The chart represents the effect of GW4689 (1 µM) after 24 h of treatment (*n* = 5). (**G**) Representative confocal microscopy images displaying the impact of exosome inhibitor treatment on the subcellular distribution of Cav1 (Arrowheads indicate plasma membrane polarization) and LAMP1 in GαqKO MEFs (Scale bar, 25 µm). Data information: In (**D**–**F**) data were presented as mean ± SD. The number of biological replicates is specified above in the description of each panel. Statistical significance in (**D**) was determined using a one-way ANOVA (WT Ctrl vs. WT + CQ, *p = 0.0427; WT Ctrl vs. WT + BA1, ns *p* = 0.2274*;* GαqKO Ctrl vs. GαqKO + CQ, ns *p* = 0.8594*;* GαqKO Ctrl vs. GαqKO + BA1, ns *p* = 0.7164), in (**E**, **F**) was determined using an unpaired *t*-test (*p = 0.0286*;* ****p < 0.0001). Source data are available online for this figure.

In this regard, we observed that lysosomal inhibition using either bafilomycin A1 (Baf A1), a drug that impairs lysosomal acidification, or chloroquine (CQ), a classical autophagy inhibitor that prevents autophagosomes from fusing with lysosomes, thereby blocking the degradation pathway, led in WT MEFs to increased PDGFR levels, a marked accumulation in intracellular compartments and an enriched distribution in DRMs, even without ligand stimulation (Figs. 4C,D and EV2F), thus effectively mimicking the phenotype observed in GαqKO MEFs. Notably, GαqKO MEFs PDGFR remained largely unaffected by these treatments, highlighting their preexisting defects in lysosomal degradation. In this line, electron microscopy revealed an increased presence of large and fully loaded lysosomal structures in GαqKO MEFs, likely because of altered degradation mechanisms (Fig. EV2G).

To investigate the mechanisms underlying the impaired lysosomal degradative capacity observed in Gαq-deficient cells, we focused on alterations in lipid metabolism associated with the loss of Gαq signaling. Given that Gαq depletion would disrupt diacylglycerol (DAG) production by its effector PLCβ (Harden et al, 2011; Sánchez-Fernández et al, 2014) and that ceramide shares structural and functional similarities with DAG, we hypothesized that the absence of Gαq may induce compensatory ceramide accumulation. Ceramide is a lipid mediator known to destabilize lysosomal membranes, alter intra-lysosomal pH, and impair fusion with autophagosomes (Chitkara and Atilla-Gokcumen, 2025; Ermini et al, 2021; Paciotti et al, 2020). Furthermore, ceramide regulates receptor trafficking and signaling by modulating Caveolin-1 interactions within lipid rafts, thereby influencing the localization and internalization of receptor tyrosine kinases such as PDGFR (Zundel et al, 2000). To test this hypothesis, we employed a ceramide-binding fluorescent probe based on the CA3 domain of KSR1 (Girik et al, 2024), which enables visualization of intracellular ceramide distribution. Confocal microscopy revealed a marked increase in ceramide levels in GαqKO fibroblasts, with prominent lysosomal accumulation confirmed by colocalization with the LAMP1 marker (Fig. 4E). Of note, this phenotype was rescued by treatment of GαqKO fibroblasts with GW4869, a neutral sphingomyelinase (nSMase1/2) inhibitor that prevents the conversion of sphingomyelin to ceramide (Fig. 4F,G). GW4869 treatment significantly decreased the expression of CAF-associated markers (Cav1 and PDGFR) and restored lysosomal organization as well as the plasma membrane distribution of Caveolin-1. Together, these results demonstrate that reducing ceramide levels restores lysosomal integrity and partially rescues the GαqKO phenotype, supporting the conclusion that ceramide accumulation is a major driver of lysosomal mislocalization and impaired degradative capacity in Gαq-deficient fibroblasts.

### Exosomes represent the preferred route of PDGFR release in the absence of Gαq expression

To explore how GαqKO MEFs can maintain homeostasis despite their impaired lysosomal features, we evaluated the contribution of exosome release as a potential adaptive strategy to reduce cellular stress and to partially maintain the levels of proteins that cannot be efficiently degraded at the lysosomal level. Increasing evidence demonstrates that autophagic and exosomal pathways are interconnected (Xing et al, 2021; Zubkova et al, 2024), and our previous studies have shown that Gαq plays a crucial role in controlling autophagy (Cabezudo et al, 2021), which may influence exosome release through autophagy-dependent secretion mechanisms. Thus, we chose to investigate whether PDGFR could be sorted and released through the exosomal pathway in GαqKO MEFs as a compensatory mechanism.

In general, the process of protein release through exosome generation requires its prior sorting into multivesicular bodies (MVB). As previously shown (Fig. EV2C), in GαqKO MEFs, the internal pool of PDGFR strongly colocalizes with the MVB marker LBPA. Notably, strong clusters of PDGFR localized to intraluminal vesicles (ILVs) within MVBs were also clearly observed when endosomes were artificially enlarged by expressing the constitutively active form of Rab5 (Rab5Q67L) (Fig. EV2H). These observations suggested that MVBs are one of the destinations of endocytosed PDGFR in GαqKO MEFs.

To evaluate whether this accumulation of PDGFR may lead to its specific release via exosomes, we purified and analyzed exosomes produced by either WT or GαqKO MEFs. Interestingly, in the absence of Gαq, fibroblasts exhibited a slight but consistent increase in the number of exosomes released (Fig. 5A). More strikingly, exosomes derived from GαqKO fibroblasts exhibited a drastic and substantial enrichment of PDGFR compared to those released by their wild-type counterparts, along with other markers such as Cav1 (Fig. 5B). This phenotype was mimicked when WT MEFs were treated with the lysosomal inhibitor CQ (Fig. EV2I), consistent with the notion that a disrupted degradative mechanism in GαqKO MEFs redirects PDGFR towards exosome-mediated secretion.

**Figure 5:**
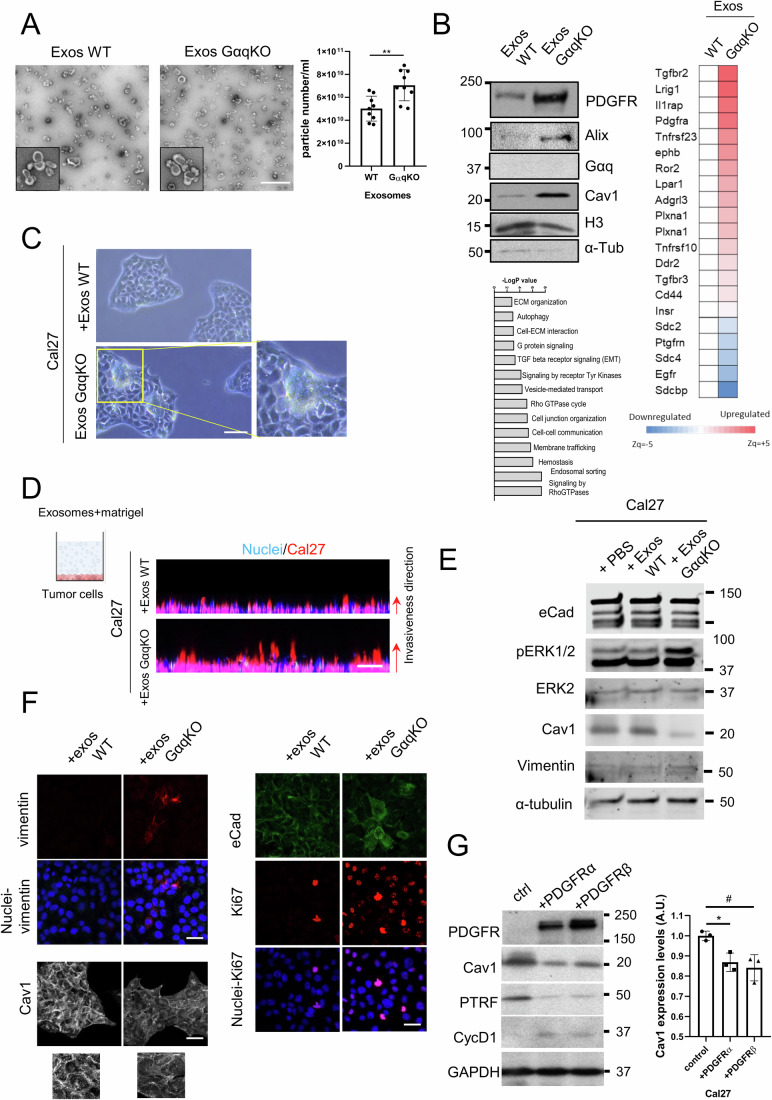
GαqKO MEF-derived exosomes loaded with PDGFR trigger tumor-promoting behaviors in oral cancer cells through Cav1 downregulation and EMT-like mechanisms. (**A**) Exosomes isolated from culture supernatants of WT and GαqKO fibroblasts. Representative electron microscopy images (Scale bar, 200 nm) and quantification of exosome particles relative to cell number are shown (*n* = 9). (**B**) List of the most significantly up- or down-regulated growth factor receptors present in GαqKO fibroblast-derived exosomes. Western blot analysis shows the expression of selected proteins in exosomes derived from equal numbers of WT and GαqKO MEFs. The lower panel shows an enrichment diagram of the “cellular component” category for proteins upregulated in GαqKO MEF-derived exosomes compared with WT. (**C**) Phase-contrast microscopy showing morphological changes in Cal27 human oral cancer cells 48 h after exposure to exosomes derived from either WT or GαqKO MEFs (Scale bar, 50 µm). Zoomed images point to aberrant tumor growth features. (**D**) Representative Matrigel invasion assay of Cal27 tumor cells in the presence of exosomes from WT or GαqKO MEFs. A scheme of the protocol is shown. Arrows indicate direction and extent of invasive migration (Scale bar, 100 µm). (**E**) Western blot analysis of Cal27 cells in the presence of exosomes derived from WT and GαqKO MEFs. The expression of E-cadherin, phosphorylated ERK1/2, total ERK, Caveolin-1, Vimentin, and Tubulin (loading control) was evaluated. (**F**) Confocal microscopy analysis of Cal27 cells treated as in panel (D). Representative staining patterns for Vimentin, E-cadherin, Ki67 (proliferation marker), and Cav1 are shown. (Scale bar, 50 µm). (**G**) Western blot analysis of Ca27 cell lysates overexpressing different PDGFR isoforms, evaluating the expression of selected markers (ctrl, control). The graph shows the effect of PDGFR overexpression on Cav1 protein levels (*n* = 3). Data information: In (**A**, **G**) data were presented as mean ± SD. The number of biological replicates is specified above in the description of each panel. Statistical significance in (**A**) was determined using an unpaired *t*-test (** p = 0.0028); in (**G**) was determined using a one-way ANOVA (*p = 0.0264; ^#^*p* = 0.0116). In (**B**), differences in protein abundance or functional behavior were estimated by comparing the groups’ Zq or Zc medians, respectively, as determined by the WSPP statistical model. Proteins or functional changes were considered statistically significant with a two-sided *t*-test comparison *p* value <0.05 of the *Z* values. Functional enrichment analysis was assessed by GSEA using the IPA™ (Qiagen) and DAVID resources. See M&M sections for further details. Source data are available online for this figure.

To further explore the differential exosome sorting modulated by Gαq expression, we performed a comparative proteomic analysis of the exosomes released by WT and GαqKO MEFs (Dataset EV2). This analysis not only confirmed the strong and significant upregulation of PDGFR within the exosomes produced by GαqKO MEFs, as previously observed by Western blot analysis, but also intriguingly uncovered that a large number of other specific tumor growth factor receptors were markedly present in these exosomes along with other changes in components of secretory, trafficking and signaling networks (Fig. 5B; Dataset EV2). Therefore, exosome release appears to represent an alternative pathway in GαqKO MEFs, to facilitate the secretion of many different tumor growth factors otherwise unable to undergo proper lysosomal degradation.

Next, we investigated the functional effects of exosomes derived from wild-type and GαqKO fibroblasts on oral cancer Cal27 cells. After 48 h, cells treated with GαqKO-derived exosomes exhibited markedly increased proliferation and invasiveness compared to controls, as shown by 2D and 3D invasion assays (Fig. 5C,D). Confocal microscopy and Western blot analysis revealed that these PDGFR-containing GαqKO exosomes initiated a cascade of tumor-promoting signals in Cal27 cells characterized by the loss of Cav1 and elevated Ki67 expression (Fig. 5E,F). Cav1 acts as a negative regulator of ERK/MAPK signaling by sequestering key components; therefore, its loss has been linked to sustained ERK activation, cell proliferation and tumor growth. In addition, Cav1 deficiency has been linked to epithelial-mesenchymal transition (EMT) and metastatic progression (Cerezo et al, 2009; Fiucci et al, 2002). Consistently, Cal27 cells treated with GαqKO-derived exosomes (Fig. 5E,F) or their conditioned medium (Fig. EV2J) exhibited persistent ERK activation, E-cadherin relocalization and increased vimentin expression, consistent with enhanced proliferative activity and the induction of an EMT-like phenotype. Supporting a role for exosome-mediated PDGFR transfer in these effects, PDGFR overexpression in Cal27 cells reduced Cav1 and PTRF levels (Fig. 5G). In contrast, pharmacological inhibition of PDGFR with AG1295 partially attenuated the proliferative response induced by GαqKO-derived exosomes, further validating PDGFR as a critical mediator of this signaling axis (Fig. EV2K).

Collectively, these findings indicate that GαqKO fibroblasts enhance tumor progression through exosome-mediated PDGFR transfer, leading to lipid remodeling, caveolae destabilization, Cav1 loss, and sustained ERK activation, events that together promote tumor cell proliferation, invasion, and metastatic potential.

### Tumors bearing aberrant desmoplastic stroma induced by GαqKO MEFs promote an aggressive metastatic phenotype in vivo

To validate the role of GαqKO MEFs in orchestrating a more favorable tumor-promoting environment compared to their wild-type counterparts in vivo, orthotopic tongue allografts were generated by injecting luminescent and GFP-expressing Cal27 cells, either alone or in combination with WT or GαqKO MEFs, in immunodeficient NSG mice, followed by tumor tracking by bioluminescence-based imaging (Fig. 6). Strikingly, 7 days after injection, animals co-injected with GαqKO MEFs exhibited rapid and pronounced tumor growth at the tongue, as detected by bioluminescence imaging (Fig. 6A), macroscopically (Fig. EV3A) and by confocal microscopy analysis of tumor tissues (Fig. 6B), leading to a severe mice condition, which forced us to euthanize the animals ~10–12 days after cell injection following the established humane endpoint protocol (Fig. 6C). Interestingly, when we used Gαq-reconstituted GαqKO fibroblasts (GαqKI), survival and tumor progression data were like those observed in mice co-injected with WT MEFs (Fig. EV3B), underscoring the critical role of stromal Gαq in mitigating tumor-promoting effects.

**Figure 6:**
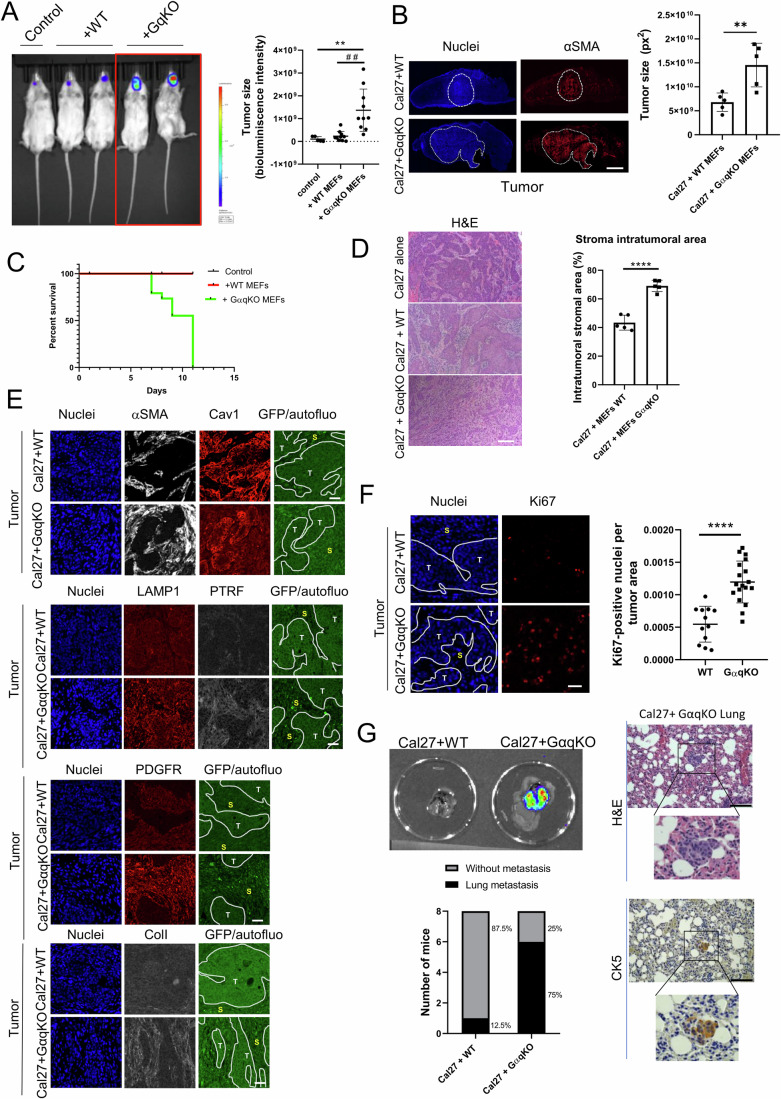
GαqKO MEFs trigger desmoplastic and aggressive tumors in vivo. (**A**) Bioluminescence imaging of orthotopic tongue allografts in mice transplanted with a luciferase-expressing tumor tongue cancer cell line (Cal27-luc) either alone (control) or in combination with WT or GαqKO MEFs. The color Scale correlates with luminescence intensity. The graph displays the quantification of tumor cell-derived bioluminescence (n ≥ 5 mice per condition). (**B**) Representative tissue sections of whole tongue tumors generated as in panel (**A**), stained for nuclei (blue) and αSMA (red). The tumor area is delineated by dotted lines. (Scale bar, 1000 µm). The chart represents tumor size under the indicated conditions (*n* = 5 mice/group). (**C**) Survival curves for mice injected with tumor cells alone (control) or co-injected with WT or GαqKO MEFs. (**D**) Hematoxylin-Eosin staining of tumor samples corresponding to the different conditions, obtained 11 days after cancer cells injection into the mice (Scale bar, 100 µm). The graph illustrates the amount of stroma in tumors generated under each condition (*n* = 5 mice/group). (**E**) Immunohistochemical staining patterns of the indicated markers in the tumor samples. S stroma, T tumor areas (delineated by dotted lines) (Scale bar, 50 µm). (**F**) Evaluation of tumor proliferative capacity determined by Ki67 immunostaining. (Scale bar, 50 µm). The chart represents proliferation rate per tumor area (*n* ≥ 12 images). (**G**) Analysis of tumor metastasis. Left panel: Representative bioluminescence images of lungs from mice co-injected with WT or Gαq-KO MEFs. Graphs represent the percentage of animals displaying lung metastasis (*n* = 8 animals per condition). Right panel: metastatic lesions detected in lungs co-injected with Gαq-KO MEFs, visualized by hematoxylin/eosin staining and by cytokeratin K5 immunostaining (Scale bar, 100 µm). Data information: In (**A**, **B**, **D**, **F**), data were presented as mean ± SD. The number of biological replicates is specified above in the description of each panel. Statistical significance in (**A**) was determined using a Kruskal–Wallis test (**p = 0.0019*;* ##*p* = 0.0038), in (**B**, **D**, **F**) was determined using an unpaired *t*-test (**p = 0.0081; ****p < 0.0001). Source data are available online for this figure.

**Figure EV3:**
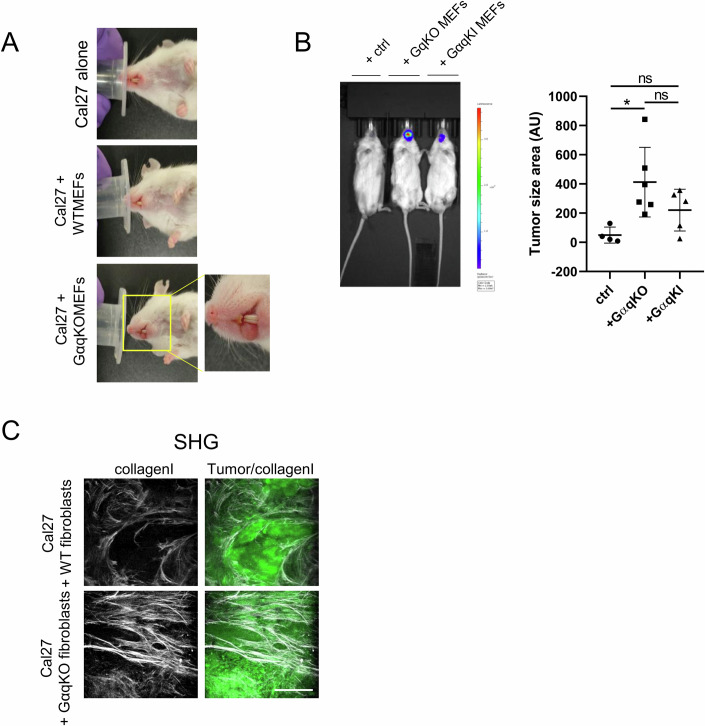
Large desmoplastic stroma-bearing tumors are induced by GαqKO MEFs in vivo. (**A**) Representative macroscopic images of tongue tumor generated by orthotopic injection of Cal27 oral cancer cells alone or in combination with WT or GαqKO MEFs. (**B**) Bioluminescence detection of tumor cells from orthotopic injection of Cal27 cells alone or in combination with either GαqKO MEFs or a Gαq-reconstituted version (GαqKI MEFs). Graphs depict tumor size determined by analysis of H&E-stained tissue images (*n* ≥ 4 animals per condition) (**C**) Representative images of self-assembled collagen matrix organization in the indicated tumors, as measured by second harmonic generation (SHG) microscopy (Scale bar, 50 µm). Data information: In (**B**), data were presented as mean ± SD, *n* ≥ 4 animals per condition. Statistical significance in (**B**) was determined using a one-way ANOVA (Ctrl vs. GαqKI, ns *p* = 0.5292*;* GαqKO vs. GαqKI, ns *p* = 0.2977*;* Ctrl vs. GαqKO, *p = 0.0243). Source data are available online for this figure.

Remarkably, histological analysis by hematoxylin/eosin staining of the generated tumors revealed that those formed in the presence of GαqKO fibroblasts exhibited a pronounced stromal desmoplastic reaction, a phenotype that was markedly different from that observed in tumors generated by Cal27 cells alone or co-injected with WT MEFs (Fig. 6D), stressing the relevance of GαqKO fibroblasts in determining tumor microenvironment features.

A detailed immunofluorescence analysis of the tumors generated in vivo confirmed a robust stromal upregulation of key CAF markers also detected in in vitro settings, such as αSMA, Cav1, PDGFR, LAMP1, or PTRF, specifically in the tumors generated by co-injection with GαqKO MEFs (Fig. 6E). Regarding matrix organization, collagen I analysis revealed a stronger and much stiffer collagen matrix surrounding tumors in conditions involving GαqKO MEFs, as determined through immunostaining (Fig. 6E) and multiphoton excitation microscopy coupled with second harmonic generation (MPE-SHG) imaging (Fig. EV3C).

Consistent with this altered tumor microenvironment, tumors formed in the presence of GαqKO fibroblasts exhibited markedly enhanced proliferative activity, as determined by Ki67 staining (Fig. 6F). Interestingly, such a combination of remodeled extracellular milieu and elevated proliferative potential upon GαqKO fibroblasts co-injection resulted in tumors with higher metastatic potency, with 75% of cases disseminating to the lungs, as demonstrated by bioluminescence imaging and hematoxylin-eosin and specific Keratin5 staining (Fig. 6G).

Taken together, our results strongly indicated a critical role of GαqKO MEFs in driving aberrant tumor growth, stromal remodeling, and increased tumor metastatic aggressiveness in vivo.

### Downregulation of Gαq in human fibroblasts and HNSCC-derived CAFs recapitulates the phenotype of GαqKO murine fibroblasts

Although MEFs represent a robust and widely used experimental model, they do not fully reproduce the complexity of cancer-associated fibroblasts (CAFs). To enhance the translational value of our findings, we extended our study to normal human fibroblasts (NF), in which Gαq expression was downregulated using a lentiviral short-hairpin RNA approach (Fig. 7A). Human NFs with decreased Gαq levels displayed the same signature previously observed in GαqKO MEFs, consisting of an increased matrix deposition, upregulation of caveolar components, Cav1 and PTRF, and lysosomal marker LAMP3 expression levels, as well as increased intracellular accumulation of PDGFR, GM1 and the ceramide-binding probe CSKR (Figs. 7A,B and EV4A–C). In addition, in both 2D and 3D co-culture systems, Gαq-deficient human fibroblasts markedly altered the architecture, proliferation and invasion potential of Cal27 cells (Figs. 7C,D and EV4D), consistent with the effects previously observed in GαqKO MEFs. Furthermore, exosomes secreted by these fibroblasts were enriched in PDGFR (Fig. 7E), and able to promote in Cal27 tumor cells downregulation of Cav1 expression concomitant with an enhanced PDGFR presence (Fig. 7F) and an increased proliferation (Fig. EV4E), again similar to features of GαqKO MEFs-derived exosomes. Moreover, animals co-injected with Gαq-downregulated NFs also displayed increased tumor growth in vivo (Fig. EV4F). Overall, Gαq loss in both MEFs and human fibroblasts triggers similar CAF-like features and promotes a very close phenotype in Cal27 cells' tumoral progression.

**Figure 7:**
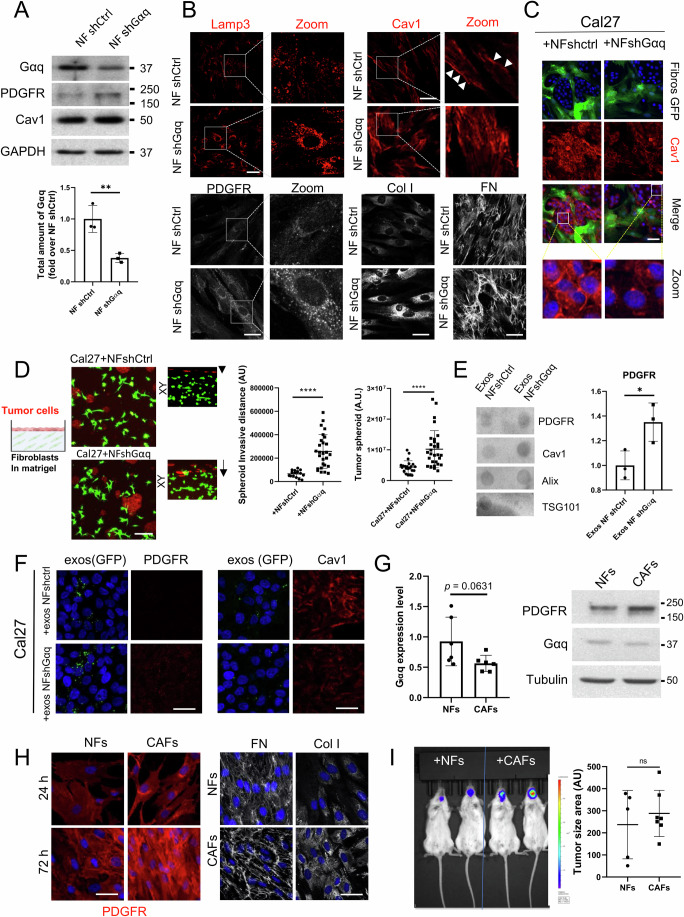
Patient-derived HNSCC CAFs display reduced Gαq expression and foster enhanced tumor progression of oral cancer cells. (**A**) Knockdown efficiency of Gαq in human normal fibroblasts obtained from healthy tongue tissue upon lentiviral infection of short-hairpin RNA constructs was assessed by Western blot analysis, along with levels of PDGFR, Cav1 (membrane polarization indicated by arrowheads) and GAPDH as loading control. Quantification of Gαq levels is shown in the graph (*n* = 3). (**B**) Confocal images showing the effect of Gαq silencing on LAMP3, Cav1, PDGFR distribution and on FN and collagen I matrix deposition. (Scale bar, 50 µm). (**C**) Microscopy images of Cal27 cells co-cultured with NF shctrl or NF shGαq fibroblasts. Cells were stained for Cav1 (in red) (Scale bar, 50 µm). (**D**) The left scheme shows the assay protocol. Images show the Z-stack confocal analysis of Cal27 cells (red) invading Matrigel embedded with either NF shctrl or NF shGαq fibroblasts (green) (Scale bar, 50 µm). Graphs represent tumor spheroid size (*n* ≥ 23 spheroids) and invasion capacity (mean ± SD, *n* ≥ 15 spheroids) (Scale bar, 100 µm). (**E**) Exosomes isolated from culture supernatants of NF shctrl or NF shGαq fibroblasts. Representative dot blot and PDGFR quantification of exosome particles relative to cell number are shown (*n* = 3). (**F**) Staining patterns of PDGFR and Cav1 in Cal27 cells treated with exosomes derived from NF shctrl or NFs shGαq (Scale bar, 50 µm). (**G**) Western blot analysis and quantification of Gαq expression in normal fibroblasts (NFs) and cancer-associated-fibroblasts (CAFs) derived from HNSCC tumor patients (*n* = 6 patients). PDGFR expression levels were also measured in one selected pair of NF-CAFs. (**H**) PDGFR subcellular distribution in the selected NF-CAF samples at either low or high confluency (Scale bar 50 µm) and Z-stack projection of confocal microscopy images showing fibronectin (left panels) and collagen I (right panels) in matrix deposited by NFs or CAFs (Scale bar, 25 µm). (**I**) Bioluminescence imaging of orthotopic tongue allografts in mice transplanted with a luciferase-expressing tumor tongue cancer cell line (Cal27-luc) in combination with NFs or CAFs. Color scale correlates with luminescence intensity. The graph represents tumor size calculated from H&E-stained sections (*n* ≥ 5). Data information: In (**A**, **D**, E, **G**, **I**) data were presented as mean ± SD. The number of biological replicates is specified above in the description of each panel. Statistical significance in (**A**, **E**, **G**, **I**) was determined using an unpaired *t*-test (ns *p* = 0.5117; *p = 0.0355*;* **p = 0.0090), in (**D**) was determined using a Mann–Whitney test (****p < 0.0001). Source data are available online for this figure.

**Figure EV4:**
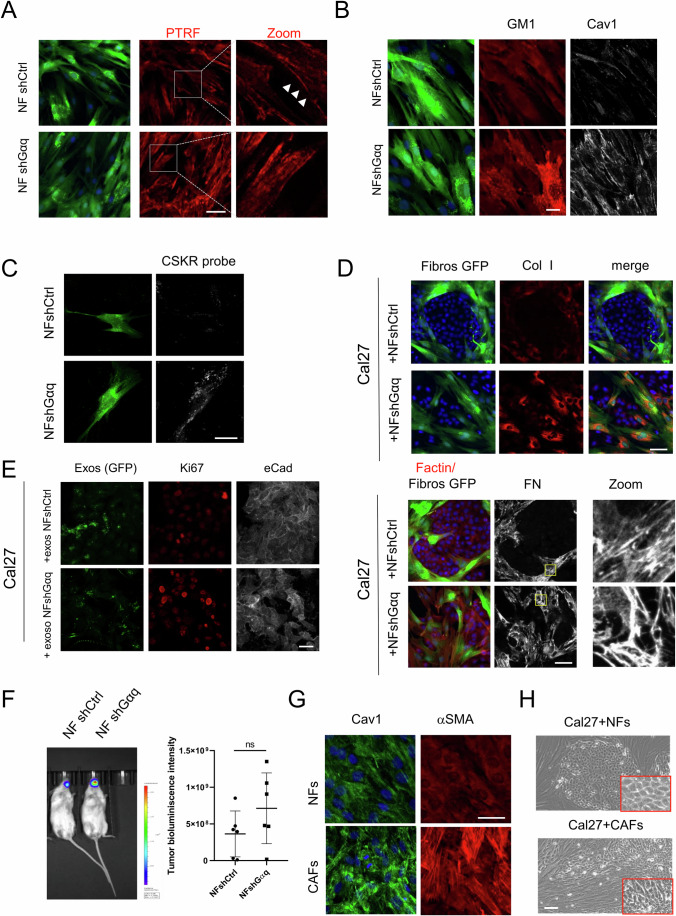
Effects of Gαq knockdown on normal human fibroblasts. Analysis by confocal microscopy of PTRF (**A**) or GM1 (**B**) staining in control (NF shctrl) and Gαq-silenced (NF shGαq) human fibroblasts (Scale bar, 25 µm). (**C**) Distribution of ceramide probe corresponding to eGFP-tagged KSR1 CA3 domain (KSR, aa 317–400) (ceramide-binding domain) (in gray) in NF shctrl and NF shGαq human fibroblasts (Scale bar 25 µm). (**D**) Analysis of matrix deposited in co-cultures of GFP-labeled NF shctrl or NF shGαq human fibroblasts with Cal27 cells. Fibroblasts are shown in green, FN in gray, collagen I in red, and DAPI-labeled nuclei in blue (Scale bar, 50 µm). (**E**) Staining pattern of Ki67 in Cal27 cells treated with exosomes derived from NF shctrl or NFs shGαq (Scale bar, 50 µm). (**F**) Representative bioluminescence images of orthotopic tongue tumors generated by co-injection of a luciferase-expressing tumor tongue cancer cell line (Cal27-luc) with either NF shctrl or NF shGαq human fibroblasts. (**G**) Confocal microscopy images displaying F-actin (green) and α-SMA (red) in NFs or CAFs (Scale bar, 50 µm). (**H**) Phase-contrast microscope images of one selected pair of NF-CAFs co-culture with Cal27 cells (Scale bar, 100 µm), showing differential morphological features. Data information: In (**F**) data were presented as mean ± SD, *n* = 6 animals per condition. Statistical significance in (**F**) was determined using an unpaired *t*-test (ns *p* = 0.1676). Source data are available online for this figure.

To get insight into the clinical relevance of our findings, we performed an RNA-seq analysis comparing WT and GαqKO MEFs (Dataset EV3). 

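The data collected were RNA sequencing libraries of mouse embryonic fibroblasts (MEFs), which are connective tissue cells grown from mouse embryos, with 3 libraries labelled WT and 3 labelled GαqKO. The paper describes the second line as Gαq/11 knockout cells that it calls GαqKO. After poly-A selection and paired-end sequencing, the authors aligned the reads to GRCm39 with Rbowtie2 and counted them per gene with featureCounts on GENCODE release 32. The deposited values are normalized counts, which are gene counts divided by a single size factor per library. The table covers 56953 genes, of which 30862 were listed at 0 in all 6 libraries. The normalized counts summed to between 11392429 and 11483486 per library, with a median of 11435816 for WT and 11397798 for GαqKO. In 5 libraries, 100.0% of the nonzero values were whole multiples of what 1 read is worth, which gave the reads counted on genes. These were 10951874, 11792648 and 11234142 reads in WT replicates 1, 2 and 3, and 12229175 and 9853000 reads in GαqKO replicates 1 and 2. The read total of GαqKO replicate 3 is not used here, so count tests were run on the other 5 libraries only. For the main results, limma was fitted to log2(normalized count + 1) in all 6 libraries, over the 14096 genes with at least 10 normalized counts in at least 3 libraries, with Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of genes with low counts, and a group with 3 counts or fewer in each library was treated as being at the floor. Floors cover counting error only. Each SD and p-value rests on the spread between libraries of the same label. It compares the cells under the labels and does not separate genotype from other differences between the lines. Among protein-coding genes whose exons lie wholly inside the spans of other genes, 71.3% of 1598 were listed at 0. The share was 25.2% of 11513 among those with no exon inside the span of another gene, so a value of 0 is given only as listed.
Gnaq (ENSMUSG00000024639.6), the gene of Gαq, lies on chromosome 19 of GRCm39 from 16110027 to 16365882. It had 1691 ± 48.5 normalized counts (SD, n = 3) in the WT libraries and 1926 ± 36.0 (SD, n = 3) in the libraries labelled GαqKO, a log2 fold change of 0.19 (standard error 0.045, adjusted p = 0.00212 from limma). The single libraries had 1666, 1660.2 and 1747 normalized counts of Gnaq for WT and 1959.7, 1931 and 1888 for GαqKO. Gna11 (ENSMUSG00000034781.6; chromosome 10, 81364558 to 81381060), the gene of Gα11, went from 2148 ± 29.0 normalized counts (SD, n = 3) to 451.6 ± 28.7 (SD, n = 3), a log2 fold change of -2.25 (standard error 0.057, adjusted p = 9.16e-13 from limma). Each of its values was lower in the libraries labelled GαqKO, with 472.3, 463.7 and 418.9 normalized counts against 2141, 2179.9 and 2123 in WT. The related gene Gna14 rose from 3.1 ± 3.1 to 53.3 ± 6.1 normalized counts (SD, n = 3 each). Gna15 was under the filter, at 4.5 ± 4.4 and 4.4 ± 0.8 normalized counts (SD, n = 3 each). Because the amount of the Gnaq transcript was not lower, the libraries are named by their labels and every direction is drawn from those labels. The table counts reads over whole genes and does not show whether a transcript is intact.

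**Figure D1:**
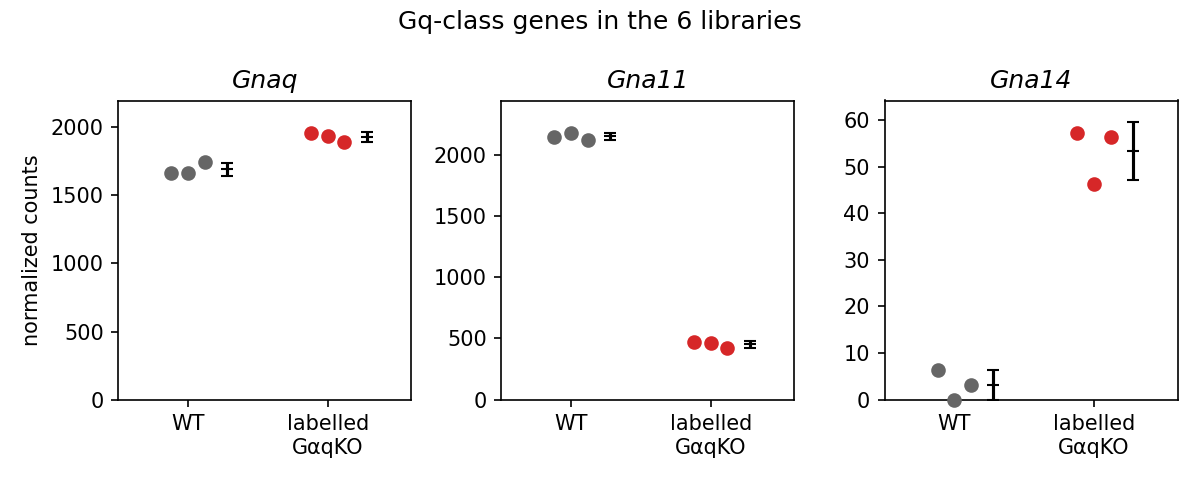
Normalized counts (y axis, linear from 0) of Gnaq, Gna11 and Gna14 in each of the 3 WT libraries (grey points) and the 3 libraries labelled GαqKO (red points), with the mean and SD of each group as a black bar. Gna11 has 2141, 2179.9 and 2123 normalized counts in WT and 472.3, 463.7 and 418.9 in GαqKO, while those of Gnaq are not lower in GαqKO.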

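The paper's source data for Fig. EV5A list 50 genes higher in GαqKO MEFs under the Gene Ontology term extracellular matrix. In the libraries labelled GαqKO, 43 of the 50 passed the paper's thresholds of a log2 fold change over 1 and an adjusted p under 0.05 (limma), with log2 fold changes from 1.012 to 9.26. At an adjusted p under 0.05 there were also 43 when adjusted over the list alone. The study chose this list on these libraries, so that count is not independent evidence. The other 7 genes, Col17a1, Hmcn1, Egflam, Tecta, Lingo1, Mfap5 and Lum, were under the filter on low values and were not tested. The filter moved the count most, to 50 genes without it and to 28 genes when at least 10 normalized counts were required in every library. Of the 26 genes listed for membrane raft, 24 passed the same thresholds, as did the 10 genes listed for caveola. Of the 10 genes listed for collagen trimer, 8 passed and the other 2 were not tested. These 3 terms were chosen after their values were seen. Cavin1, which encodes the caveolar protein PTRF, had 16608 ± 363.0 normalized counts (SD, n = 3) in WT and 15253 ± 115.6 (SD, n = 3) in the libraries labelled GαqKO. The log2 fold change of Cavin1 was -0.12 (standard error 0.039, adjusted p = 0.013 from limma), but the adjusted p was 0.0639 in limma with no trend in the prior spread and 0.0612 in edgeR on 5 libraries, both chosen after seeing the data. Cav1, Cav2 and Cavin2 were listed at 0 in each library, and all 3 lie wholly inside the spans of other genes.
The direction of the RNA change was set against that of the paper's protein change for the 29 proteins of Fig. 3C. The transcripts of 25 could be compared, and 14 of them (56.0%) changed in the same direction as the protein (Fisher's exact test, two-sided, p = 0.673; genes are not independent replicates). Not compared were Cav1, Cav2, Cavin2 and Rab4b, listed at 0 in each library. The paper reports the caveolar proteins of Cav1, Cav2 and Cavin2 as higher, so the share says nothing on these. Over the 18 transcripts with an adjusted p under 0.05 in limma, 13 (72.2%) changed in the same direction (Fisher's exact test, two-sided, p = 0.268).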

Gene Ontology analysis revealed significant enrichment in pathways related to extracellular matrix (ECM) organization and membrane microdomain remodeling in GαqKO MEFs compared to WT, validating our proteomic observations (Fig. EV5A). 

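The matrisome signature of highly proliferative HNSCC, as listed in the source data of Fig. EV5B, holds 27 mouse genes. Genes were ranked by the signal-to-noise ratio of their normalized counts between the libraries labelled GαqKO and WT, with a minimum SD of 0.2 of the mean, over 17499 genes with a named symbol. The signature had an enrichment score of 0.551 and a normalized enrichment score (NES) of 1.63 towards GαqKO. Its p was 0.0158 by permutation of genes with 10000 random gene sets, and also 0.0158 after Benjamini-Hochberg adjustment over the 3 sets scored. The 9 genes up to the peak of the score were the 9 that the paper shows as enriched, Col8a1, Emilin2, Fbn2, Igfbp7, Lgals1, Mfap5, Postn, S100a6 and Tgfbi. Fbn2 (ENSMUSG00000024598.10; chromosome 18, 58141695 to 58343645) had 3.1 ± 3.8 normalized counts (SD, n = 3) in WT and 1800.2 ± 117.4 (SD, n = 3) in the libraries labelled GαqKO, a log2 fold change of 9.26 (standard error 0.512, adjusted p = 1.99e-09 from limma). The log2 fold change of Fbn2 ran from 8.48 to 10.01 when each library was left out in turn. Tgfbi rose from 9.5 ± 1.7 to 306.8 ± 36.5 normalized counts and Postn from 71.2 ± 12.2 to 426.4 ± 28.7 (SD, n = 3 each). The most abundant of the 9, S100a6 and Lgals1, had log2 fold changes of 0.75 and 0.71. Igfbp7 has 77.4% of its exons inside the spans of other genes, which limits its value. Of the 21 genes of the signature that were tested, 10 were higher and 8 lower at an adjusted p under 0.05 (limma), and 10 and 8 when adjusted over the list alone. Past a log2 fold change of 1 in size as well, 6 were higher and 1 was lower. Fbln2 fell most, from 10942 ± 168.2 to 2329 ± 74.1 normalized counts (SD, n = 3 each), a log2 fold change of -2.23. The lowest NES over the alternatives scored was 1.19 (p = 0.23 by the same permutation), with limma's moderated statistic over the 11949 genes that passed the filter and have a named symbol, an alternative chosen after seeing the data. The signal-to-noise ratio over those genes gave 1.51 (permutation p = 0.0355). Over the 13 alternatives scored in this way the permutation p ranged from 0.00692 to 0.23. The set test camera of limma, which allows for correlation between genes, gave p = 0.215 with a preset correlation and p = 0.336 with an estimated correlation, and limma's fry gave p = 0.00307.
All 44 genes in the table with collagen symbols, of which 43 were in the ranking, were scored in the same way. This list had an enrichment score of -0.584 and an NES of -1.80, towards WT (permutation p = 0.000849, and 0.00255 after adjustment over the 3 sets). With TMM scaling the NES was also -1.80. The lower score passed 0.05 under camera with a preset correlation (p = 9.2e-05 from limma), but not under camera with an estimated correlation (p = 0.0701 from limma). Under fry, which makes no comparison with genes outside the set, the p was 1.09e-05 (limma). Of the 28 collagen genes tested, 20 were lower and 4 higher in the libraries labelled GαqKO at an adjusted p under 0.05 (limma), and 20 and 4 when adjusted over the list alone. Past a log2 fold change of 1 in size, 12 were lower, and the 4 higher genes were Col8a1, Col9a3, Col24a1 and Col25a1. With a library left out, the size of the change fell below 1 for Col9a3 (0.93) and Col18a1 (-0.98). Col1a1 (ENSMUSG00000001506.11; chromosome 11, 94827050 to 94843868), which encodes a chain of collagen I, had 16671 ± 1168 normalized counts (SD, n = 3) in WT and 5775 ± 272.1 (SD, n = 3) in the libraries labelled GαqKO, a log2 fold change of -1.53 (standard error 0.054, adjusted p = 2.11e-11 from limma). Col1a2 had a log2 fold change of -0.36 (standard error 0.04, adjusted p = 2.42e-06 from limma). Col8a1 rose from 1341 ± 78.4 to 2957 ± 174.7 normalized counts (SD, n = 3 each), a log2 fold change of 1.14.

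**Figure D2:**
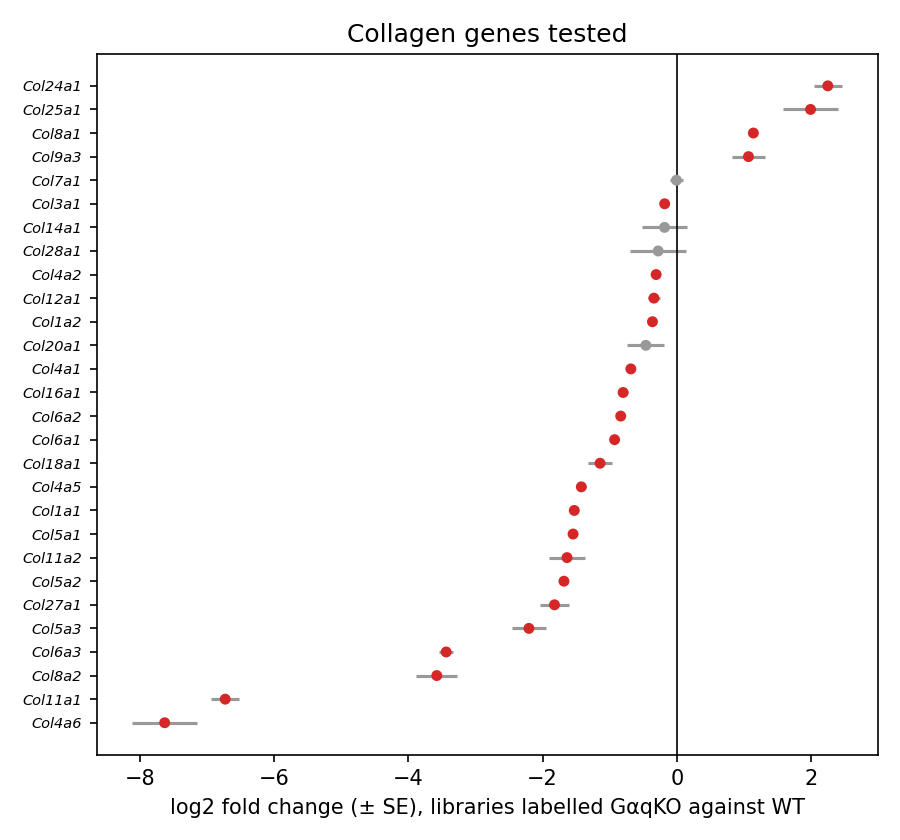
Log2 fold change (x axis, libraries labelled GαqKO against WT, on log2 of normalized count + 1) of the 28 collagen genes tested, each on its own line, with the standard error as a bar. Red points have an adjusted p under 0.05 in limma and grey points do not, and the values run from -7.63 for Col4a6 to 2.25 for Col24a1, with 20 red points left of 0 and 4 right of it.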

Comparative analysis revealed that GαqKO MEFs share a strong and consistent signature associated to collagen matrix remodeling and broader ECM dynamics in HNSCC, as evidenced by their similarity to the matrisome profiles of highly proliferative HNSCC tumors (Fig. EV5B) as reported (Data ref: Di Martino et al, 2021a; Di Martino et al, 2021b). This correlation underscores the relevance of GαqKO MEFs as a model for studying tumor-associated fibroblast behavior in the context of hyperproliferative carcinoma. Furthermore, GαqKO MEFs show significant transcriptional similarity with the HNCAF-1 subtype (Fig. EV5C), a CAF population associated with poor overall survival in HNSCC, as detailed by Obradovic et al, (2022) in their Supplementary Table 2, who defined the signatures of the five CAF subtypes analyzed (Obradovic et al, 2022). 

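The HNCAF-1 signature, as listed in the source data of Fig. EV5C, was matched to 92 mouse genes in the ranking. It had an enrichment score of 0.427 and an NES of 1.597 towards the libraries labelled GαqKO (permutation p = 0.00449, and 0.00673 after adjustment over the 3 sets). Across the same alternatives the permutation p ranged from 0.00054 to 0.0367. Under camera the p was 0.0603 with a preset correlation and 0.0707 with an estimated correlation (both from limma). Under fry, which makes no comparison with genes outside the set, the p was 5.68e-07 (limma). The 18 genes up to the peak of the score were Ces1h and 17 of the 18 mouse genes matched to those the paper shows as enriched, with C1R matched to both C1ra and C1rb. The remaining gene, C1rb, was at the floor in both groups. Osr2 (ENSMUSG00000022330.6; chromosome 15, 35296196 to 35303673) was at the floor in WT, with 1.7 ± 0.6 normalized counts (SD, n = 3), and had 164.2 ± 6.1 (SD, n = 3) in the libraries labelled GαqKO, at least 54.7-fold higher. Fst rose from 19.4 ± 5.4 to 559.0 ± 26.3 normalized counts and Tgfbr3 from 94.1 ± 12.5 to 1031 ± 58.4 (SD, n = 3 each). Stc1 was listed at 0 in the WT libraries and had 22.0 ± 4.9 normalized counts (SD, n = 3) in those labelled GαqKO. Of the 71 genes of the signature that were tested, 32 were higher and 22 lower at an adjusted p under 0.05 (limma), and 32 and 22 when adjusted over the list alone. Past a log2 fold change of 1 in size, 17 were higher and 9 lower. Fhl1 fell most, from 86.3 ± 10.6 normalized counts (SD, n = 3) to the floor in each library labelled GαqKO, at least 28.8-fold lower.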

The overlap with the HNCAF-1 signature further suggests that GαqKO MEFs adopt a pro-inflammatory phenotype and may contribute to immune modulation within the tumor microenvironment, both of which are key functional hallmarks of activated CAFs.

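Among the enriched genes of the HNCAF-1 signature are the complement genes C3 and C1ra and the prostaglandin synthase gene Ptgs2. C3 (ENSMUSG00000024164.16; chromosome 17, 57510964 to 57535155) had 12.9 ± 5.1 normalized counts (SD, n = 3) in the WT libraries and 245.7 ± 31.3 (SD, n = 3) in those labelled GαqKO, a log2 fold change of 4.20 (standard error 0.242, adjusted p = 3.11e-09 from limma). Ptgs2 had 688.0 ± 29.4 and 2489 ± 62.6 normalized counts (SD, n = 3 each), a log2 fold change of 1.85 (standard error 0.05, adjusted p = 1.62e-12 from limma). C1ra rose from 80.8 ± 3.2 to 297.8 ± 6.1 normalized counts (SD, n = 3 each). These genes come from the top of a ranking of the same libraries, so their higher values are not independent of that choice. With each library left out in turn, the log2 fold change of C3 stayed between 4.04 and 4.49 and that of Ptgs2 between 1.83 and 1.89. From the overlap with this signature, the paper proposes a pro-inflammatory phenotype of GαqKO MEFs.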

**Figure EV5:**
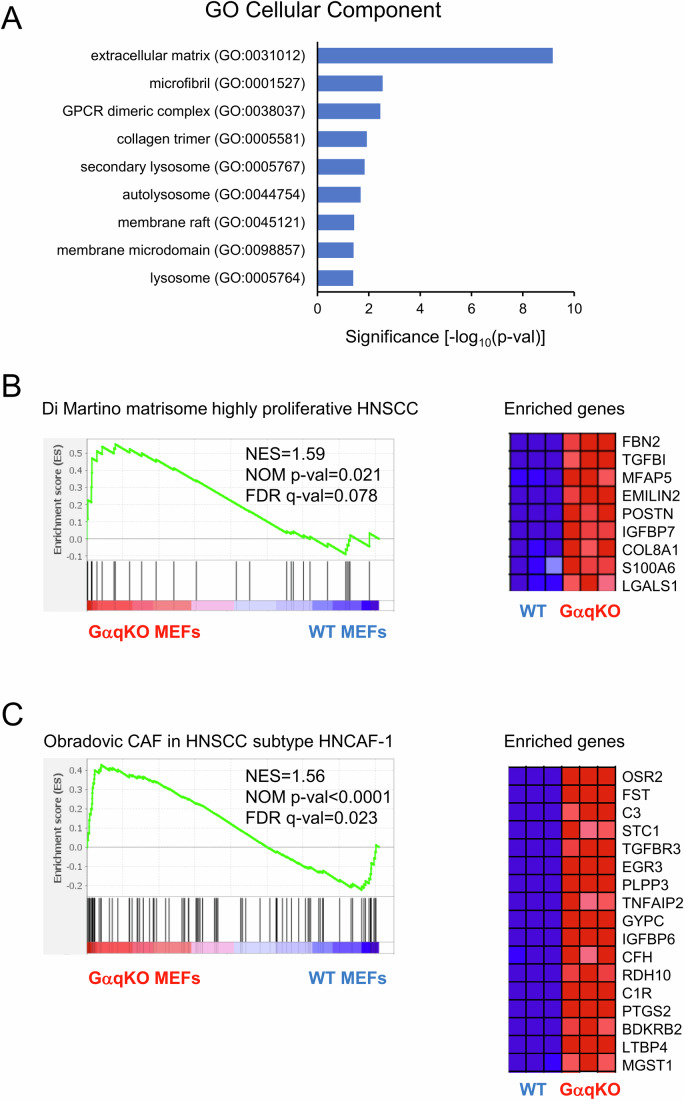
RNA-Seq profiling of WT and GαqKO MEFs. (**A**) Overexpressed genes in GαqKO versus WT MEFs showed overrepresentation of Gene Ontology cellular component terms related to extracellular matrix (ECM) organization and membrane microdomain remodeling, which validates our proteomic observations. Barplots represent the significance of the overrepresentation as -log_10_(*p* val) upon the hypergeometric distribution test. (**B**) GSEA analysis from GαqKO MEFs showed enrichment with a matrisome signature of highly proliferative HNSCC (Data ref: Di Martino et al, 2021a; Di Martino et al, 2021b). (**C**) GSEA analysis from GαqKO MEFs showed enrichment with a signature of the HNCAF-1 population of CAFs obtained from HNSCC, which is defined by an immunostimulatory phenotype and enriched in extracellular matrix organization and immune-related pathways (Obradovic et al, 2022). Enriched genes in (**B**, **C**) are shown on the right of each panel. See M&M sections for further details. Source data are available online for this figure.

Finally, we explored whether Gαq expression is altered in human HNSCC-derived CAFs, by Western blot analysis of CAF subpopulations obtained from minced human tumor tissue of surgically resected HNSCC and of normal fibroblasts (NFs) obtained simultaneously from healthy tissue of the same patients. Although variability was observed between sample pairs and the differences did not reach statistical significance, we found a moderate but consistent downregulation of Gαq expression in the CAFs compared to NFs, which correlated with an upregulated PDGFR expression in such tumor fibroblasts (n of 6, Fig. 7G). In addition, CAFs showed a more spindle-like morphology compared to NFs, which was associated with a high intracellular accumulation of PDGFR and a marked deposition of ECM components such as FN and Col I (Fig. 7H), as well as enhanced Cav1 and αSMA labeling (Fig. EV4G). All these features were like those displayed by GαqKO MEFs or upon Gαq downregulation in human normal fibroblasts (NFs) described above.

Interestingly, the 2D co-culture of Cal27 oral cancer cells with patient-derived CAFs resulted in a phenotype characterized by a disorganized and more chaotic organization and reduced tumor cell-cell contact, again features observed upon co-culture with GαqKO MEFs or NF shGαq fibroblasts. In contrast, the presence of control NFs induced the formation of a highly confined and encapsulated tumor cell distribution (Fig. EV4H). In vivo, all these traits manifested as a notably aggressive and invasive tumor phenotype upon orthotopic tongue co-injection of bioluminescent Cal27 cells with CAFs, again resembling the features observed in GαqKO MEFs and NF shGαq cells, whereas tumors formed with NFs exhibited decreased size (Fig. 7I). Overall, our data provide compelling evidence that stromal Gαq expression plays a pivotal role in shaping the tumor microenvironment and controlling HNSCC tumor progression.

## Discussion

HNSCC is one of the most severe and challenging types of cancer due to its high level of heterogeneity and the limited availability of efficient therapeutic strategies (Hu et al, 2023). Continuous co-evolution and communication of tumor cells with the TME seems to be determinant in HNSCC progression (Jumaniyazova et al, 2023). Cancer-Associated Fibroblasts (CAFs) are key components of TME, and are essential in shaping tumor dynamics and driving HNSCC progression. Therefore, a better comprehension of the mechanisms that govern CAFs' features and their interactions with other TME components is crucial for developing targeted therapies that could improve treatment outcomes for HNSCC patients (Bhat et al, 2021; Hu et al, 2023; Mazilu et al, 2021).

We unveil here an unforeseen pivotal role of fibroblast Gαq in fostering HNSCC cancer progression by remodeling the tumor microenvironment (TME). MEFs lacking Gαq exhibit elevated expression of specific fibroblast activation markers and enhanced matrix remodeling and contractile features, resembling those of tumor-promoting CAFs. This phenotype is accompanied by profound alterations in endocytic and degradative pathways linked to disrupted lipid metabolism and ceramide accumulation, which impair PDGFR degradation and redirect its trafficking. Consequently, PDGFR and other growth factor receptors are selectively sorted into exosomes (Fig. 8A). Functionally, GαqKO MEFs and their exosomes support oral HNSCC cell growth and invasiveness in vitro and markedly enhance desmoplastic stroma formation in vivo (Fig. 8B). Similar features are observed upon Gαq downmodulation in normal human fibroblasts and in patient-derived HNSCC CAFs, underscoring the relevance of these mechanisms and warranting further investigation.

**Figure 8:**
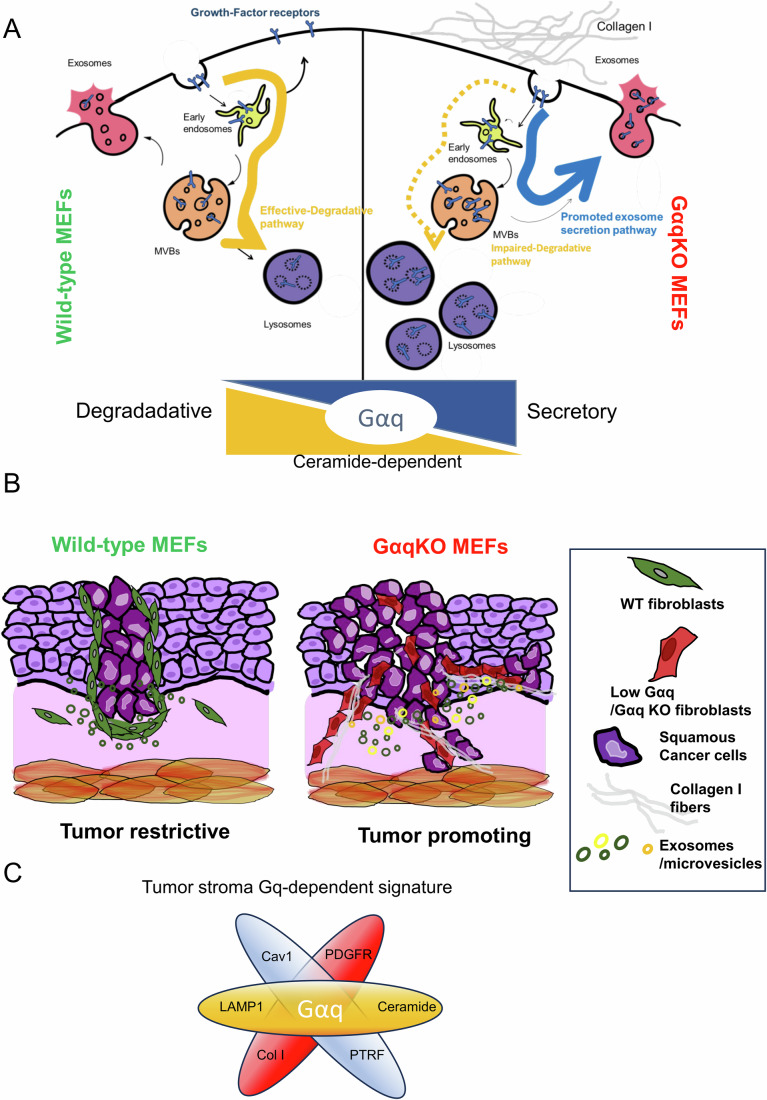
Proposed model for the role of stromal Gαq in HNSCC tumor progression. Gαq expression in the tumor stroma emerges as a key regulator of fibroblast traits and a key determinant of HNSCC progression. (**A**) The absence of Gαq expression in fibroblasts switches trafficking and degradative pathways towards a preferentially secretory phenotype through a ceramide-dependent mechanism. This shift favors the specific sorting of tumor growth factor receptors and their release via the exosomal pathway, rather than their lysosomal degradation, as observed in wild-type mouse embryonic fibroblasts (WT MEFs). Such an altered secretory profile is also reflected by significant collagen I matrix deposition in GαqKO MEFs. (**B**) At the functional level, a collagen I-rich matrix and the secretion of exosomes highly enriched in tumor growth factor receptors driven by GαqKO downregulation, fosters aberrant growth and dissemination of oral cancer cells. (**C**) A distinctive Gαq-deficiency molecular signature, driven by Cav1, PTRF, Col1, FN, and LAMP1, along with elevated ceramide, emerges as a novel HNSCC stromal biomarker.

In general, ECM organization is a key determinant in tumor aggressiveness (Di Martino et al, 2021b; Pickup et al, 2014). In HNSCC, a strong desmoplastic reaction driven by CAFs enhances invasiveness (Knops et al, 2020). These cells exhibit diverse subpopulations with both tumor-promoting and tumor-suppressing roles, depending on their interaction with the ECM (Federspiel et al, 2025; Kang et al, 2021; Li et al, 2021). In this context, Gαq-deficient fibroblasts display a pro-tumorigenic phenotype, characterized by a collagen-rich, linearized matrix with a chaotic distribution that significantly promotes oral HNSCC cell invasion. Further supporting this phenotype, RNA-seq analysis of GαqKO fibroblasts uncovered a robust enrichment of a matrisome gene signature found in proliferative HNSCC (Di Martino et al, 2021b).

Regarding CAFs markers, α-SMA is particularly important in HNSCC, where its expression levels have also been shown to correlate with patient outcomes (Elbarrawy & Elbarrawy, 2021; Hu et al, 2023). Prolonged culture and confluence drive GαqKO MEFs toward a myofibroblast-like phenotype, characterized by a marked increase in α-SMA expression and enhanced contractility. Of note, our proteomic analysis also reveals that GαqKO MEFs exhibit traits of inflammatory fibroblasts, such as high expression of PLA2, CD34, and JAK/STAT pathways, and a strong transcriptional alignment with the pro-inflammatory HNCAF-1 subtype (Obradovic et al, 2022). These data strongly suggest that Gαq deficiency drives a pro-inflammatory, ECM-remodeling phenotype characteristic of activated CAFs. Further studies will be required to confirm this phenotypic switch.

PDGFR also serves as a key biomarker for cancer-associated fibroblasts (CAFs) in oral squamous cell carcinoma (Kartha et al, 2016). Its signaling depends on proper membrane organization, involving ligand binding, dimerization, phosphorylation, and endocytosis processes that typically occur via clathrin-coated pits, although caveolae can also initiate PDGFR signaling (Jastrzębski et al, 2017; Liu et al, 1996; Pandey et al, 2023). We uncover that Gαq deficiency profoundly disrupts PDGFR trafficking and degradation, resulting in its intracellular accumulation and increased exosomal release, along with other growth factor receptors, ultimately influencing tumor cell proliferation and growth. Although our data support that PDGFR is involved in the proliferative response induced by GαqKO-derived exosomes, additional cargo components, including other growth factor receptors, DNA, RNA, and microRNAs, may contribute to the observed phenotype. Isoform-specific functions of PDGFRα and PDGFRβ, as well as their stromal-specific roles in HNSCC progression, are also likely biologically significant. Future studies focused on PDGFR isoform-specific trafficking, processing, and signaling dynamics at the stromal level will be important for deepening our understanding of their contribution to tumor progression.

Under normal conditions, Gαq activates PLCβ to generate diacylglycerol (DAG) in response to stimulation of a variety of GPCRs. Upon Gαq depletion, we detect an unbalanced lipid metabolism leading to compensatory ceramide accumulation in GαqKO MEFs. Ceramide, produced through sphingomyelin hydrolysis, influences lysosomal membrane curvature and enzyme activity, and its accumulation is linked to lysosomal stress, defective autophagy, and impaired degradative capacity (Ermini et al, 2021; Paciotti et al, 2020; Tang et al, 2022). In parallel, ceramide promotes exosome biogenesis via nSMase2-dependent budding of multivesicular bodies, and pharmacological inhibition of nSMase2 markedly decreases exosome secretion (Skotland et al, 2017; Trajkovic et al, 2008). Therefore, ceramide accumulation could act as a molecular bridge between lysosomal dysfunction and enhanced exosomal signaling in Gαq-deficient cells.

At the plasma membrane, ceramide also displaces cholesterol from lipid rafts, reducing Caveolin-1 (Cav1) association (Yu et al, 2005), and modulates glycosphingolipid nanodomains as a precursor for gangliosides such as GM1 (Arumugam et al, 2021). Both effects are evident in Gαq-deficient MEFS, which display high Cav1 internalization and aberrant GM1 expression, features also observed upon Gαq silencing in normal human fibroblasts and in HNSCC-derived CAFs.

Consistent with these findings, proteomic analysis of GαqKO MEFs revealed downregulation of clathrin-mediated internalization and upregulation of caveolar proteins, particularly Cav1. Given that Cav1 regulates exosome biogenesis and cargo sorting via canonical and autophagy-dependent pathways (Albacete-Albacete et al, 2020; Ariotti et al, 2021), it is tempting to suggest that Cav1-dependent mechanisms may be involved in redirecting PDGFR from lysosomal degradation toward exosomal secretion upon Gαq loss in fibroblasts. The altered Rab GTPase expression pattern identified in our proteomic analysis further suggests a reprogramming of vesicular trafficking, shifting receptor turnover away from degradation and toward secretion (Blanc and Vidal, 2018; Brunel et al, 2021). Collectively, these observations indicate that loss of Gαq disrupts caveolae-dependent trafficking and endolysosomal homeostasis, thereby promoting pro-tumoral exosome release and signaling remodeling. Nevertheless, additional studies will be required to further define the precise mechanistic relationship underlying the rerouting of PDGR toward exosomal secretion.

From a functional perspective, we find that the presence of Gαq-depleted fibroblasts markedly affects Cal27 oral cancer cells' features by paracrine regulatory mechanisms, involving secreted factors. Exosomes enriched in PDGFR and other tumor-promoting growth factors secreted by fibroblasts upon Gαq downregulation drive aberrant Cal27 cells tumor proliferation and enhanced invasion and aggressiveness, both in vitro and in vivo. Mechanistically, we find that these exosomes induce a marked downregulation of Cav1 expression in recipient tumor cells. Cav1 is a well-established negative regulator of the ERK/MAPK pathway, by sequestering ERK signaling components within caveolar microdomains, and its loss is commonly associated with sustained ERK activation and enhanced cell proliferation (Cerezo et al, 2009; Fiucci et al, 2002). Thus, in our model, reduced Cav1 expression would enable persistent ERK-driven proliferation of Cal27 cells and foster tumor proliferation. Moreover, decreased Cav1 expression has been linked to epithelial-mesenchymal transition (EMT) and fibrotic remodeling, both processes known to facilitate tumor invasion and metastasis (Li et al, 2013; Navratil et al, 2025; Strippoli et al, 2015). Although treatment of Cal27 cells with GαqKO-derived exosomes did not elicit a fully developed EMT phenotype, since E-cadherin levels were not drastically reduced, we observed an altered E-cadherin membrane distribution and increased vimentin expression, indicating a partial EMT-like reprogramming. Further studies will be required to dissect the molecular interplay among ceramide metabolism, Cav1, and the endocytic machinery, aiming to better understand how Gαq modulates intracellular trafficking and to identify potential strategies to restore normal fibroblast phenotypes and counteract the CAF-like state.

Finally, and from a translational perspective, cancer-associated fibroblasts (CAFs) isolated from HNSCC patients exhibited a slight but consistent reduction in Gαq expression compared with normal fibroblasts; however, this difference did not reach statistical significance. Nevertheless, this downward trend may be biologically relevant given the pronounced heterogeneity of tumor fibroblast populations. Patient-derived CAFs also exhibited phenotypic features reminiscent of Gαq-deficient MEFs, including increased PDGFR expression with intracellular accumulation and enhanced collagen I deposition. Ongoing patient-matched and population-resolved quantitative analyses are expected to refine these observations and clarify their clinical relevance. Supporting this, silencing Gαq in normal human fibroblasts similarly induced CAF-like features, confirming a causal relationship. Functionally, both Gαq-deficient fibroblasts and patient-derived CAFs with low Gαq expression enhanced ECM remodeling and secretion, promoting the proliferation and invasiveness of oral HNSCC cells in 2D and 3D in vitro co-culture assays and fostering desmoplastic tumor formation in vivo (Fig. 8B). Collectively, these findings suggest that Gαq plays a pivotal role in maintaining stromal homeostasis and that its loss contributes to the establishment of a tumor-promoting microenvironment in HNSCC.

Although the mechanisms underlying reduced Gαq levels in CAFs remain to be elucidated, several regulatory layers may contribute to this phenotype. The GNAQ gene promoter activity can be modulated transcriptionally by the early growth response factor EGR-1 and by a functional polymorphism reported to alter transcription factor binding (Frey et al, 2008; Jalagadugula et al, 2006; Klenke et al, 2010). Epigenetic modifications (Wang et al, 2023) or microRNAs predicted to target GNAQ mRNA (Yang et al, 2021) have also been reported to modulate GNAQ expression. Furthermore, Gαq protein abundance is controlled post-translationally through ubiquitination and proteasome-dependent degradation (Johansson et al, 2005), which could also contribute to the modulation of Gαq levels in the tumor microenvironment.

In sum, our data strongly suggest that altered Gαq expression in the tumor stroma acts as a novel and critical regulator of HNSCC progression through two interconnected mechanism: (1) promotion of a collagen I-rich matrix and ECM remodeling that facilitate tumor dissemination, and (2) secretion of exosomes highly enriched in tumor growth factor receptors as a consequence of an imbalanced degradative capacity, thereby driving aberrant tumor growth. We further identify a distinctive molecular signature associated with Gαq deficiency, characterized by markedly elevated stromal expression of Caveolin-1, PTRF, Collagen I, Fibronectin, and LAMP1, alongside with increased ceramide accumulation (Fig. 8C). This profile reflects a profound rewiring of ECM architecture, vesicular trafficking, and metabolic pathways, including autophagy, degradation, and exosome biogenesis, and underscores the potential of Gαq-regulated processes as diagnostic or prognostic biomarkers in HNSCC.

A deeper understanding of how CAFs integrate these ECM-modifying and metabolic functions in a Gαq-dependent manner may guide the development of stromal-targeted therapeutic strategies to halt HNSCC progression.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ (*M. musculus*)		Dr. Miguel R. Campanero García (CBM, Spain)
Wild-type MEFs (*M. musculus)*	(Vogt et al, 2003)	Dr. S. Offermanns (Max-Planck-Institute for Heart and Lung Research, Germany)
Gαq/11-Knock-Out MEFs (*M. musculus)*	(Vogt et al, 2003)	Dr. S. Offermanns (Max-Planck-Institute for Heart and Lung Research, Germany)
UMSCC47 (*H. sapiens*)	(Madera et al, 2015)	Dr J.S Gutkind (UCSD, USA), originally from laboratory of Dr. Thomas Carey (University of Michigan)
HN13 (*H. sapiens*)	(Sobral et al, 2014)	Dr J.S Gutkind (UCSD, USA)
Cal27 (*H. sapiens*)	(Sobral et al, 2014)	Dr J.S Gutkind (UCSD, USA)
Normal fibroblast, NFs (*H. sapiens*)	(Prieto-Fernandez et al, 2023)	Dr. Juana García Pedrero and Dr. Saúl Álvarez Teijeiro (University of Oviedo, Spain)
Cancer-associated fibroblasts, CAFs (*H. sapiens*)	(Prieto-Fernandez et al, 2023)	Dr. Juana García Pedrero and Dr. Saúl Álvarez Teijeiro (University of Oviedo, Spain)
**Recombinant DNA**		
pSD44-Gαq	Addgene	N/A
shRNA h/m Gαq	Clontech	N/A
pIRSIN-Luc-IRES-GFPfp	(Stamatakis et al, 2022)	Patricia Fuentes (CBM, Spain)
CSKR probe	(Girik et al, 2024)	Paula Nunes (UNIGE, Switzerland)
Rab5Q79L	Addgene	#28046
pHAGE-PDGFRa	Addgene	#116769
pHAGE-PDGFRb	Addgene	#116770
**Antibodies**		
Rabbit anti-fibronectin	Merck	F3648
Rabbit anti-collagen I	Novus Biologicals	NB 600-408
Mouse anti-α-SMA	Invitrogen	14976082
Mouse anti-Ki67	Thermo Fisher	MS-1068
Rabbit anti-Caveolin-1	Cell Signaling	D46G3
Rabbit anti-PDGFR	Abcam	32570
Rabbit anti-PTRF	Proteintech	18892-1-AP
Rabbit anti-E-Cadherin	Cell Signaling	3195
Rabbit anti-Gαq	Abcam	75825
Mouse anti-αtubulin	Sigma	T5168
Mouse anti-GAPDH	Santa Cruz	sc-47724
Rabbit anti-Flotillin-1	Abcam	133497
Mouse anti-Alix	Cell Signaling	2171S
Mouse anti-Tsg101	Abcam	ab83
Rabbit anti-pERK1/2	Cell Signaling	9101
Mouse anti-ERK1/2	Cell Signaling	9107S
Mouse anti-Vimentin	Santa Cruz	Sc6260
Rabbit anti-Cyclin D1	Cell Signaling	2922
Rabbit anti-Keratin5	BioLegend	905504
Mouse anti-Lamp3	DSHB	H5C6
Rat anti-Lamp1	DSHB	1D4B
Rabbit anti-Histone H3	Abcam	Ab1791
Rabbit anti-FSP1	Sigma-Aldrich	ABF32
Rabbit anti-Osteopontin	Proteintech	22952-1-AP
Mouse anti-LBPA	Echelon	6C4
Goat anti-Mouse HRP	NordicMubio	GAM/IgG(H + L)/PO
Goat anti-Rabbit HRP	NordicMubio	GAR/IgG(H + L)/PO
DAPI	Merck	268298
Alexa 488 Donkey anti-Mouse IgG	Thermo Fisher	A-21202
Alexa 488 Donkey anti-Rabbit IgG	Thermo Fisher	A-21206
Alexa 488 Donkey anti-Rat IgG	Thermo Fisher	A-21208
Alexa 555 Donkey anti-Mouse IgG	Thermo Fisher	A-31570
Alexa 555 Donkey anti-Rabbit IgG	Thermo Fisher	A-31572
Alexa 555 Goat anti-Rat IgG	Thermo Fisher	A-21434
Alexa 647 Donkey anti-Mouse IgG	Thermo Fisher	A-31571
Alexa 647 Donkey anti-Rabbit IgG	Thermo Fisher	A-31573
Phalloidin Alexa Fluor 555	Thermo Fisher	A-34055
Cell Tracker Red CMTPX	Thermo Fisher	C34552
Cholera Toxin Subunit B (Recombinant), Alexa Fluor™ 594 Conjugate	Invitrogen	C34777
**Oligonucleotides and other sequence-based reagents**		
**Chemicals, enzymes and other reagents**		
Isoflurane	Covetrus	029405
D-luciferin	Promega	E1601
10% neutral-buffered formalin	Sigma-Aldrich	HT501128
Horse-Serum	Life technologies	26050-088
Sub-X mounting medium	Leica	3801740
4% paraformaldehyde	Santa Cruz	sc-281692
Triton X-100	Merck-Sigma	X100
Fluoromount-G	Fisher Scientific	#00-4958-02
Bovine Serum Albumin (BSA)	Roche	3117332001
Lipofectamine LTX and PLUS reagent	Invitrogen	15338-100
OptiMEM	Gibco Life Technologies	31985062
DMEM	Gibco Life Technologies	11965092
RNeasy Mini Kit	Qiagen	79306
Tween 20	Sigma-Aldrich	8221840050
Matrigel	Corning	354230
Western Lightning ECL plus	Perkin Elmer	NEL103E001EA
Tween 20	Sigma-Aldrich	8221840050
Nitrocellulose Membrane, 0.45 μm	Bio-Rad	1620115
Corning® Collagen I, High Concentration, Rat Tail	Sigma	354249
Sub-X Clearing Medium	Leica	3803670E
TMT10plex™	Thermo Fisher	90406
RNase-Free DNase Set	Qiagen	79254
Recombinant mouse PDGF-BB	PeproTech	315-18-50
AG1295	Millipore	658550
Bafilomycin A1	Sigma-Aldrich	B1793
Chloroquine	Sigma-Aldrich	C6628
YM254890	FUJIFILM Wako Pure Chemical Corporation	257-00631
**Software**		
GraphPad Prism 8.0.1	https://www.graphpad.com/	
ImageJ 1.50e	https://imagej.net/software/fiji/	
Proteome Discoverer 2.1.0.81	https://www.thermofisher.com/es/es/home/industrial/mass-spectrometry/liquid-chromatography-mass-spectrometry-lc-ms/lc-ms-software/multi-omics-data-analysis/proteome-discoverer-software.html	
iSanXoT	https://cnic-proteomics.github.io/iSanXoT/	
Image Lab 6.1	https://www.bio-rad.com/es-es/product/image-lab-software?ID=KRE6P5E8Z	
RStudio 2025.09.2	https://posit.co/download/rstudio-desktop/	
**Other**		
BD FACSAria Fusion	BD Biosciences	
AH 627 rotor	Sorvall	
SW40 Ti and SW28.1 Swinging-Bucket Rotor rotors	Beckman coulter	
Ultra-Clear centrifuge Tubes	Beckman coulter	344058
Ultra-Clear centrifuge Tubes	Beckman coulter	344060
Nanosight NS300	Malvern Panalytical	
Ultracentrifuge Beckman XP-100	Beckman coulter	
Direct Detect Spectrometer	Millipore	
Orbitrap Fusion mass spectrometer	Thermo Fisher	
Illumina NovaSeq 6000	Illumina	

### Animal model

NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NOD-SCID IL2rγnull 4; NSG) immunodeficient mice were kindly provided by Dr. Miguel R. Campanero García from Centro de Biología Molecular Severo Ochoa (CBM). All mice were bred under specific pathogen-free conditions in accordance with CBM institutional guidelines. Experiments were performed in accordance with Spanish legislation for animal protection and were approved by the local governmental animal care committee (Proex 118.8-21). Orthotopic tongue injections of HNSCC were conducted on young mice ranging from 9 to 14 weeks old. To account for potential gender-associated variability, both males and females were included as part of our studies.

### Cell culture

Wild-type and Gαq/11-Knock-Out (referred to in the manuscript as GαqKO) mouse embryonic fibroblasts (MEFs) were kindly provided by Dr. S. Offermanns (Max-Planck-Institute for Heart and Lung Research, Germany). MEFs were cultured in Dulbecco´s modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin and 100 µg/ml streptomycin at 37 °C in a humidified 5% CO_2_-95% air incubator.

Human oral squamous carcinoma cell lines (UMSCC47, HN13, and Cal27 (RRID:CVCL_1107), kindly provided by Dr J.S Gutkind, UCSD, USA) were cultured in DMEM/F-12 medium with 10% FBS, 100 U/ml penicillin and 100 µg/ml streptomycin. Cell lines were authenticated by short tandem repeat (STR) and tested for mycoplasma contamination.

Normal fibroblasts (NFs) and cancer-associated fibroblasts (CAFs) were kindly provided by Dr. Juana García Pedrero and Dr. Saúl Alvarez Teijeiro (Department of Otolaryngology and Instituto Universitario de Oncología del Principado de Asturias, University of Oviedo, Spain). Primary cancer-associated fibroblasts (CAFs) were isolated from freshly minced tumor tissue of surgically resected HNSCC patients at the Hospital Universitario Central de Asturias (HUCA). Normal fibroblasts (NF) were obtained from the non-tumoral counterpart tissue of these patients. All fibroblasts were cultured in DMEM supplemented with 10% fetal bovine serum (FBS) (Gibco, Waltham, MA, USA), 100 U/mL penicillin, 200 mg/mL streptomycin, 2 mM L-glutamine, 20 mM HEPES (pH 7.3) and 100 mM MEM non-essential amino acids. All cell lines were tested periodically for mycoplasma contamination by PCR. All procedures were conducted in accordance with institutional review board guidelines and were approved by the Regional Ethics Committee of the Principality of Asturias (CEImPA; approval date: March 9, 2023; approval number: 2023.018, corresponding to project PI22/00167). Written informed consent was obtained from all patients. HNSCC tissue samples were provided by the Biobank of the Principality of Asturias (PT23/00077), which is part of the Instituto de Salud Carlos III (ISCIII) Platform of Biobanks and Biomodels.

### Generation of lentiviral vectors and reconstituted GαqKO MEFs cell lines

A pSD44-Gαq wild-type vector (Addgene) was used for lentiviral reconstitution of GαqKO fibroblasts, generating GαqKI MEFs cell line. For Gαq knockdown, a shRNA targeting human/mouse Gαq (sequence: CACCAAGCTGGTGTATCAGAA) was cloned into the short-hairpin lentiviral vector pLVX-shRNA2, which contains a ZsGreen 1 reporter (Clontech), and the vector was used to transfect HEK293T cells to produce viral particles. Fibroblasts were exposed to viral supernatants, and infection efficiency was monitored by Zsgreen 1 expression. GFP-positive cells were isolated by cell sorting using a FACSAria Fusion system in the Flow Cytometry Service of the Centro de Biología Molecular Severo Ochoa.

### Generation of luciferase-expressing oral cancer cell lines

Cal27 cells were transduced with lentiviral particles generated with the pIRSIN-Luc-IRES-GFPfp vector, a generous gift from Patricia Fuentes (Centro de Biología Molecular, Spain), in the presence of 8 μg/ml Polybrene. GFP (and Luciferase)-positive cells were isolated by cell sorting using a FACSAria Fusion system in the Flow cytometry service of the Centro de Biología Molecular Severo Ochoa.

### Orthotopic injection of cancer cells and fibroblasts

A total volume of 50 μl was injected into the tongue of 9–14-week-old NSG mice, containing either 1 × 10^6^ Cal27 cancer cells or 1 × 10^6^ Cal27 cancer cells + 1 × 10^6^ of the indicated MEFs variants to induce orthotopic tumors. Cal27 cell line stably expresses GFP and luciferase. In the experiments performed using NFs and CAFs, the injected volumes contained either 750,000 Cal27 cancer cells or 750,000 Cal27 cancer cells + 750,000 NFs or CAFs. Tumor growth, in each condition, was monitored by bioluminescence imaging (IVIS Spectrum) after isoflurane anesthesia (1.5%, Abbott, Madrid, Spain) and intraperitoneal injection (i.p) of D-luciferin (150 mg/kg; Promega), according to the manufacturer’s instructions. Tumors were processed for histology and immunohistochemistry.

### Histological analysis and immunohistochemistry

Tissue samples were fixed in 10% neutral-buffered formalin (NBF) overnight and paraffin-embedded. Sections (5 μm) were stained with H&E or processed for immunohistochemistry. Briefly, the first step was deparaffinization of tissue sections by 15-min incubation at 55 °C and later submersion (three times in Sub-X Clearing Medium and three times in 100% ethanol, followed by 95, 70, and 50% ethanol and distilled water washes). Antigen retrieval was carried out in citrate buffer pH 6 for 5 min in the microwave and then cooled down 15 min at room temperature. After washing with PBS twice (5 min, each wash), sections were then incubated with blocking solution (3% Horse-Serum-PBS) for 1 h. Primary antibody dilution was made in blocking solution, and the incubation was carried out in the humidity chamber overnight at 4 °C. Sections were stained with antibodies against FN, Collagen I, α-SMA, Ki67, Caveolin-1, PDGFR, PTRF, and E-Cadherin. The following day, sections were washed extensively twice with PBS and once with 0.1% Tween-PBS. Next, fluorophore-conjugated secondary antibodies were diluted in blocking solution and incubated for 2 h (1:200), and afterwards, sections were washed twice with PBS and once with 0.1% Tween-PBS. Finally, the tissue sections were mounted and analyzed by confocal microscopy.

### Immunofluorescence microscopy of cultured cells

Cells grown on glass coverslips were washed twice with PBS and fixed for 15 min at room temperature in 4% paraformaldehyde in PBS. Fixed cells were washed extensively with PBS and permeabilized for 5 min in PBS containing 0.1% Triton X-100 and 2% BSA to reduce non-specific binding. Next, cells were incubated for 1 h at room temperature in PBS containing 0.2% BSA with primary antibodies (typically diluted 1:200). After washing, Alexa fluor-647 or 546 phalloidin, fluorescently labeled cholera toxin B subunit (CTB, por GM1 detection) or fluorescent secondary antibodies were applied in PBS for 1 h, at room temperature. Coverslips were mounted with Fluoromount-G^TM^ aqueous mounting medium and examined with a Laser Scanning Confocal Microscope LSM800 coupled to an inverted Axio Observer Microscope (Zeiss) typically through 40X (ACS APO 40.0×1.15 OIL) or 63X (ACS APO 63.0×1.30 OIL) objectives.

### Fibronectin fiber quantification

The procedure for image processing and quantification of fibronectin (FN) length, fiber size, and extracellular thickness was done using a macro in Fiji (ImageJ 1.50e x64) as described in (Albacete-Albacete et al, 2020).

### Western blot, dot blot, and cell fractionation

Cell proteins were resolved by SDS-PAGE and transferred to nitrocellulose membranes. Membranes were blocked for 2 h in TBS containing 5% bovine serum albumin (BSA) and incubated overnight at 4 °C with primary antibodies (typically diluted 1:1000). After washing, membranes were incubated for 1 h at room temperature with horseradish peroxidase-conjugated goat anti-rabbit or goat anti-mouse secondary antibody. Detection was performed by Western Lightning ECL plus (Perkin Elmer). Band intensities were quantified with Image Lab software (Bio-Rad).

For dot blot assays, samples (5 µL) were directly applied onto a nitrocellulose membrane and allowed to air dry. Subsequent steps, including blocking, antibody incubations and detection, were performed as described for Western Blot analysis.

### Preparation of detergent-resistant membrane fractions

Detergent-resistant membranes (DRMs) derived from WT or GαqKO MEFs lysates were purified as described in Navarro-Lerida et al. JCS (2002) (Navarro-Lérida et al, 2002). Briefly, two p150 plates of each fibroblast cell line were scraped and resuspended in 2 ml (final volume) of MES buffered saline (MBS: 25 mM MES, pH 6.5, 0.15 M NaCl, 1 mM PMSF plus 1% Triton X-100) at 4 °C. Cells were homogenized by a minimum of ten strokes through a syringe (0.5 × 16 mm) on ice. The homogenate was brought up to 4 ml by adding 2 ml of 80% sucrose in MBS and placed at the bottom of a 13 ml Ultraclear tube (Beckman SW40). The discontinuous sucrose gradient (40–30–5%) was formed by sequentially loading 4 ml 30% sucrose and 4 ml 5% sucrose in MBS. Cell fractions were separated by centrifugation at 200,000×*g* for 18 h (SW40 rotor, Beckman) at 4 °C. A light, scattered band confined to the 5–30% sucrose interface was observed that contained most Caveolin-1 protein and excluded most other proteins. Twelve (1 ml) fractions were collected, starting from the bottom of the tube. An equal volume of cold acetone was added to each fraction to precipitate proteins overnight at 4 °C. Protein pellets were collected by centrifugation at 16,000×*g*, air dried for 2 h to eliminate acetone traces, and finally, they were analyzed by SDS-PAGE and Western blot.

### Spheroid formation assay

After trypsinization, Cal27 cells were resuspended in FBS-free DMEMF12 medium, counted, and adjusted to the desired concentration (usually 1 × 10^4^ cells/ml). A final 20 µL drop containing the cell suspension and 5X methyl cellulose in FBS-free medium was placed on the inner surface of a 150 mm culture dish lid. The lid was then placed on a plate containing 10 ml PBS to humidify the culture chamber. Under gravity, cells aggregated at the bottom of the hanging drop. After 24 h, the resulting cell aggregates were lifted with a pipette. For 3D spheroid invasion assays, the aggregates were embedded into a 25-μl 1:1 mix of Matrigel and medium or, alternatively, spheroids were deposited onto a monolayer generated by WT/GαqKO fibroblasts, or alternatively by NF shctrl/NF shGαq. After 4-6 days, spheroids were fixed with PFA 4% in PBS and processed for immunofluorescence and confocal microscopy to monitor cell migration/invasion in each condition.

### Collagen gel contraction assay

The assay was performed as previously described (Goetz et al, 2011). Briefly, 2 × 10^5^ MEF cells of the different genotypes were mixed with NaOH-titrated collagen I (Corning) to obtain a final collagen I concentration of 1 mg/ml. The mixture was immediately transferred to a 24-well plate, and lattices were allowed to solidify. Serum-containing medium was then added to each well, and the gels were manually detached by circular movements using a sterile pipette tip. Gels were placed at 37 °C, and contraction was documented.

### Isolation and characterization of exosomes released by fibroblasts

Exosomes were isolated from fibroblasts cultured in exosome-free culture medium. Conditioned medium was first collected and centrifuged at 300×*g* for 10 min at 4 °C to remove detached cells. The supernatant was collected and centrifuged at 2000×*g* for 20 min at 4 °C. Next, the supernatant was then centrifuged at 10,000×*g* for 30 min at 4 °C to completely remove contaminating apoptotic bodies, microvesicles, and cell debris. The resulting clarified supernatant was then ultracentrifuged at 110,000×*g* for 70 min at 4 °C to pellet the exosomes. The supernatant was carefully removed, and crude exosome-containing pellets were washed in ice-cold PBS. After a second round of ultracentrifugation under the same conditions, the resulting exosome pellets were resuspended in the desired volume of PBS. Protein precipitates were monitored by Western blot for the expression of the exosomal markers Alix or Tsg101. In all experiments, the exosomes used corresponded to the total exosome pellets resulting from the serial centrifugation steps; usually, 10^6^ exosome particles were added per cell. Exosome uptake was performed in exosome-free medium. Exosome concentrations and size distributions were determined by Nanoparticle Tracking Analysis (Nanosight).

### Electron microscopy

Exosomes were visualized by transmission electron microscopy (TEM) according to the method of Thery et al, (2006) (Théry et al, 2006). Briefly, exosome suspensions were fixed in 2% PFA and transferred to formvar/carbon–coated EM grids. After 20 min, grids were placed sample-side down on a 100-μl drop of PBS for 2 min on a sheet of parafilm. Grids were then transferred to 1% glutaraldehyde for 5 min and then washed with distilled water. Samples were contrasted in 2% uranyl acetate and examined by TEM.

For cellular ultrastructure analysis, WT and GαqKO MEFs were processed for EM following standard procedures. Briefly, cells were fixed in 0.1 M cacodylate buffer, pH 7.4, containing 2.5% glutaraldehyde (+1 mg/ml ruthenium red), and then post-fixed in 1% osmium tetroxide (+1 mg/ml ruthenium red), followed by treatment with 2% uranyl acetate. The samples were dehydrated, embedded in LX112 Epon resin, ultrathin-sectioned, stained and imaged by TEM.

### Second harmonic generation microscopy

SHG imaging of collagen architecture in orthotopic tumors generated by injection of oral cancer cells and fibroblasts in the mice tongue was done as described (Provenzano et al, 2006).

### Proteomic analysis

Lysates derived from WT or GαqKO MEFs, as well as exosomes derived from these cell lines, were digested using the filter-aided sample preparation (FASP) protocol (Wiśniewski et al, 2009). Briefly, samples were dissolved in 50 mM Tris-HCl, pH 8.5, 4% SDS, and 5 mM Tris(2-carboxyethyl) phosphine (TCEP), boiled for 10 min, and centrifuged. Protein concentration in the supernatant was measured with the Direct Detect® Spectrometer (Millipore). About 100 μg of protein were diluted in 8 M urea in 0.1 M Tris-HCl, pH 8.5 (UA buffer) containing 5 mM TCEP and loaded onto 30 kDa centrifugal filter devices (Millipore). After the reduction buffer was removed by washing with UA, proteins were alkylated by incubation in 20 mM iodoacetamide in UA for 20 min in the dark. Alkylation reagents were removed by washing three times with UA, followed by three additional washes with 50 mM ammonium bicarbonate. Proteins were digested overnight at 37 °C with modified trypsin (Promega) in 50 mM ammonium bicarbonate at a 40:1 protein:trypsin (w/w) ratio. The resulting peptides were eluted by centrifugation with 50 mM ammonium bicarbonate (twice) and 0.5 M sodium chloride. Trifluoroacetic acid (TFA) was added to a final concentration of 1%, and the peptides were finally desalted onto Oasis-HLB cartridges and dried-down for further analysis.

For the quantitative analysis, tryptic peptides were dissolved in 150 mM triethylammonium bicarbonate (TEAB) buffer, and the peptide concentration was determined by measuring amide bonds with the Direct Detect system. Equal amounts of each peptide sample were labeled using the 10plex TMT Multiplex reagents (Thermo Fisher). Briefly, each peptide solution was independently labeled at room temperature for 1 h with one TMT reagent vial previously reconstituted with acetonitrile (ACN). After incubation at room temperature for 1 h, the reaction was stopped with diluted TFA and peptides were combined. Samples were concentrated in a Speed Vac, desalted onto Oasis-HLB cartridges, and dried-down for mass spectrometry (LC-MS/MS) analysis.

Digested peptides were loaded into the LC-MS/MS system for online desalting onto C18 cartridges and analyzed by LC-MS/MS using a C18 reversed phase nano-column (75 µm I.D. × 50 cm, 2 µm particle size, Acclaim PepMap RSLC, 100 C18; Thermo Fisher Scientific) in a continuous acetonitrile gradient consisting of 0–30% B for 360 min and 50–90% B for 3 min (A = 0.1% formic acid; B = 100% acetonitrile, 0.1% formic acid). A flow rate of 200 nl/min was used to elute peptides from the RP nano-column to an emitter nanospray needle for real-time ionization and peptide fragmentation in an Orbitrap Fusion mass spectrometer (Thermo Fisher). During the chromatography run, we examined an enhanced FT-resolution spectrum (resolution = 70,000) followed by the HCD MS/MS spectra from the nth-most intense parent ions. Dynamic exclusion was set at 40 s. For increased proteome coverage, labeled samples were also fractioned by high-pH reverse phase chromatography using C18 microcartridges (Thermo Fisher). Fractions were analyzed using the same system and conditions described before.

Protein identification and quantification. All spectra were analysed with Proteome Discoverer (version 2.1.0.81, Thermo Fisher Scientific) using SEQUEST-HT (Thermo Fisher Scientific). The Uniprot database, containing all mouse sequences (March 03, 2013) concatenated with decoy sequences generated using DecoyPyrat (Wright and Choudhary, 2016), was searched with the following parameters: trypsin digestion with two maximum missed cleavage sites; precursor and fragment mass tolerances of 2 and 0.03 Da, respectively; methionine oxidation as a dynamic modification; and carbamidomethyl cysteine and N-terminal and Lys TMT6plex modifications as fixed modifications.

For quantitative analysis, the iSanXoT program (Rodríguez et al, 2024) quantifies the intensity of TMT reporter ions derived from the isobaric labeling of fragmentation spectra. First, the false discovery rate (FDR) was calculated using the corrected Xcorr score (cXcorr) (Choi and Nesvizhskii, 2008; Keller et al, 2002), with an additional filter for precursor mass tolerance of 12 ppm (Bonzon-Kulichenko et al, 2015). Identified peptides had an FDR of 1% or lower.

Next, peptide-to-protein assignment was performed using an in-house developed method, where each peptide is assigned to the most likely protein in the UniProtKB/Swiss-Prot database. Proteins are ranked according to the number of peptides with which they are identified. The algorithm assigns each peptide to the protein with the highest number of peptides. In cases of tied proteins, it prioritizes assignments based on the number of peptide-spectrum matches.

Subsequently, quantitative information from TMT reporter intensities was integrated from the spectrum level to the peptide level, and then to the protein level, to quantify the relative abundance of each protein. This was done according to the WSPP (weighted spectrum, peptide, and protein) statistical model (Navarro et al, 2014) and the generic integration algorithm (GIA) (García-Marqués et al, 2016). This model standardizes peptide and protein abundance quantification as log_2_-ratios, with values expressed in units of standard deviation for peptides (Zp) and proteins (Zq) according to their estimated variances.

Differences in protein abundance or functional behavior were estimated by comparing the groups’ Zq or Zc medians, respectively, as determined by the WSPP statistical model. Proteins or functional changes were considered statistically significant with a two-sided *t*-test comparison *p* value <0.05 of the *Z* values. Functional enrichment analysis was assessed by GSEA using the IPA™ (Qiagen) and DAVID resources; gene subsets related to ECM remodeling were further manually curated from the MSigDB hallmark gene set collection 75. Visualization of enriched functional annotation terms was performed using the open source REVIGO suite and or GOrilla software.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al, 2025) partner repository with the dataset identifier PXD061641.

### Plasmid transfection

Cells were transfected with the desired plasmids using Lipofectamine™ 2000 (Thermo Fisher Scientific) combined with LTPXplus according to the manufacturer’s protocol. Briefly, plasmid DNA and transfection reagents were mixed in Opti-MEM® reduced-serum medium and incubated for complex formation before being added to cultured cells. After 48 h, transfection efficiency was assessed by confocal microscopy or Western blot.

### RNA sequencing and analysis

Total RNA was isolated from GαqKO and WT MEFs (three biological replicates each genotype) using the miRNeasy Mini Kit (Qiagen), and genomic DNA was removed using the RNase-Free DNase Set (Qiagen) according to the manufacturer’s instructions. RNA sequencing was performed after poly-A selection and using Illumina NovaSeq 2 × 150 bp, reads were aligned to the GRCm39 mouse genome with “Rbowtie2”, counts extracted with the feature Counts function from “Rsubread” and gencode annotation release 32 (gencode.vM32.annotation.gft). Differential expression analysis was performed with DESeq2 in R. Significantly deregulated genes were considered if log2 ratio >1 (UP) or <−1 (DOWN), *p* value <0.05, and *p*_adjust_ < 0.05. 

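With these thresholds on the adjusted p and the log2 fold change, 1432 genes were higher and 1486 lower in the libraries labelled GαqKO, of the 14096 genes tested with limma. An adjusted p under 0.05 at any fold change was reached by 9279 genes. The counts moved most when at least 10 normalized counts were required in every library, to 831 higher and 765 lower among 12054 genes. By fitted log2 fold change, the largest falls among genes past the thresholds with a mean of at least 100 normalized counts were those of Sox11, Pcdh17, Peg10, Ddx3y and Zcchc3, all at the floor in each library labelled GαqKO. Sox11 had 2424 ± 90.2 normalized counts (SD, n = 3) in WT and was at least 808.1-fold lower in the libraries labelled GαqKO. The lower bounds of the other 4 falls were 1181-fold for Pcdh17, 796.0-fold for Peg10, 399.1-fold for Ddx3y and 334.7-fold for Zcchc3. Ddx3y lies on the Y chromosome, and the Y-linked genes Uty, Kdm5d and Eif2s3y were also listed at 0 in each library labelled GαqKO. Its fall therefore cannot be told apart from a difference in the Y chromosome between the lines. The largest rises were those of Dlk1, Id4, Kcnj2 and Parvb, at least 490.2-fold, 908.1-fold, 532.4-fold and 821.5-fold higher, and of Fbn2.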

Gene Ontology overrepresentation of terms was performed using the ToppFun utility within the ToppGene Suite (https://toppgene.cchmc.org/) using the UP genes. Raw data has been deposited on the GEO database under the accession number GSE312614.

Enrichment analysis was performed using gene set enrichment analysis (GSEA). Normalized counts were used to run comparisons between “GαqKO versus WT MEFs”, and using the gene sets of the MSigDB database from the GSEA webpage corresponding to Di Martino et al (2021a) and Obradovic et al (2022) reports (Data ref: Di Martino et al, 2021a; Di Martino et al, 2021b; Obradovic et al, 2022). Significant enrichment of individual gene sets was considered when both NOM *p* val <0.05 and FDR *q* val <0.25 threshold was found. The normalized enrichment score (NES) is the primary statistic for examining gene set enrichment results. NES can be used to compare analysis results across gene sets.

### Reagents and plasmids

The following primary antibodies were used: anti-PTRF (18892-1-AP) and anti-Osteopontin (22952-1-AP) were from Proteintech. TSG101 (AB83), PDGFR (ab32570), flotillin-1 (ab133497) and GNAQ (ab75825), and anti-Histone3 (Ab1791) were from Abcam. Anti-tubulin (T5168), anti-Fibronectin (F3648), and FSP1 (ABF32) were from Sigma. Anti-Smooth muscle actin (14976082) was from Invitrogen. Rabbit monoclonal Caveolin-1 (D46G3), Alix (3A9), anti-pERK1/2 (9101), anti-ERK1/2 (9107S), anti-Cyclin D1 (2922) and E-Cadherin (3195) were from Cell Signaling; Rat LAMP1 (1D4B) and mouse LAMP3 (H5C6) were from Hybridoma Bank. Anti-LBPA (6C4) was from Echelon (Z-LBPA). Anti-collagen I (NB 600-408) was from Novus Biologicals. Anti-keratin5 (905504) was from BioLegend. Anti-GAPDH (sc-47724) was from Santa Cruz. Cholera Toxin Subunit B-alexa Fluor 594 conjugated (C34777) was from Invitrogen. Alexa fluor 488, 546 and 647-conjugated phalloidin and fluorescent secondary antibodies were from Thermo Fisher. Matrigel (354230) and rat tail Collagen I (354249) were from Corning. Bafilomycin (1 nM) and Chloroquine (1 µM) were purchased from Sigma-Aldrich. AG1295 (PDGFR inhibitor, 10 µM Millipore) or the specific Gαq/11/14 inhibitor YM254890 (5 µM, Wako) were used as indicated in the figure legends. Recombinant mouse PDGF-BB protein was obtained from PeproTech (315-18-50). For the generation of enlarged endosomes/MVBs, cells were transfected with a plasmid expressing the constitutive active form of Rab5 (Rab5 (Q79L)).

For ceramide detection, we employed the plasmid encoding to eGFP-tagged C-KSR1 CA3 domain (KSR, aa 317–400) (ceramide-binding domain) described in (Girik et al, 2024). The plasmids encoding the PDGFRα and PDGFRβ isoforms (pHAGE-PDGFRa and pHAGE-PDGFRb) were obtained from Addgene, originally deposited by Dr. Gordon Mills and Kenneth Scott. We acknowledge them for providing this resource (Ng et al, 2018).

### Statistical analysis

Sample size was chosen based on previous experience, on the type of experiment and on the anticipated variation according to previous experience from studies using related methods (Cabezudo et al, 2021; Palacios-García et al, 2020). The number of animals used was estimated considering the minimum number to obtain statistical analysis to determine if there were differences between groups with a confidence level of 95% (*p* < 0.05). We used at least five to six animals per group condition, per experiment.

Sample organism participants were randomly allocated into experimental groups. In the process of analyzing experimental results, there was no blind assignment of researchers.

Error bars depict SEM or SD as indicated in figure legends. Statistical significance was determined with GraphPad Prism 8.0.1 Software (Graphpad, San Diego, CA). Normality was assessed using the Shapiro–Wilk test, and homogeneity of variances was evaluated with the *F* test. Statistical significance was determined using an unpaired Student’s *t*-test for pairwise comparisons or one-way ANOVA for multiple group comparisons. When significant differences in variances were detected, Welch’s correction was applied. For data that did not follow a normal distribution, the Mann–Whitney *U*-test and the Kruskal–Wallis test were used for pairwise and multiple comparisons, respectively; *p < 0.05, **p < 0.01, ***p < 0.001.

## Supplementary information

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Figure EV5 Source Data

Expanded View Figures

## Data Availability

The datasets produced in this study are available in the following databases: Proteomics data: The mass‑spectrometry proteomics datasets derived from lysates of WT and GαqKO MEFs, as well as their corresponding exosomes, have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository (Perez-Riverol et al, 2025), under the accession number PXD061641. : https://proteomecentral.proteomexchange.org/ui?pxid=PXD061641. RNA‑seq data: RNA‑sequencing datasets generated from lysates of wild‑type (WT) and GαqKO MEFs are available in the Gene Expression Omnibus (GEO) under accession GSE312614, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE312614. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-026-00751-2.

# Supplementary material for: Loss of Gαq reshapes fibroblast traits and drives tumor-stroma remodeling in oral cancer progression
**Source:** EMBO Rep. 2026 Apr 10;27(10):2639–74. doi: 10.1038/s44319-026-00751-2
**Supplement:** Supplementary file 7 — Source data Fig. 3

## Slide 1
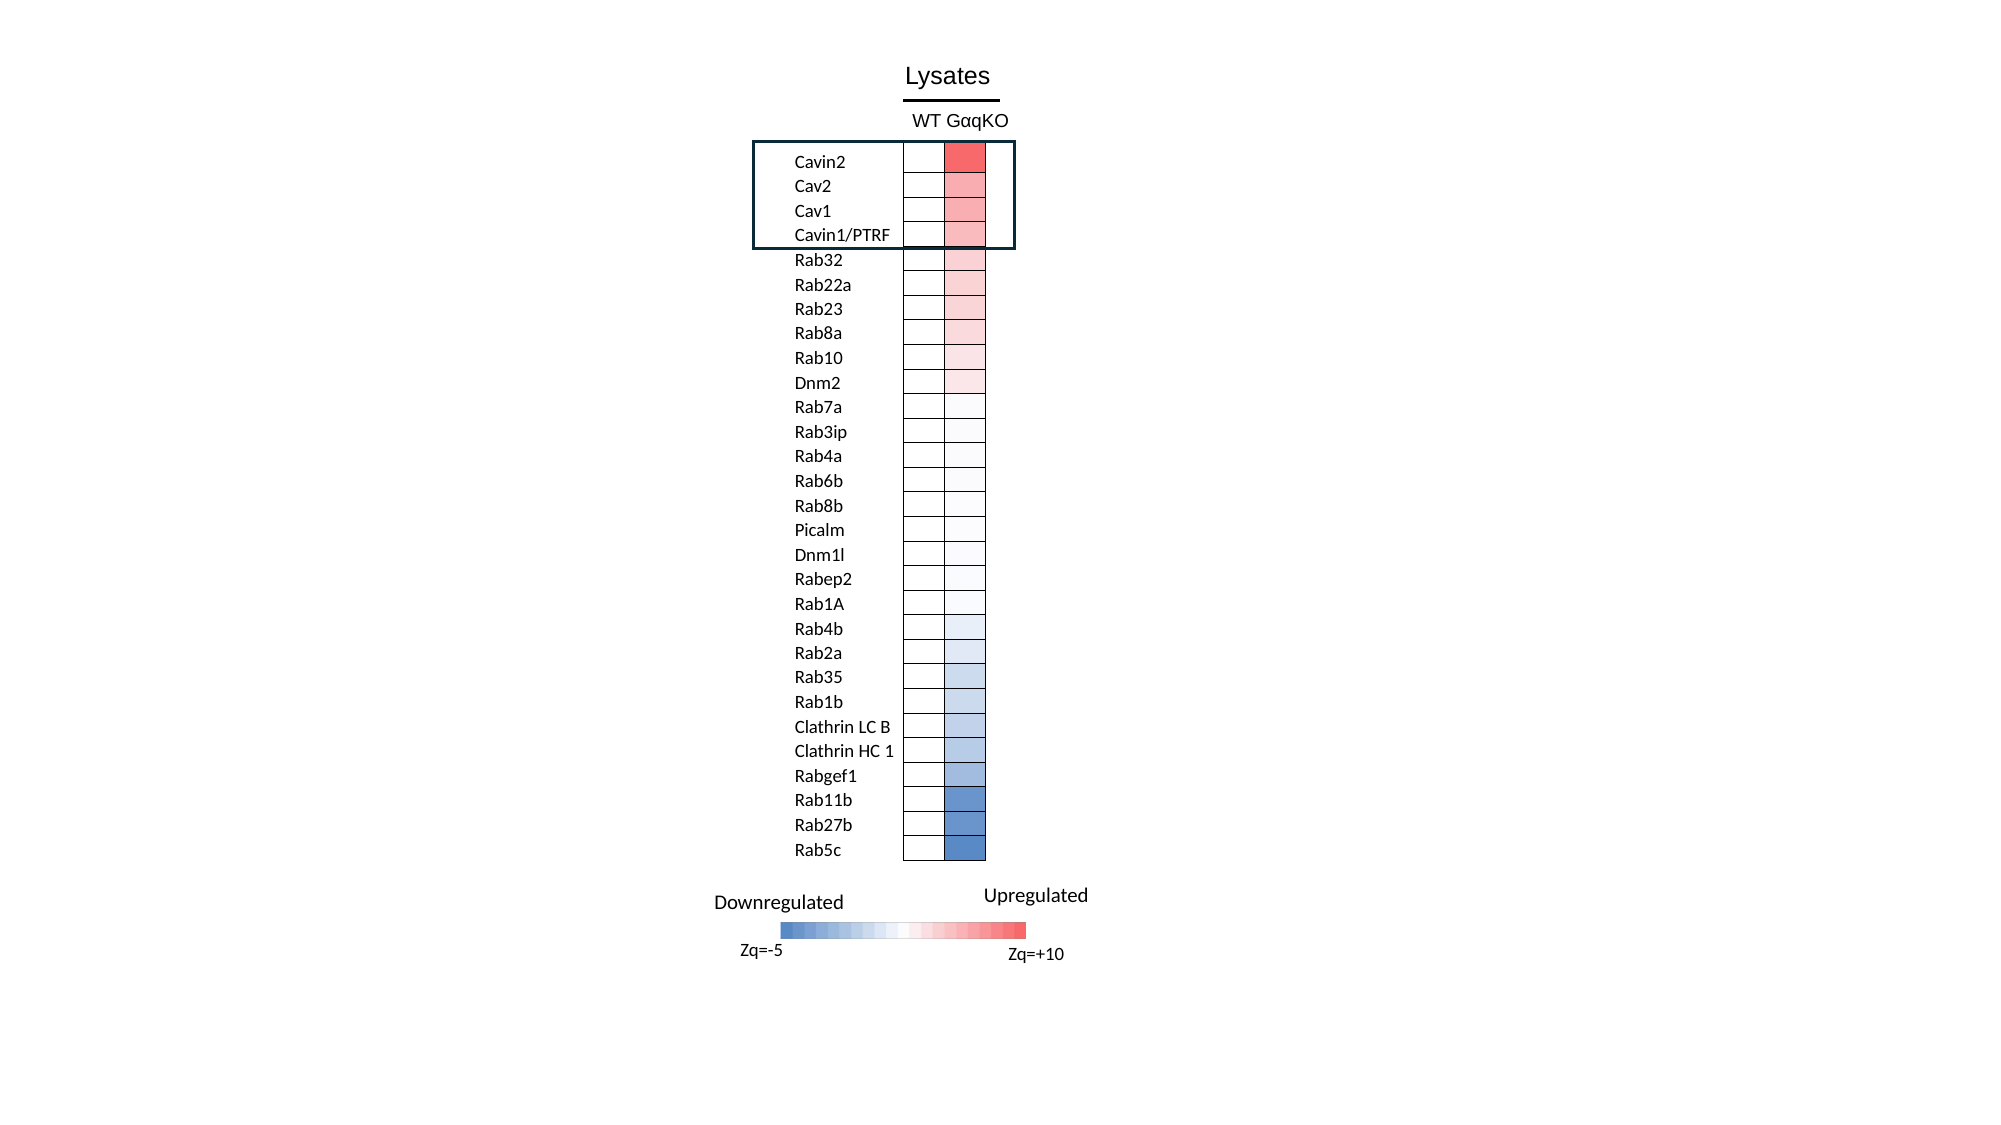

Lysates
WT GαqKO
Upregulated
Downregulated
Zq=-5
Zq=+10

# Supplementary material for: Loss of Gαq reshapes fibroblast traits and drives tumor-stroma remodeling in oral cancer progression
**Source:** EMBO Rep. 2026 Apr 10;27(10):2639–74. doi: 10.1038/s44319-026-00751-2
**Supplement:** Supplementary file 9 — Source data Fig. 5

## Slide 1
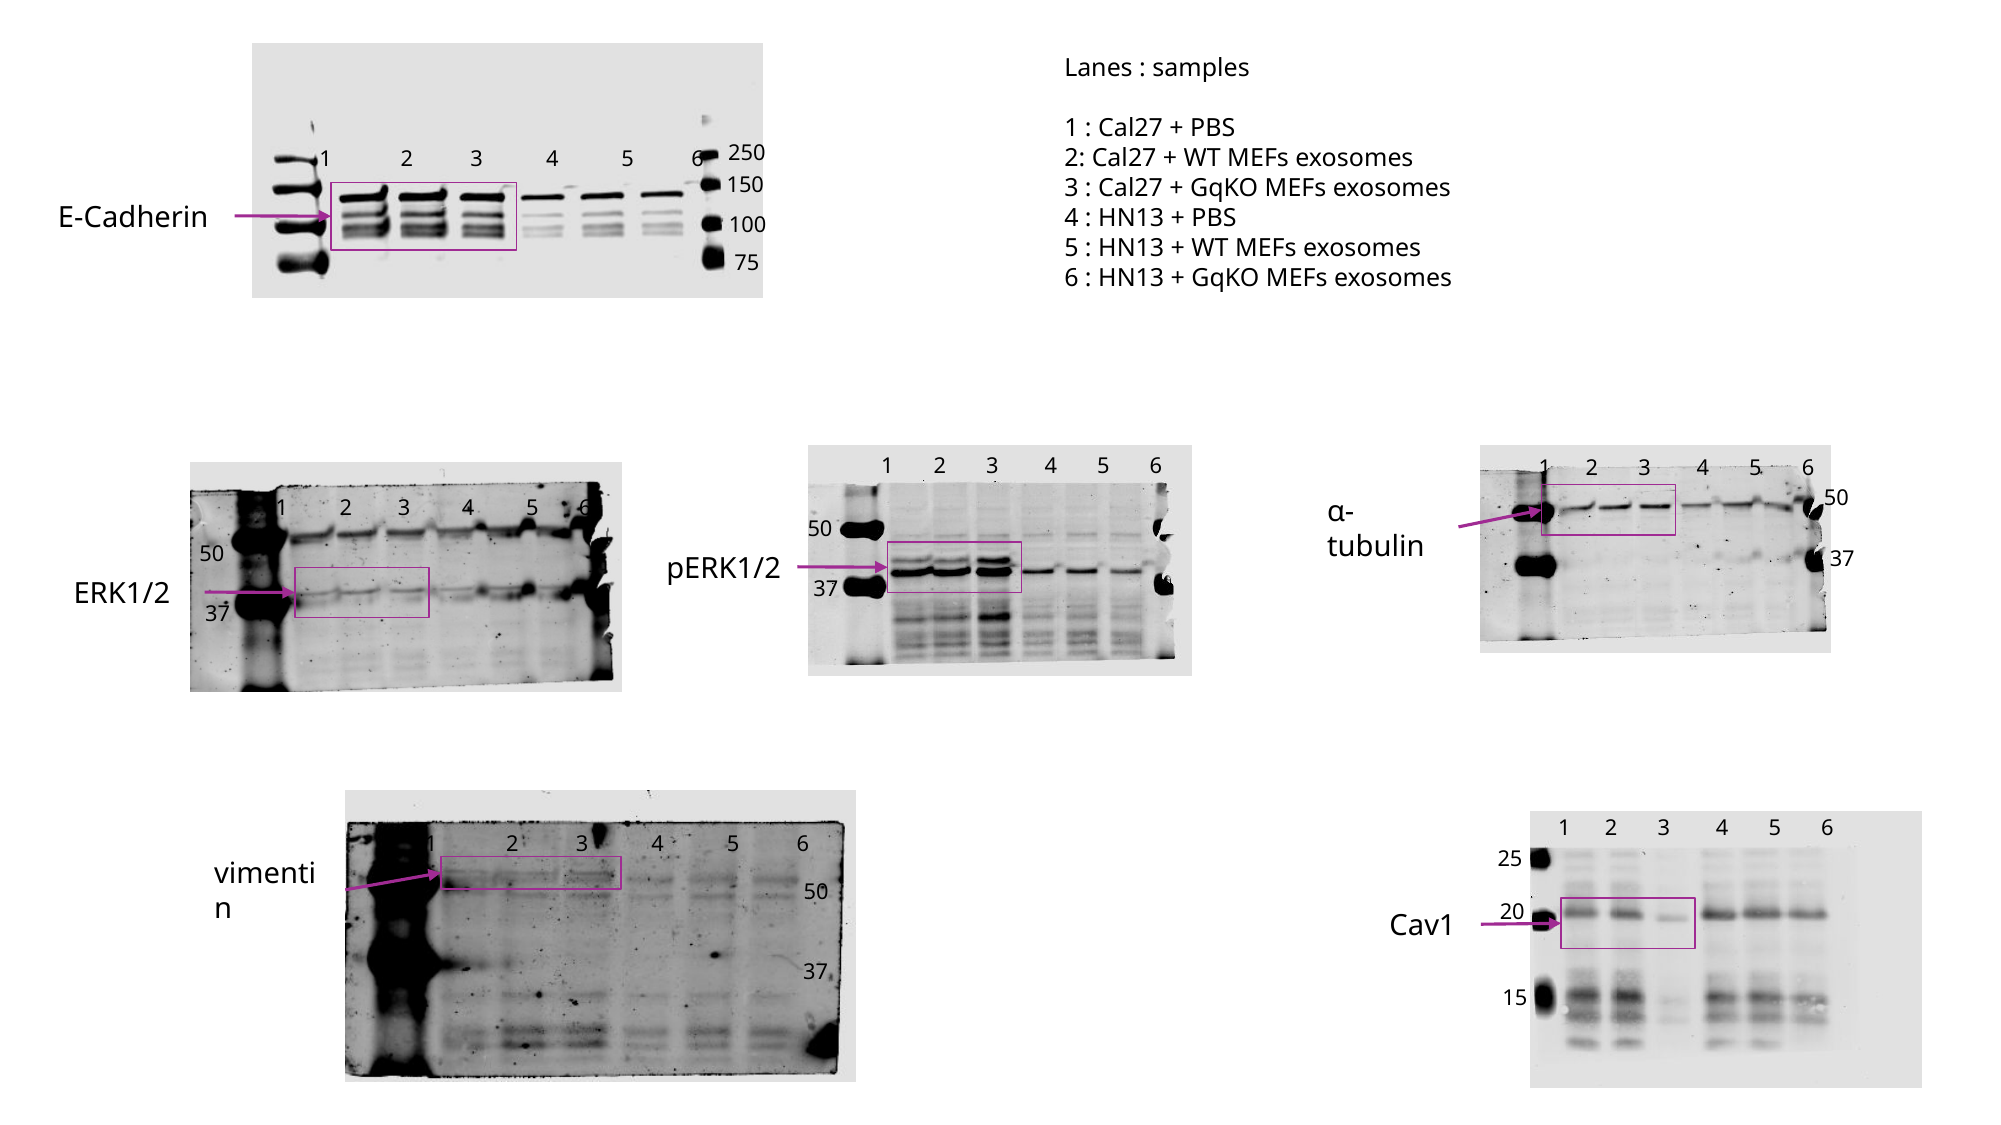

Lanes : samples
1 : Cal27 + PBS
2: Cal27 + WT MEFs exosomes
3 : Cal27 + GqKO MEFs exosomes
4 : HN13 + PBS
5 : HN13 + WT MEFs exosomes
6 : HN13 + GqKO MEFs exosomes
1 2 3 4 5 6
250
150
E-Cadherin
100
75
1 2 3 4 5 6
 1 2 3 4 5 6
1 2 3 4 5 6
50
α-tubulin
50
50
37
pERK1/2
ERK1/2
37
37
 1 2 3 4 5 6
1 2 3 4 5 6
25
vimentin
50
20
Cav1
37
15

# Supplementary material for: Loss of Gαq reshapes fibroblast traits and drives tumor-stroma remodeling in oral cancer progression
**Source:** EMBO Rep. 2026 Apr 10;27(10):2639–74. doi: 10.1038/s44319-026-00751-2
**Supplement:** Supplementary file 11 — Source data Fig. 7

## Slide 1
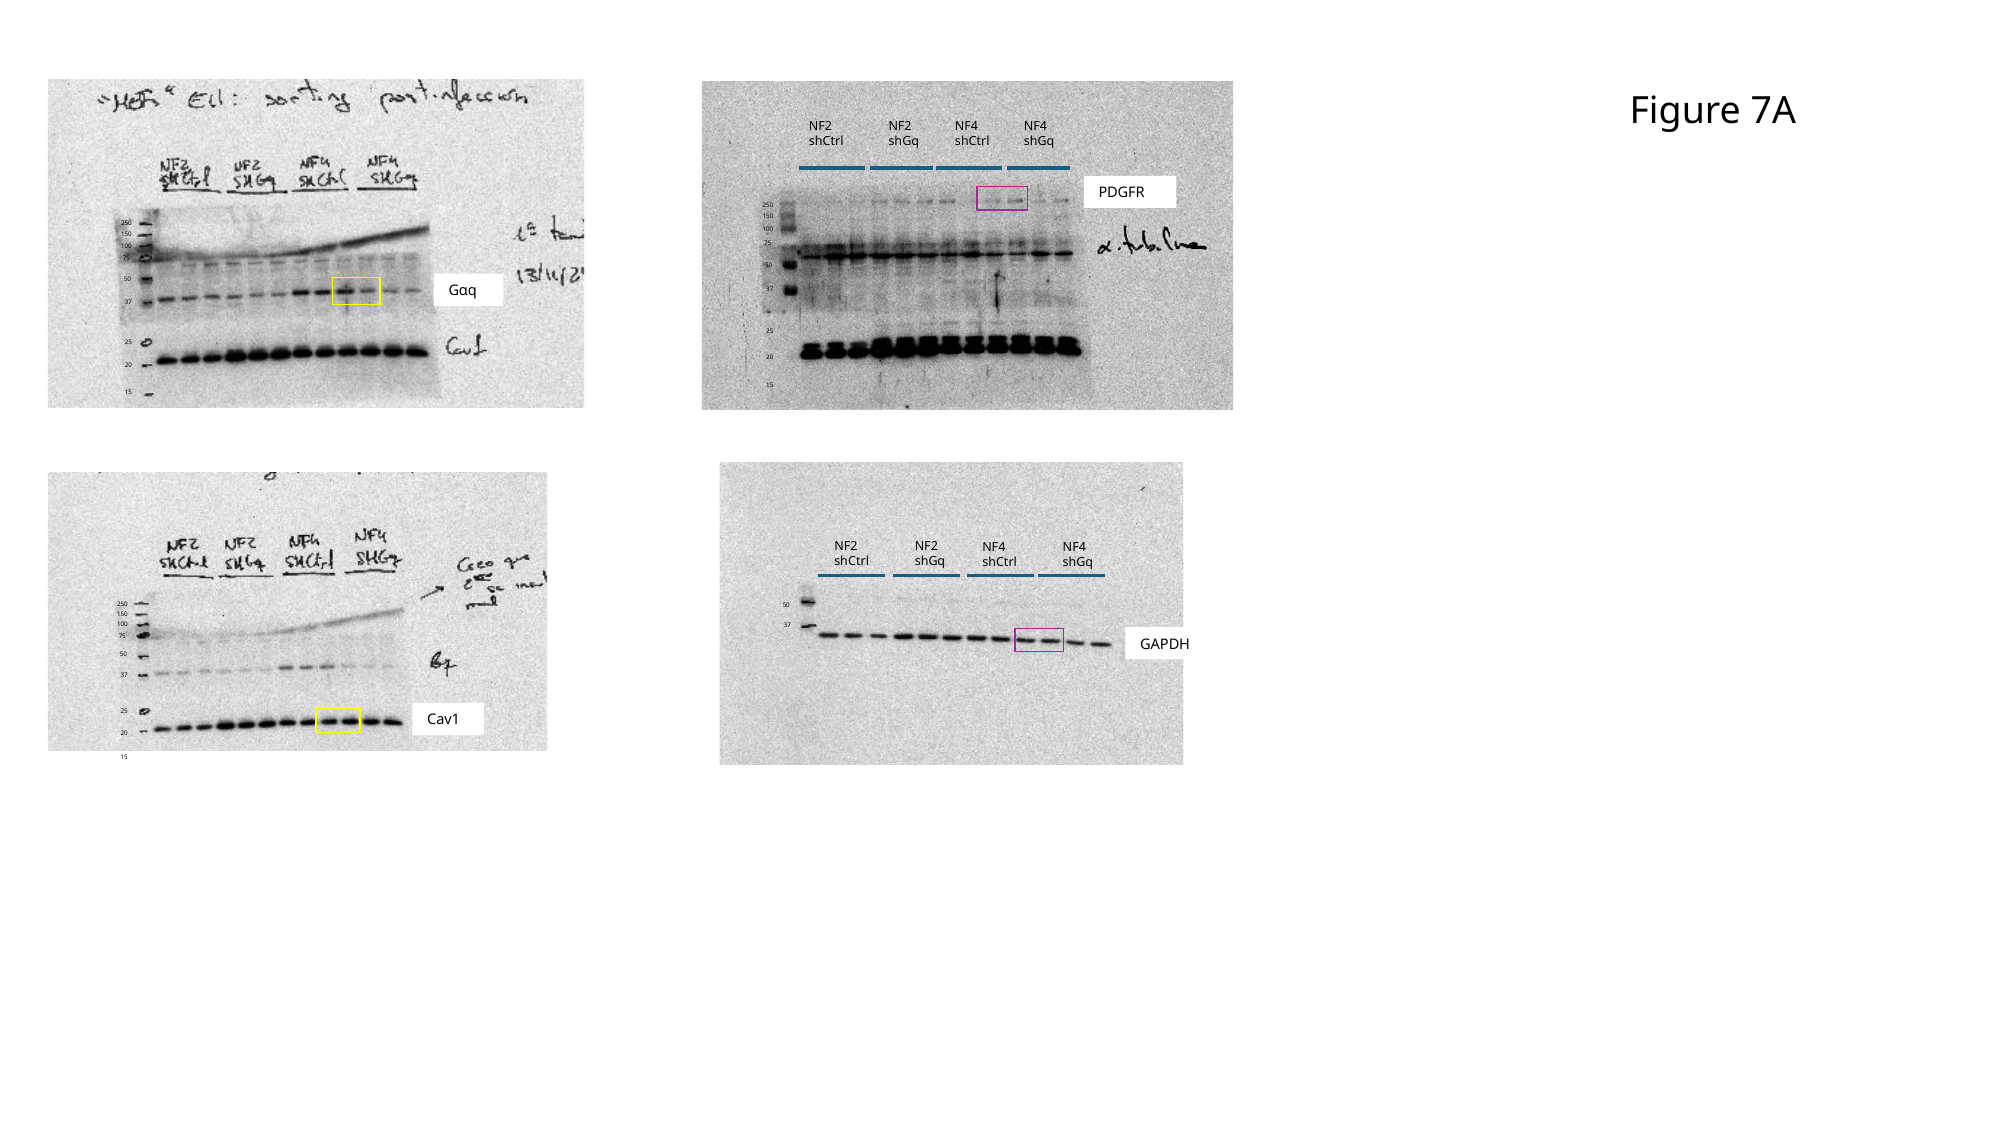

250
150
100
75
50
Gαq
37
25
20
15
Figure 7A
NF4
shGq
NF2
shCtrl
NF2
shGq
NF4
shCtrl
PDGFR
250
150
100
75
50
37
25
20
15
NF2
shCtrl
NF2
shGq
NF4
shCtrl
NF4
shGq
50
37
GAPDH
250
150
100
75
50
37
25
Cav1
20
15

# Supplementary material for: Loss of Gαq reshapes fibroblast traits and drives tumor-stroma remodeling in oral cancer progression
**Source:** EMBO Rep. 2026 Apr 10;27(10):2639–74. doi: 10.1038/s44319-026-00751-2
**Supplement:** Supplementary file 11 — Source data Fig. 7

## Slide 1
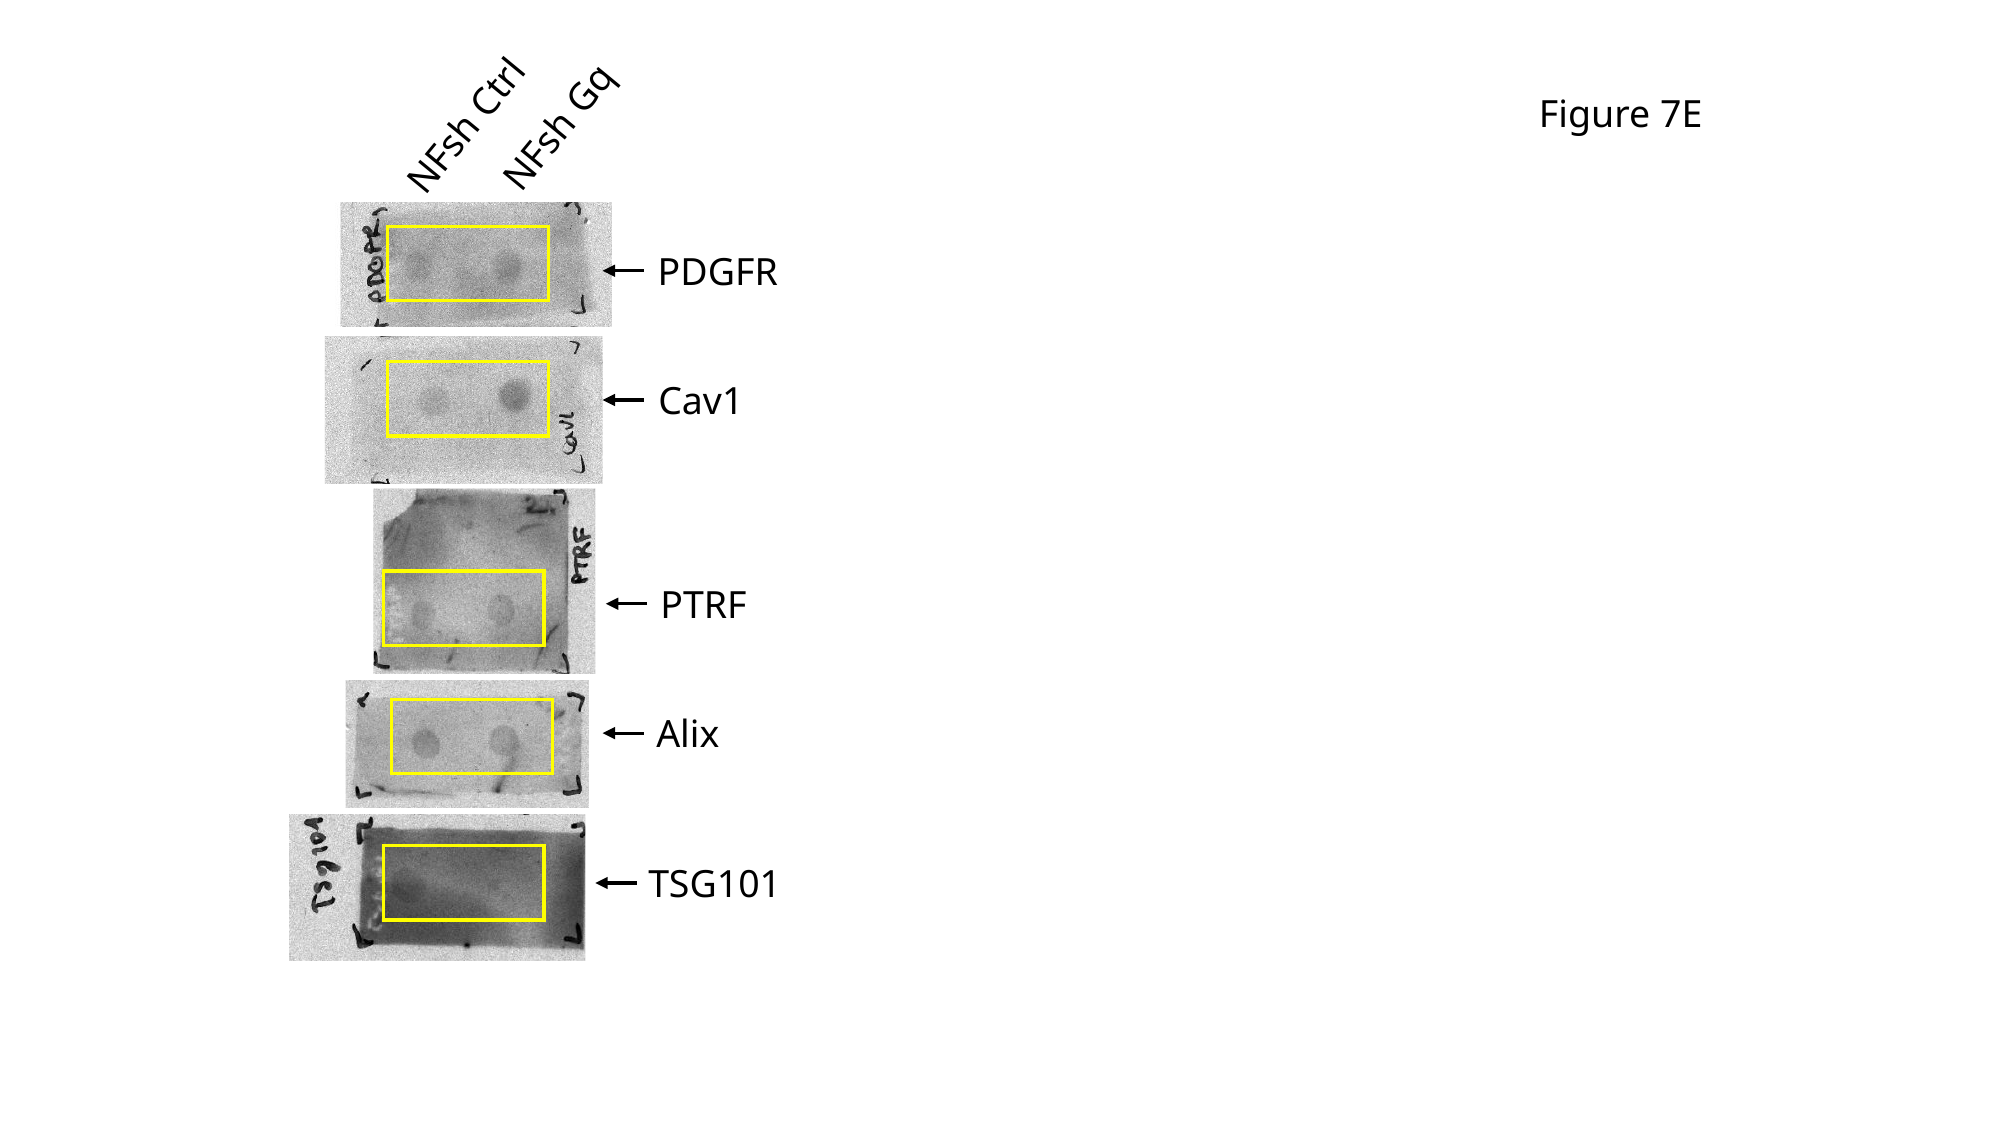

Figure 7E
NFsh Ctrl
NFsh Gq
PDGFR
Cav1
PTRF
Alix
TSG101

## Slide 2
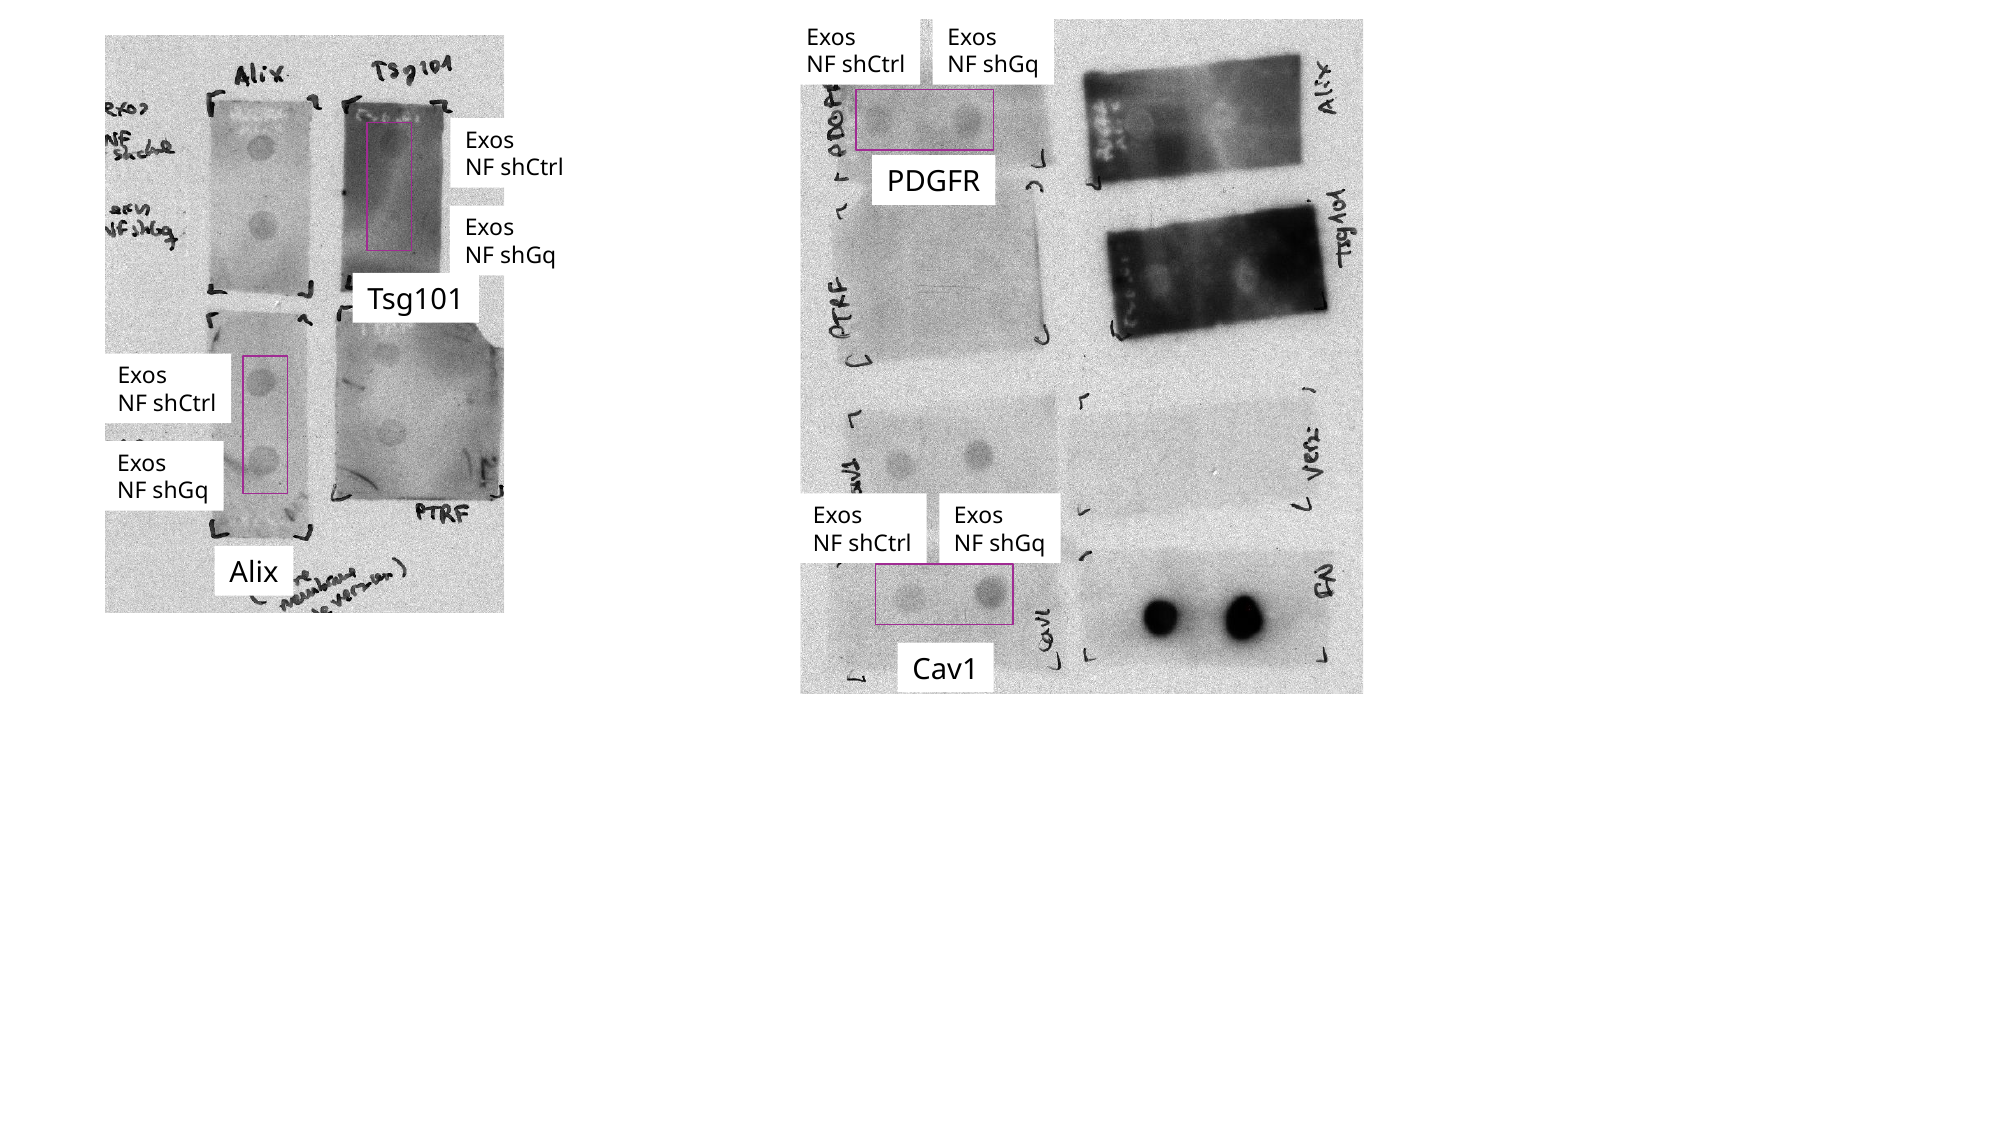

Exos
NF shCtrl
Exos
NF shGq
Exos
NF shCtrl
PDGFR
Exos
NF shGq
Tsg101
Exos
NF shCtrl
Exos
NF shGq
Exos
NF shCtrl
Exos
NF shGq
Alix
Cav1

# Supplementary material for: Loss of Gαq reshapes fibroblast traits and drives tumor-stroma remodeling in oral cancer progression
**Source:** EMBO Rep. 2026 Apr 10;27(10):2639–74. doi: 10.1038/s44319-026-00751-2
**Supplement:** Supplementary file 13 — Figure EV2 Source Data

## Slide 1
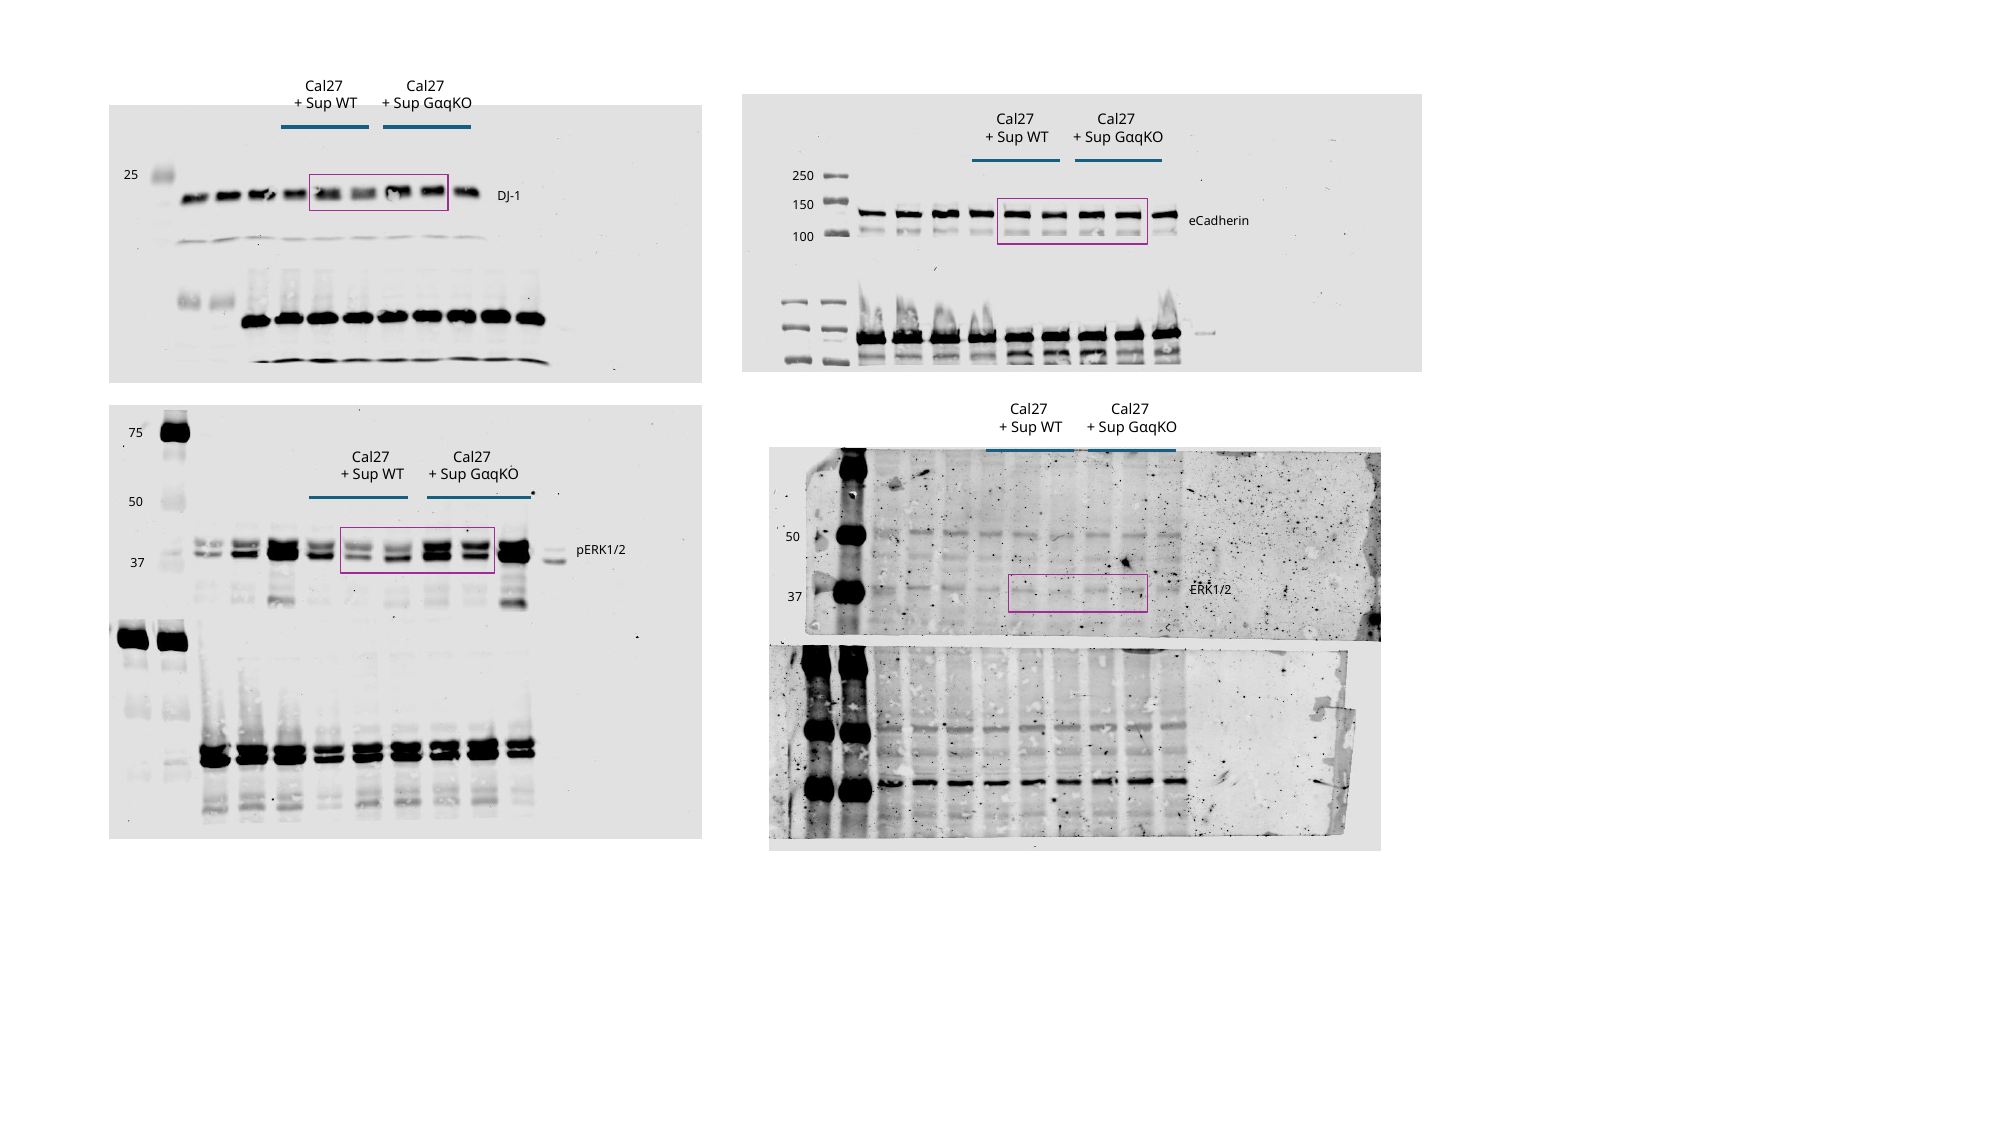

Cal27
+ Sup WT
Cal27
+ Sup GαqKO
Cal27
+ Sup WT
Cal27
+ Sup GαqKO
25
250
DJ-1
150
eCadherin
100
Cal27
+ Sup WT
Cal27
+ Sup GαqKO
75
Cal27
+ Sup WT
Cal27
+ Sup GαqKO
50
50
pERK1/2
37
ERK1/2
37

# Supplementary material for: Loss of Gαq reshapes fibroblast traits and drives tumor-stroma remodeling in oral cancer progression
**Source:** EMBO Rep. 2026 Apr 10;27(10):2639–74. doi: 10.1038/s44319-026-00751-2
**Supplement:** Supplementary file 16 — Figure EV5 Source Data

Details for gene set DI\_MARTINO\_MATRISOME\_HIGHLY\_PROLIFERATIVE\_HNSCC[GSEA]

|  || Dataset | MEFs\_Gq\_norm\_counts\_Gq\_norm\_counts\_collapsed\_to\_symbols.categorical.cls #ko\_versus\_wt.categorical.cls #ko\_versus\_wt\_repos |
| Phenotype | categorical.cls#ko\_versus\_wt\_repos |
| Upregulated in class | 1 |
| GeneSet | DI\_MARTINO\_MATRISOME\_HIGHLY\_PROLIFERATIVE\_HNSCC |
| Enrichment Score (ES) | 0.5520091 |
| Normalized Enrichment Score (NES) | 1.5917275 |
| Nominal p-value | 0.021028038 |
| FDR q-value | 0.078240864 |
| FWER p-Value | 0.113 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: DI\_MARTINO\_MATRISOME\_HIGHLY\_PROLIFERATIVE\_HNSCC      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

| SYMBOL | TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT || 1 | FBN2 | fibrillin 2 [Source:HGNC Symbol;Acc:HGNC:3604] | 11 | 4.940 | 0.1167 | Yes |
| 2 | TGFBI | transforming growth factor beta induced [Source:HGNC Symbol;Acc:HGNC:11771] | 58 | 4.701 | 0.2255 | Yes |
| 3 | MFAP5 | microfibril associated protein 5 [Source:HGNC Symbol;Acc:HGNC:29673] | 256 | 3.695 | 0.3011 | Yes |
| 4 | EMILIN2 | elastin microfibril interfacer 2 [Source:HGNC Symbol;Acc:HGNC:19881] | 279 | 3.625 | 0.3859 | Yes |
| 5 | POSTN | periostin [Source:HGNC Symbol;Acc:HGNC:16953] | 290 | 3.569 | 0.4701 | Yes |
| 6 | IGFBP7 | insulin like growth factor binding protein 7 [Source:HGNC Symbol;Acc:HGNC:5476] | 564 | 2.448 | 0.5114 | Yes |
| 7 | COL8A1 | collagen type VIII alpha 1 chain [Source:HGNC Symbol;Acc:HGNC:2215] | 854 | 1.881 | 0.5382 | Yes |
| 8 | S100A6 | S100 calcium binding protein A6 [Source:HGNC Symbol;Acc:HGNC:10496] | 1510 | 1.266 | 0.5278 | Yes |
| 9 | LGALS1 | galectin 1 [Source:HGNC Symbol;Acc:HGNC:6561] | 1585 | 1.211 | 0.5520 | Yes |
| 10 | VTN | vitronectin [Source:HGNC Symbol;Acc:HGNC:12724] | 2378 | 0.873 | 0.5238 | No |
| 11 | EMILIN1 | elastin microfibril interfacer 1 [Source:HGNC Symbol;Acc:HGNC:19880] | 3045 | 0.715 | 0.4996 | No |
| 12 | ANXA2 | annexin A2 [Source:HGNC Symbol;Acc:HGNC:537] | 3843 | 0.532 | 0.4630 | No |
| 13 | PLG | plasminogen [Source:HGNC Symbol;Acc:HGNC:9071] | 4830 | 0.422 | 0.4120 | No |
| 14 | ECM1 | extracellular matrix protein 1 [Source:HGNC Symbol;Acc:HGNC:3153] | 6078 | 0.237 | 0.3406 | No |
| 15 | COL7A1 | collagen type VII alpha 1 chain [Source:HGNC Symbol;Acc:HGNC:2214] | 8295 | -0.011 | 0.2039 | No |
| 16 | TNC | tenascin C [Source:HGNC Symbol;Acc:HGNC:5318] | 9036 | -0.116 | 0.1609 | No |
| 17 | CBLN2 | cerebellin 2 precursor [Source:HGNC Symbol;Acc:HGNC:1544] | 11086 | -0.426 | 0.0444 | No |
| 18 | ITIH1 | inter-alpha-trypsin inhibitor heavy chain 1 [Source:HGNC Symbol;Acc:HGNC:6166] | 11337 | -0.434 | 0.0392 | No |
| 19 | TGFB1 | transforming growth factor beta 1 [Source:HGNC Symbol;Acc:HGNC:11766] | 11456 | -0.452 | 0.0427 | No |
| 20 | COL4A2 | collagen type IV alpha 2 chain [Source:HGNC Symbol;Acc:HGNC:2203] | 12022 | -0.534 | 0.0204 | No |
| 21 | COL12A1 | collagen type XII alpha 1 chain [Source:HGNC Symbol;Acc:HGNC:2188] | 12383 | -0.603 | 0.0125 | No |
| 22 | ITIH2 | inter-alpha-trypsin inhibitor heavy chain 2 [Source:HGNC Symbol;Acc:HGNC:6167] | 13353 | -0.843 | -0.0274 | No |
| 23 | FN1 | fibronectin 1 [Source:HGNC Symbol;Acc:HGNC:3778] | 14363 | -1.243 | -0.0602 | No |
| 24 | LTBP1 | latent transforming growth factor beta binding protein 1 [Source:HGNC Symbol;Acc:HGNC:6714] | 14445 | -1.302 | -0.0343 | No |
| 25 | COL16A1 | collagen type XVI alpha 1 chain [Source:HGNC Symbol;Acc:HGNC:2193] | 14531 | -1.357 | -0.0073 | No |
| 26 | COL6A2 | collagen type VI alpha 2 chain [Source:HGNC Symbol;Acc:HGNC:2212] | 14601 | -1.410 | 0.0219 | No |
| 27 | FBLN2 | fibulin 2 [Source:HGNC Symbol;Acc:HGNC:3601] | 15678 | -3.245 | 0.0325 | No |
Table: GSEA details [plain text format]

  

Fig 2: DI\_MARTINO\_MATRISOME\_HIGHLY\_PROLIFERATIVE\_HNSCC      
 Blue-Pink O' Gram in the Space of the Analyzed GeneSet

  

Fig 3: DI\_MARTINO\_MATRISOME\_HIGHLY\_PROLIFERATIVE\_HNSCC: Random ES distribution      
 Gene set null distribution of ES for **DI\_MARTINO\_MATRISOME\_HIGHLY\_PROLIFERATIVE\_HNSCC**

# Supplementary material for: Loss of Gαq reshapes fibroblast traits and drives tumor-stroma remodeling in oral cancer progression
**Source:** EMBO Rep. 2026 Apr 10;27(10):2639–74. doi: 10.1038/s44319-026-00751-2
**Supplement:** Supplementary file 16 — Figure EV5 Source Data

Details for gene set OBRADOVIC\_2022\_SUPTAB2\_DIFF\_1[GSEA]

|  || Dataset | MEFs\_Gq\_norm\_counts\_Gq\_norm\_counts\_collapsed\_to\_symbols.categorical.cls #ko\_versus\_wt.categorical.cls #ko\_versus\_wt\_repos |
| Phenotype | categorical.cls#ko\_versus\_wt\_repos |
| Upregulated in class | 1 |
| GeneSet | OBRADOVIC\_2022\_SUPTAB2\_DIFF\_1 |
| Enrichment Score (ES) | 0.42711988 |
| Normalized Enrichment Score (NES) | 1.5637456 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.023079274 |
| FWER p-Value | 0.046 |
Table: GSEA Results Summary

  

Fig 1: Enrichment plot: OBRADOVIC\_2022\_SUPTAB2\_DIFF\_1      
 Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

  

Table: GSEA details [plain text format]

  

Fig 2: OBRADOVIC\_2022\_SUPTAB2\_DIFF\_1      
 Blue-Pink O' Gram in the Space of the Analyzed GeneSet

  

Fig 3: OBRADOVIC\_2022\_SUPTAB2\_DIFF\_1: Random ES distribution      
 Gene set null distribution of ES for **OBRADOVIC\_2022\_SUPTAB2\_DIFF\_1**

# Supplementary material for: Loss of Gαq reshapes fibroblast traits and drives tumor-stroma remodeling in oral cancer progression
**Source:** EMBO Rep. 2026 Apr 10;27(10):2639–74. doi: 10.1038/s44319-026-00751-2
**Supplement:** Supplementary file 17 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Lack or inhibition of Gαq activity modifies fibroblast-specific features.**

(A) Phase-contrast microscope images of WT and GαqKO MEFs 24 h after seeding (Scale bar, 25 μm). (B) Confocal analysis of F-actin and Gαq subcellular distribution in WT and GαqKO MEFs (Scale bar 25 μm). (C) Western blot analysis of Cav1 and PDGFR expression in fibroblasts after 96 h in culture. (D) Knock-down efficiency of Gαq in WT MEFs upon lentiviral infection of short-hairpin RNA constructs was assessed by Western blot analysis and PDGFR distribution upon Gαq depletion by confocal microscopy. Z-stack projections of confocal microscopy images showing increased collagen I matrix deposition in Gαq-depleted MEFs (Scale bar, 50 μm). Zoomed images are also shown. (E) Western blot analysis of PDGFR expression levels in WT MEFs treated for 24 h with the Gαq inhibitor YM254890 (5 μM). (F, G) Fibronectin matrix deposition (in gray) and lysosomal distribution (in red) (Scale bar 50 μm) (F) or Cav1 staining (G) in WT MEFs treated with the Gαq inhibitor YM254890 (5 μM). A LAMP1 antibody was used as a lysosome marker (Scale bar 25 μm). (H) Microscopy images of HN13 and UMSCC47 cells co-cultured with WT or GαqKO fibroblasts. Cells were stained for the epithelial-mesenchymal transition marker E-cadherin (in gray), and nuclei were stained with Hoechst. Zoomed images show E-cadherin redistribution from cell-cell contact sites to intracellular compartments in the presence of GαqKO fibroblasts (arrows) (Scale bar, 25 μm). (I) Representative phase-contrast images (Scale bar,) of spheroids formed in Matrigel after 72 h of co-culture of Cal27 tumor cells and either WT or GαqKO MEFs (Scale bar, 150 μm). Source data are available online for this figure.

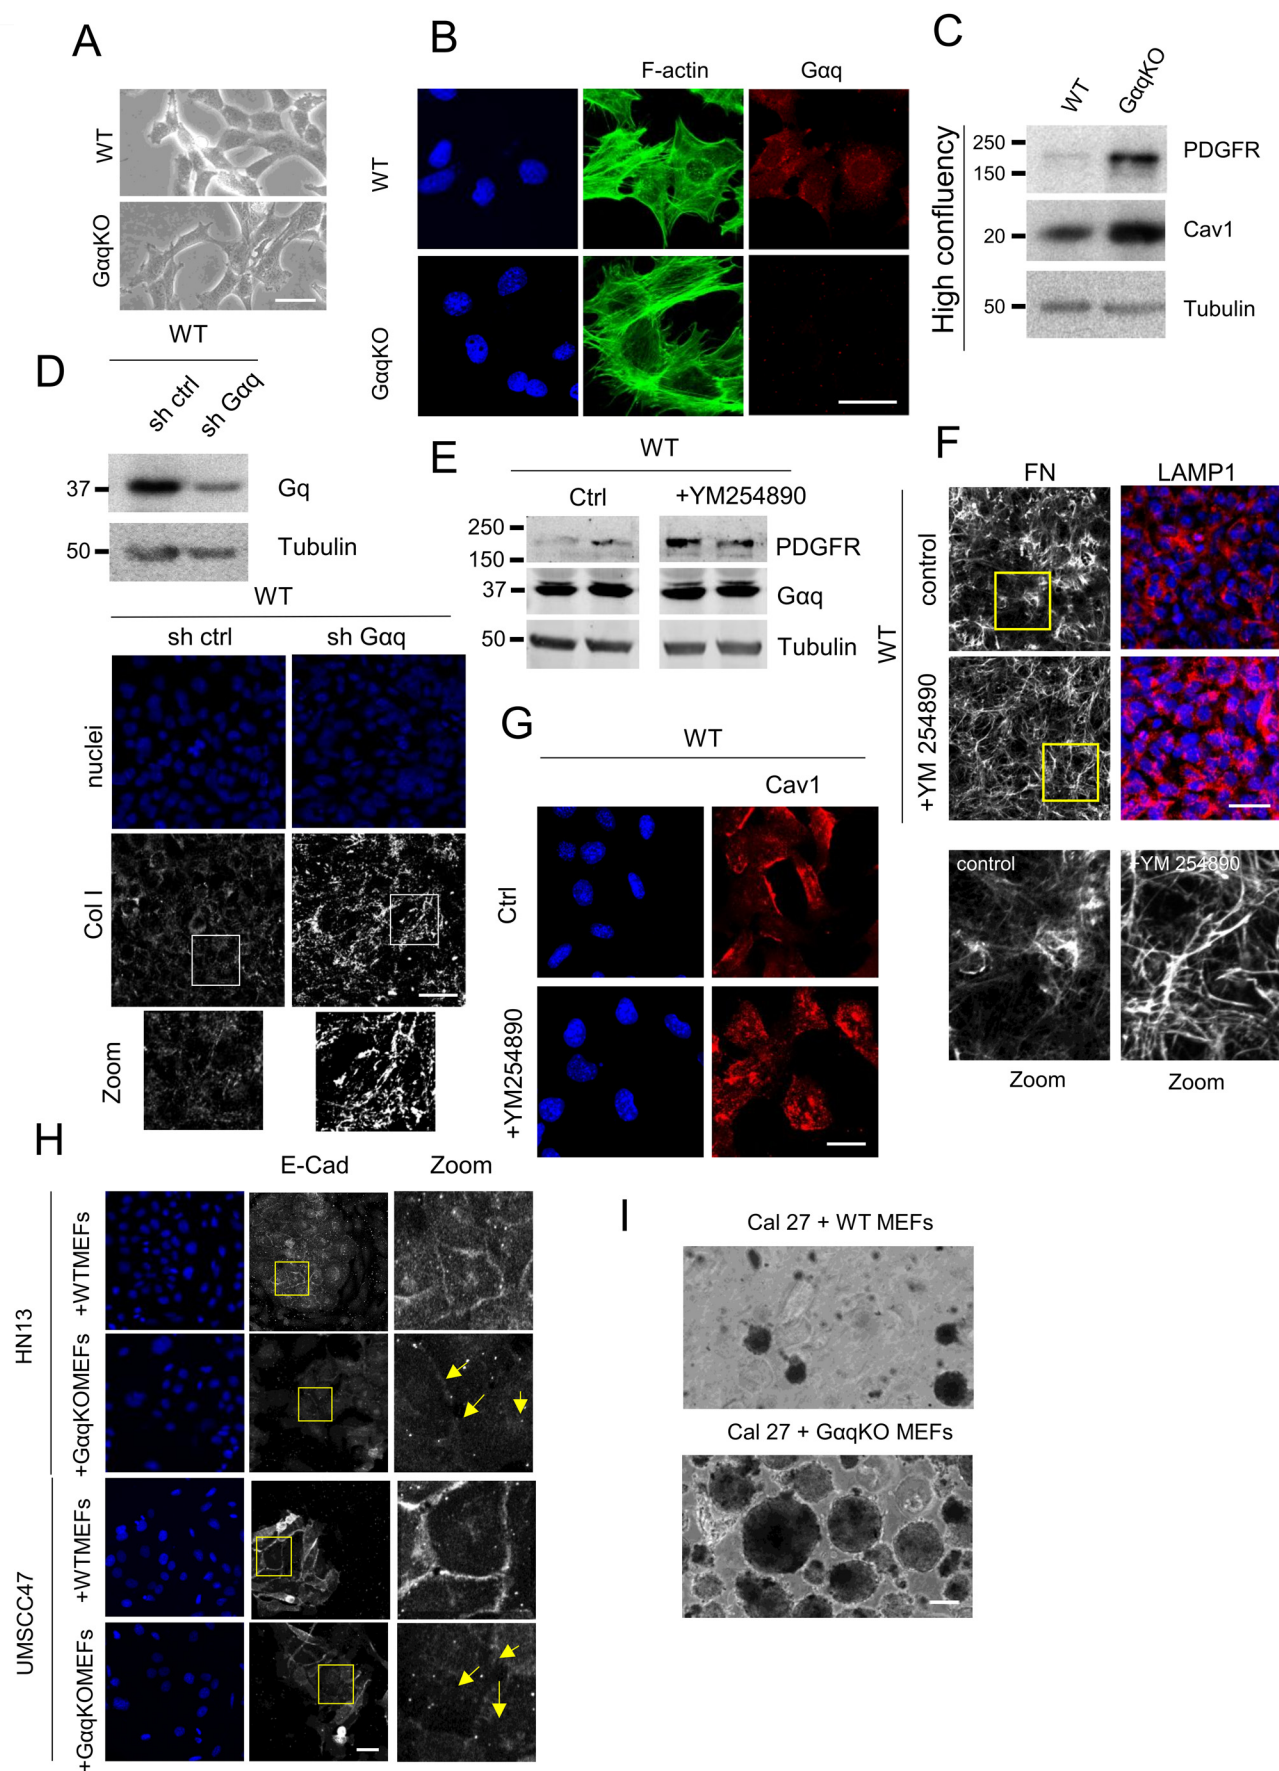

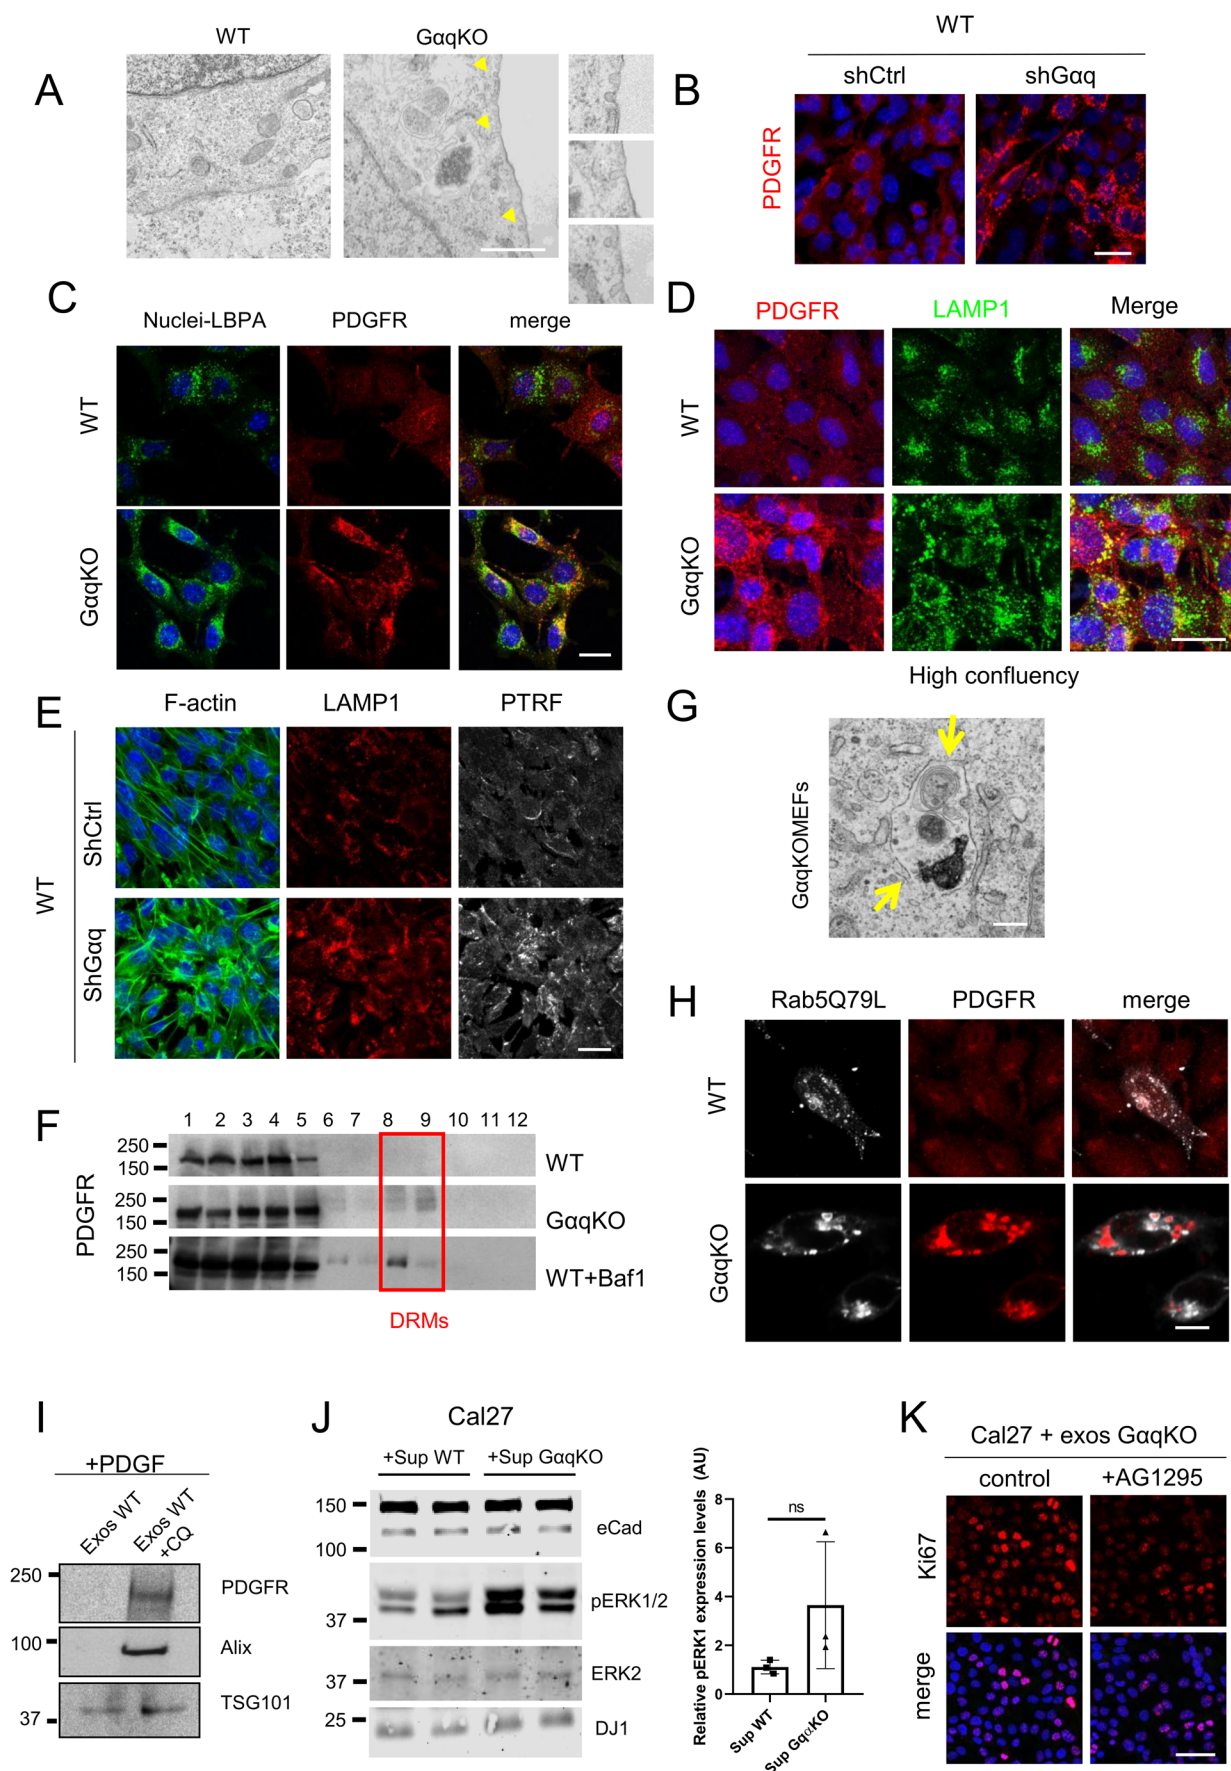

◀ **Figure EV2. Absence of Gαq alters Cav1 dynamics, lysosomal localization, and turnover.**

(A) WT and GαqKO MEFs were analyzed by electron microscopy. A higher number of caveolae (indicated by arrows) are present in GαqKO MEFs compared to WT (Scale bar 1 μm). (B) Distribution pattern of PDGFR in WT MEFs upon Gαq silencing by lentiviral infection with a short-hairpin RNA targeting Gαq (Scale bar, 25 μm). (C) Confocal microscopy analysis of the subcellular distribution of the MBV marker LBPA (green) and PDGFR (red) in WT and GαqKO MEFs. Colocalization is shown in yellow (Scale bar, 25 μm). (D) Confocal microscopy analysis of LAMP1 (green) and PDGFR (red) subcellular distribution in WT and GαqKO MEFs under confluent conditions (Scale bar, 25 μm). (E) Distribution pattern of F-actin, LAMP1 and PTRF upon Gαq silencing in WT MEFs by lentiviral infection with a short-hairpin RNA targeting Gαq (Scale bar, 25 μm). (F) PDGFR expression distribution by Western blot analysis of sucrose density gradient fractions from WT and GαqKO MEFs and WT MEFs treated with Bafilomycin 1 (1 nM). The red box denotes DRM-enriched fractions. (G) Electron microscopy image showing an aberrantly loaded lysosome in GαqKO MEFs, indicated by the yellow arrows (Scale bar 200 nm). (H) Distribution of PDGFR (red) in MEFs expressing Rab5(Q79L) (gray). Aberrant accumulation of PDGFR in MVBs is preferentially observed in GαqKO MEFs (Scale bar, 10 μm). (I) Western blot analysis of the indicated proteins in exosomes derived from PDGF-treated WT cells in the absence or presence of chloroquine (CQ, 1 μM). TSG101 is used as an exosomal marker. (J) Western blot analysis showing ERK activation in Cal27 cells treated with supernatants from WT and GαqKO MEFs; quantification of p-ERK levels is shown. (K) Effect of GαqKO MEF-derived exosomes and PDGFR inhibitor AG1295 on Cal27 cell proliferation assessed by Ki67 staining (Scale bar, 50 μm). Data information: In (J) data are presented as mean ± SD,  $n = 3$  biological replicates. Statistical significance in (J) was determined using an unpaired  $t$ -test with Welch's correction (ns  $p = 0.2321$ ). Source data are available online for this figure.

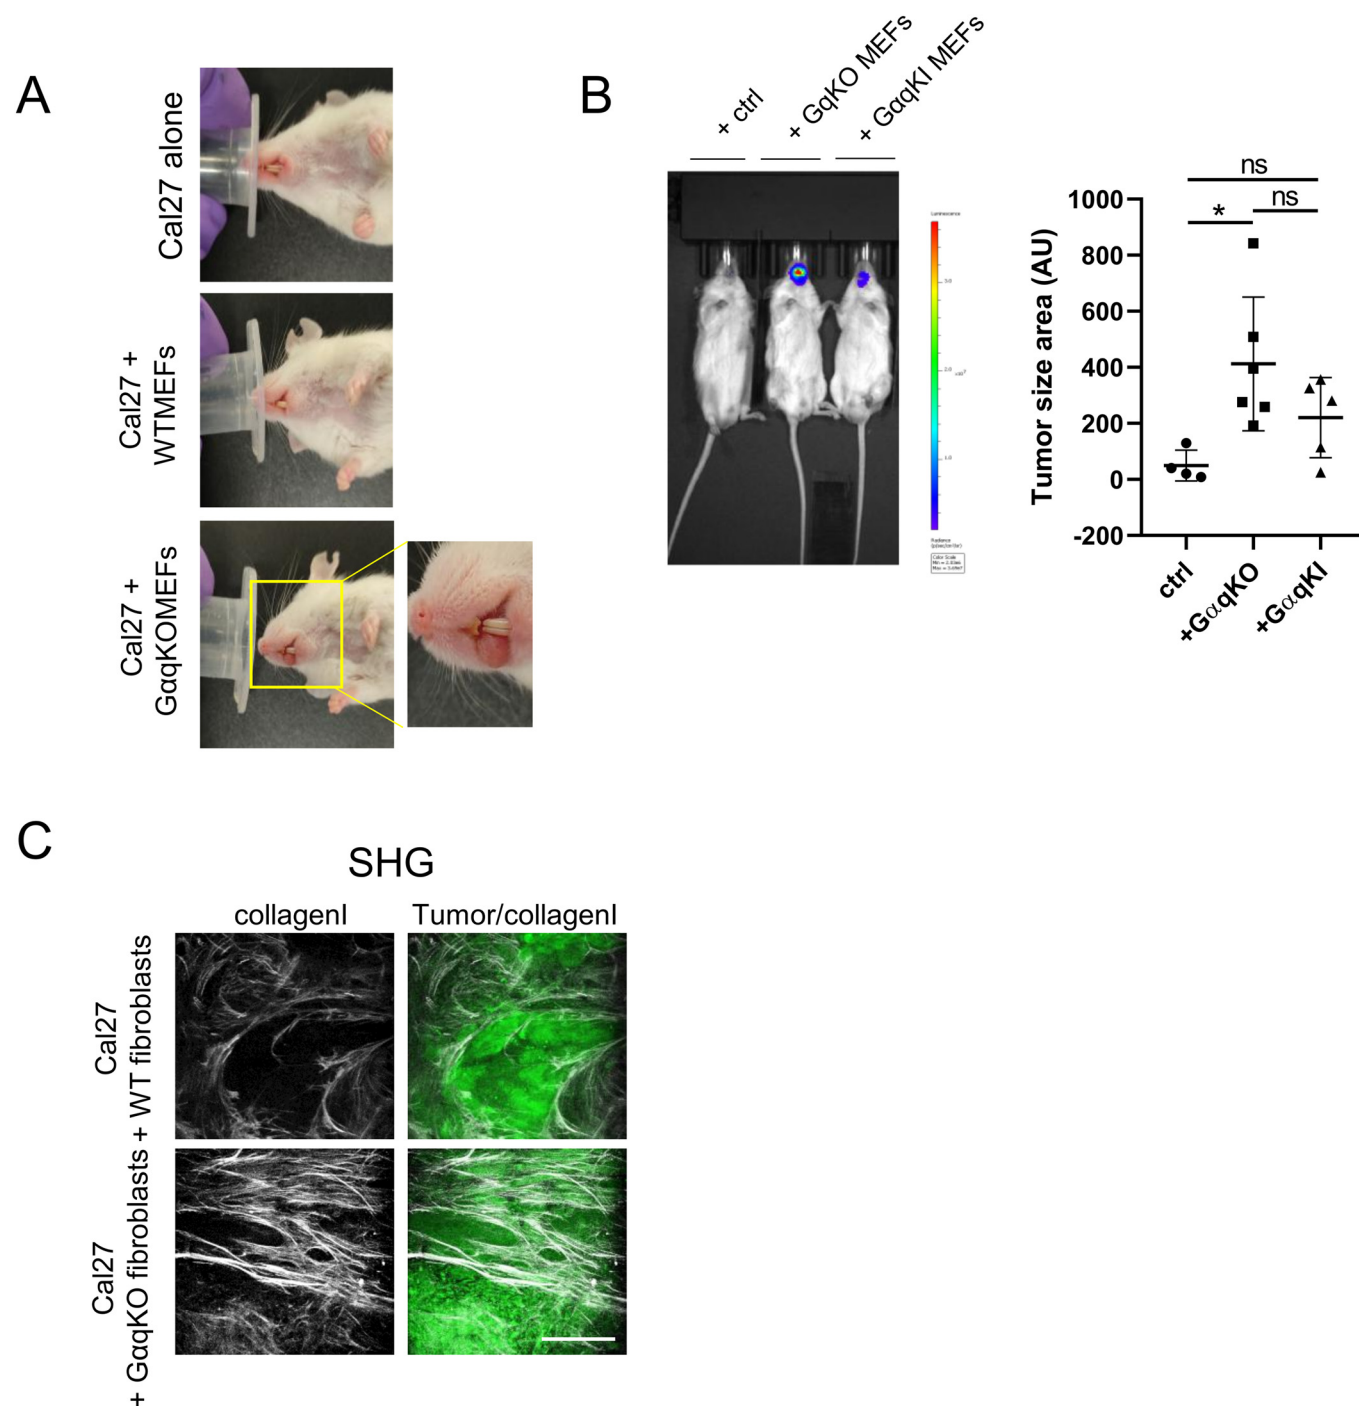

**Figure EV3. Large desmoplastic stroma-bearing tumors are induced by GaqKO MEFs in vivo.**

(A) Representative macroscopic images of tongue tumor generated by orthotopic injection of Cal27 oral cancer cells alone or in combination with WT or GaqKO MEFs. (B) Bioluminescence detection of tumor cells from orthotopic injection of Cal27 cells alone or in combination with either GaqKO MEFs or a Gaq-reconstituted version (GaqKI MEFs). Graphs depict tumor size determined by analysis of H&E-stained tissue images ( $n \geq 4$  animals per condition). (C) Representative images of self-assembled collagen matrix organization in the indicated tumors, as measured by second harmonic generation (SHG) microscopy (Scale bar, 50  $\mu\text{m}$ ). Data information: In (B), data were presented as mean  $\pm$  SD,  $n \geq 4$  animals per condition. Statistical significance in (B) was determined using a one-way ANOVA (Ctrl vs. GaqKI, ns  $p = 0.5292$ ; GaqKO vs. GaqKI, ns  $p = 0.2977$ ; Ctrl vs. GaqKO,  $*p = 0.0243$ ). Source data are available online for this figure.

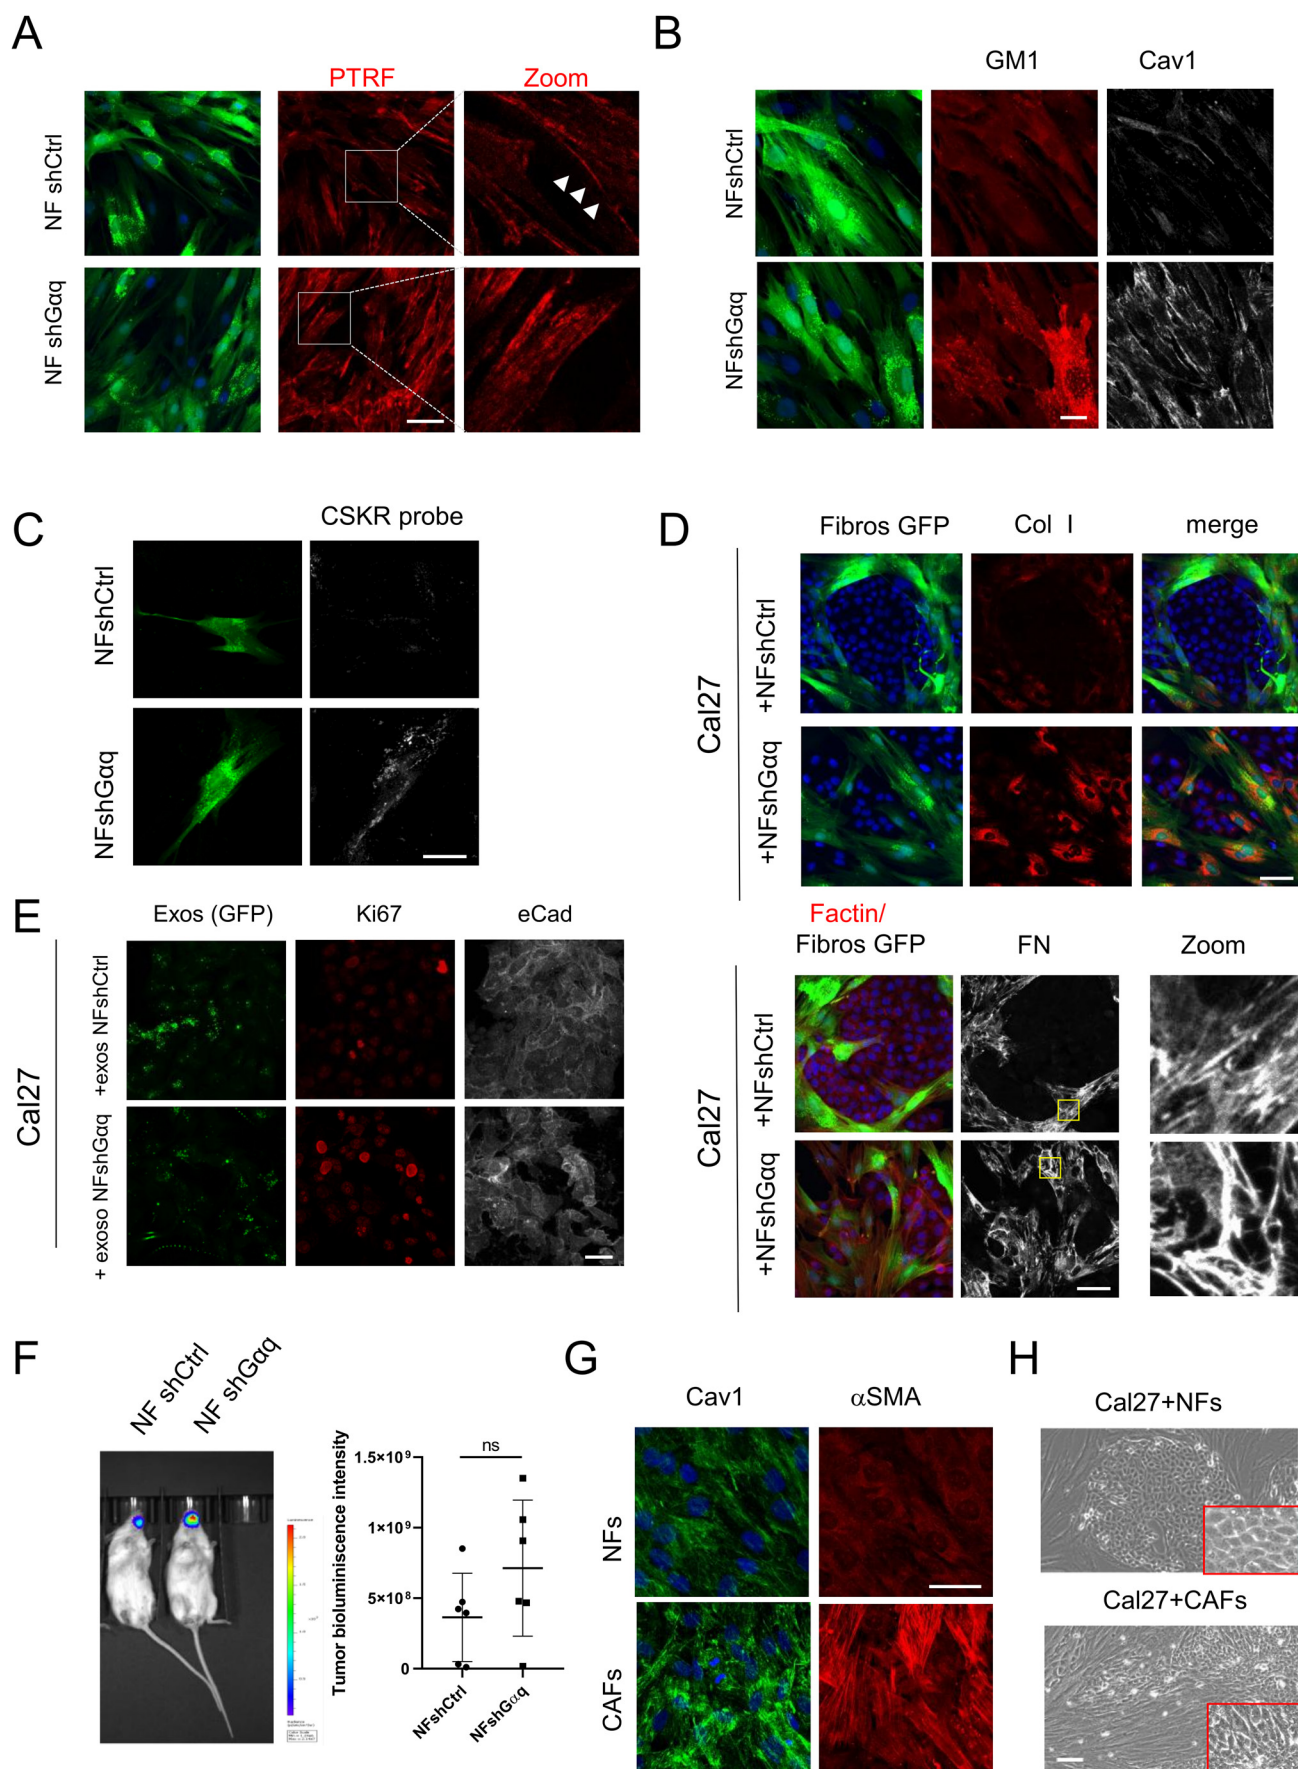

#### Figure EV4. Effects of Gαq knockdown on normal human fibroblasts.

Analysis by confocal microscopy of PTRF (A) or GM1 (B) staining in control (NF shctrl) and Gαq-silenced (NF shGαq) human fibroblasts (Scale bar, 25 μm). (C) Distribution of ceramide probe corresponding to eGFP-tagged KSR1 CA3 domain (KSR, aa 317–400) (ceramide-binding domain) (in gray) in NF shctrl and NF shGαq human fibroblasts (Scale bar 25 μm). (D) Analysis of matrix deposited in co-cultures of GFP-labeled NF shctrl or NF shGαq human fibroblasts with Cal27 cells. Fibroblasts are shown in green, FN in gray, collagen I in red, and DAPI-labeled nuclei in blue (Scale bar, 50 μm). (E) Staining pattern of Ki67 in Cal27 cells treated with exosomes derived from NF shctrl or NFs shGαq (Scale bar, 50 μm). (F) Representative bioluminescence images of orthotopic tongue tumors generated by co-injection of a luciferase-expressing tumor tongue cancer cell line (Cal27-luc) with either NF shctrl or NF shGαq human fibroblasts. (G) Confocal microscopy images displaying F-actin (green) and α-SMA (red) in NFs or CAFs (Scale bar, 50 μm). (H) Phase-contrast microscope images of one selected pair of NF-CAFs co-culture with Cal27 cells (Scale bar, 100 μm), showing differential morphological features. Data information: In (F) data were presented as mean ± SD,  $n = 6$  animals per condition. Statistical significance in (F) was determined using an unpaired  $t$ -test ( $ns\ p = 0.1676$ ). Source data are available online for this figure.

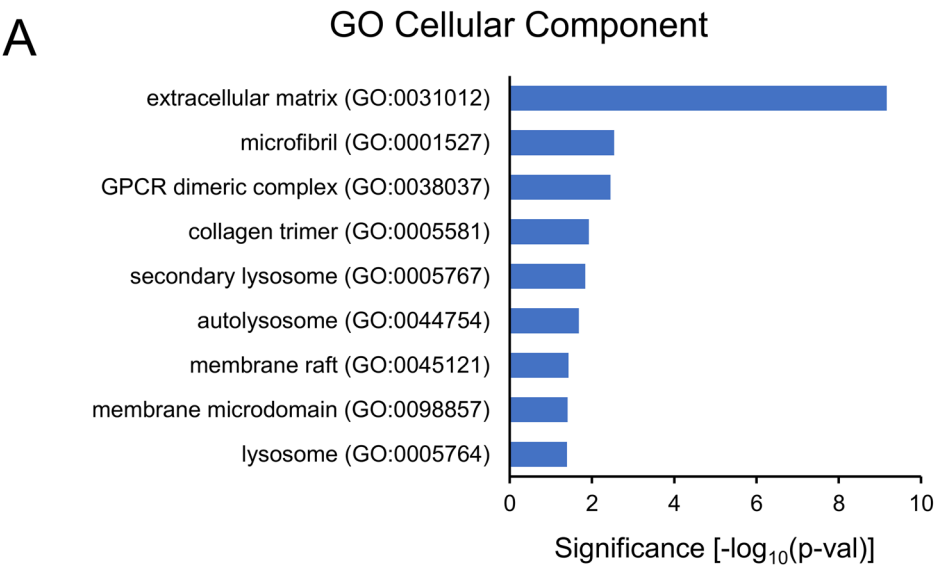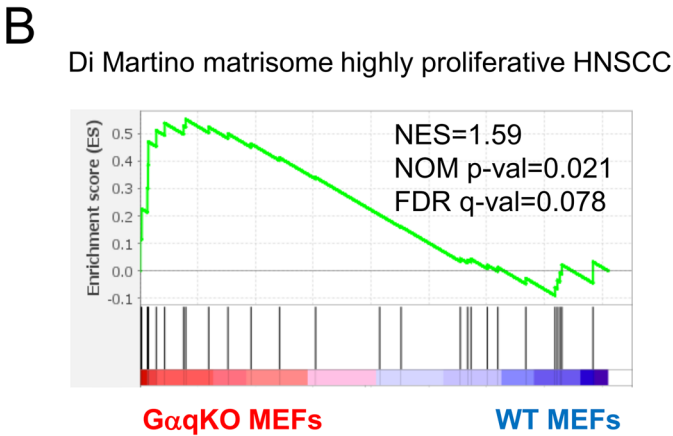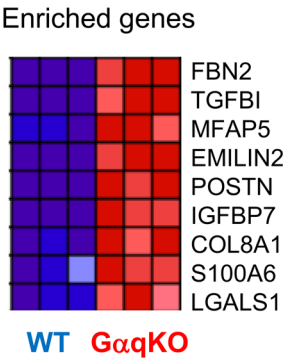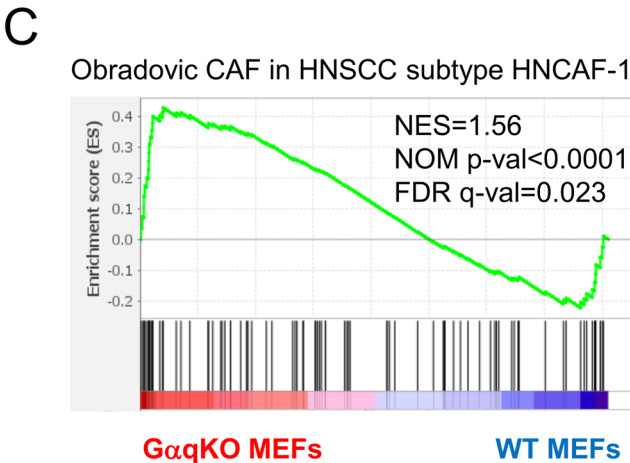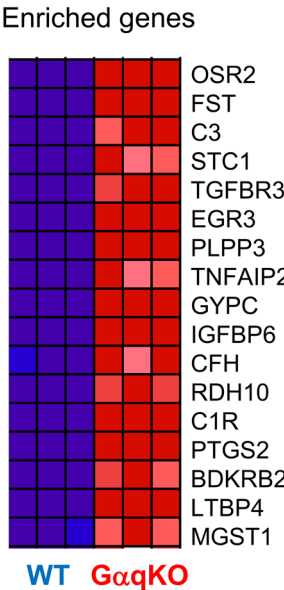

**Figure EV5. RNA-Seq profiling of WT and GαqKO MEFs.**

(A) Overexpressed genes in GαqKO versus WT MEFs showed overrepresentation of Gene Ontology cellular component terms related to extracellular matrix (ECM) organization and membrane microdomain remodeling, which validates our proteomic observations. Barplots represent the significance of the overrepresentation as  $-\log_{10}(p \text{ val})$  upon the hypergeometric distribution test. (B) GSEA analysis from GαqKO MEFs showed enrichment with a matrisome signature of highly proliferative HNSCC (Data ref: Di Martino et al, [2021a](#); Di Martino et al, [2021b](#)). (C) GSEA analysis from GαqKO MEFs showed enrichment with a signature of the HNCf-1 population of CAFs obtained from HNSCC, which is defined by an immunostimulatory phenotype and enriched in extracellular matrix organization and immune-related pathways (Obradovic et al, [2022](#)). Enriched genes in (B, C) are shown on the right of each panel. See M&M sections for further details. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

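The data were 6 bulk RNA sequencing libraries of MEFs, 3 labelled WT and 3 labelled GαqKO, grouped by those labels and the paper's text. The authors made poly-A selected libraries, aligned the paired-end reads with Rbowtie2 to GRCm39, counted reads per gene with featureCounts on GENCODE release 32, used DESeq2 in R, and deposited a table of normalized counts. The deposited values are a signal, namely gene counts divided by a single size factor per library, and not raw counts. The versions of Rbowtie2, Rsubread and DESeq2, the strand setting of the counting and a filter on low counts are not stated in the paper's text. Gene symbols and coordinates were taken from GENCODE release 39 of the same build, which matched 56310 of the 56953 gene identifiers (98.9%), and 643 were not matched.

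The table was first taken to hold raw counts, and edgeR's quasi-likelihood test on all 6 libraries was planned as the main test. Because the values are normalized, the main test became limma on log2(normalized count + 1), with a trend in the prior spread and Benjamini-Hochberg adjustment. Genes entered with at least 10 normalized counts in at least 3 libraries. Genes past the paper's thresholds have a log2 fold change over 1 or under -1 and an adjusted p under 0.05. In 5 libraries 100.0% of the nonzero values were whole multiples of a single step, so the reads could be recovered, and edgeR and DESeq2 were run on those reads as added alternatives. A check of the unit did not accept the recovered reads of GαqKO replicate 3, so these were not used, no count test was run on all 6 libraries, and limma without that library is the fit to compare the count tests with. The recovered reads ranged from 9853000 to 12229175 per library. The floor was set at 3 counts, and floors cover counting error only. Over the 5 libraries the common biological coefficient of variation in edgeR was 5.21%. The paper states 3 biological replicates per genotype, and each library was counted as 1 of them. Its text does not state whether the replicates of a genotype came from separate embryos or from cultures of the same line. In the pairs with recovered reads the chi-square per gene against counting noise ran from 2.43 to 5.55, which does not tell biological from technical replicates.

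Gene sets were scored by the weighted enrichment score of GSEA (weight 1) on the signal-to-noise ratio of the normalized counts, with 10000 random gene sets. The paper's text does not state the type of permutation. The sets were the matrisome and HNCAF-1 lists in the paper's source data and all genes with collagen symbols. The set tests camera and fry of limma were run beside them, and fry makes no comparison with genes outside a set. Directions of RNA and protein changes were compared with Fisher's exact test, two-sided, for the proteins of Fig. 3C and Fig. 5B, whose protein values are the paper's. The genes named in the text follow a rule written before the data were examined: the Gq-class genes, the enriched members of both signatures and the member of each that fell most, the genes of proteins the paper names or shows in Fig. 3C and Fig. 5B, the 5 largest rises and 5 largest falls among genes past the thresholds with a mean of at least 100 normalized counts, groups that do not overlap and a symbol that is not a Gm number or Rik name, the collagen genes past the thresholds, and Xist with the Y-linked genes. Some genes that the rule selects are not reported here. Outside this rule, Ces1h and the extracellular matrix hits that were not tested were named after their values were seen, and the X-linked genes that escape inactivation were chosen for the test of a second X chromosome.

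The scripts were tested on simulated data. Of 200 genes changed by known folds, limma recovered 200 among 13955 tested, with 12 false calls, of which 0 passed the fold threshold. On 5 simulated libraries edgeR recovered 200 with 19 false calls among 14175 genes, of which 2 passed the fold threshold, and DESeq2 199 with 0 false calls among 24684. A planted set of 35 genes had an NES of 2.86 (permutation p = 0.0001, the smallest that 10000 random sets can give), and 1 of 100 random sets had a p under 0.05. The random sets were drawn as the permuted ones were, so they check the code only. Simulated genes varied independently with a common spread, so the effect of correlation between genes was not tested. The alternatives covered the scaling, the filter, the pseudocount (0.5 and 5), a replicate block, limma's treat test, the prior spread, the count tests, the ranking metric and weight of the set score, and each library left out in turn. The copy of Dataset EV3 used here holds 1998 of its 56953 rows, so it was compared gene by gene and entered no set test. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.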

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

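The test that removes chromosome medians was thought of after the chromosome shifts had been seen.

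The genes Dlk1, Id4, Kcnj2 and Parvb, which the paper's text does not name, stood out because they were at the floor in each WT library and abundant in each library labelled GαqKO. Dlk1, Kcnj2 and Parvb are among the genes in the paper's source data for Fig. EV5A. The means of the 4 genes in the libraries labelled GαqKO were 1470.6 normalized counts for Dlk1, 2724.4 for Id4, 1597.2 for Kcnj2 and 2464.6 for Parvb. The SD over the 3 libraries was 71.3 for Dlk1, 111.7 for Id4, 9.3 for Kcnj2 and 40.2 for Parvb. In the WT libraries the values were 0.0, 0.0 and 0.0 for Dlk1, 1.0, 1.9 and 1.0 for Id4, 2.1, 0.0 and 0.0 for Kcnj2, and 0.0, 2.9 and 3.1 for Parvb. Id4 has 26.6% of its exons inside the spans of other genes.

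Among technical explanations, a change in the copy number of whole chromosomes could shift many genes at once. After the median of each chromosome was subtracted from the fold changes, 2827 genes passed the thresholds, against 2918 before, and 2676 were shared. The adjusted p was left as fitted. The largest median in size was -0.39, for chromosome 4, so the count could change little. A difference in depth is small beside these folds, since the 5 libraries with recovered reads hold between 9853000 and 12229175 reads. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many as 2918 genes past the thresholds, the split by label. The other 9 each gave 0, with 16 to 70 genes at an unadjusted p under 0.05 (limma). Each of those 9 puts libraries of both labels in both groups, so the difference between labels widens the spread within groups. Their 0 is therefore not a count expected by chance, and no conclusion is drawn from it. A design with 10 splits allows no share under 1 in 10. Genotype stays open as a biological explanation and was not tested against other differences between the lines, since the libraries labelled GαqKO also differ from WT in their Y-linked genes.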

How the results depend on the processing

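Requiring at least 10 normalized counts in every library, which removes genes absent from a group, left 831 genes higher and 765 lower in the libraries labelled GαqKO and 28 of the paper's 50 extracellular matrix hits, against 1432, 1486 and 43 in the main setting. The treat test at a log2 fold change of 1, which demands more of each gene by its construction, called 847 higher and 1027 lower. The share of higher calls was 49.1% in the main setting and 49.5% with TMM scaling. Leaving out each library in turn gave from 1426 to 1545 genes higher, from 1492 to 1603 lower and from 40 to 46 of the extracellular matrix hits. On the recovered reads of 5 libraries, edgeR called 1460 higher and 1554 lower and DESeq2 1334 and 1506, against 1426 and 1570 with limma on the same libraries. These count tests, TMM scaling, pseudocounts of 0.5 and 5, a prior spread with no trend, and the set scores on limma's and edgeR's statistics were chosen after seeing the data, as was camera with an estimated correlation.

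The matrisome signature kept its direction in every setting tried but not its side of 0.05. Its NES was 1.21 (p = 0.217) with at least 10 normalized counts in every library, 1.45 (p = 0.0914) with weight 0, 1.19 (p = 0.23) on limma's moderated statistic and 1.433 (p = 0.0711) on edgeR's statistic in 5 libraries, with p by permutation of genes, and limma's camera gave p = 0.215, 0.214 with the replicate number as a block, and 0.336 with an estimated correlation. Requiring 10 normalized counts in every library left 19 of the matrisome genes. It removed Fbn2 and Tgfbi, which rose but were under 10 in 1 or more WT libraries. The matrisome NES under that filter therefore cannot tell a weaker signature from the loss of these genes. For HNCAF-1 limma's camera gave p = 0.0603, 0.0616 with the block and 0.0707 with an estimated correlation, and for the collagen genes it gave p = 0.0701 with an estimated correlation. The cause of these changes was not tested. Across the fits that each left out a library, the NES ran from 1.59 to 1.73 for the matrisome, from 1.57 to 1.67 for HNCAF-1 and from -1.82 to -1.76 for the collagen genes.

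For the receptors of Fig. 5B, 66.7% of the transcripts changed in the direction of the exosome protein (Fisher's exact test, two-sided, p = 0.0915). By the same exact test this was 77.8% (p = 0.0229) without GαqKO replicate 2 and 80.0% (p = 0.0256) over transcripts with an adjusted p under 0.05, and from 66.7% to 77.8% across the fits that left out a library. For Fig. 3C the share was 56.0% in each of those fits. Of the 1800 values of 114 single genes under 16 alternatives, 1767 kept their direction and their side of 0.05, 20 became weaker, 6 became stronger and 7 changed sign, in 13 genes in all. The 3 genes that changed sign, Il1rap, Plxna1 and Tnfrsf10b, were not past 0.05 in the fits where the sign changed (lowest adjusted p 0.0812 in limma). With a library left out, the log2 fold change of Il1rap ran from -0.31 to 0.066, against -0.107 with all 6, and was above 0 without WT replicate 1 (0.057) and without GαqKO replicate 2 (0.066). In the same way, the log2 fold change of Plxna1 ran from -0.196 to 0.132, against -0.075, and was above 0 without WT replicate 3 (0.132). Close to 0 throughout, the log2 fold change of Tnfrsf10b ran from -0.04 to 0.028, against -0.004, and was above 0 without WT replicate 2 (0.028), GαqKO replicate 1 (0.004) or GαqKO replicate 2 (0.024), and with TMM scaling (0.006). The cause of these changes was not tested.

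The replicate numbers share only a number. The deviations of same-numbered libraries from their group means correlated at -0.082, -0.016 and -0.058 over 10033 genes. With the replicate number as a block, 1421 genes were higher and 1478 lower, and 0 calls of named genes changed.

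On all 6 libraries, edgeR, DESeq2, the set score on edgeR's statistic, edgeR with DESeq2's size factors or upper-quartile normalization, filterByExpr and glmTreat were planned for raw counts and were not run. limma's treat test, upper-quartile scaling of the normalized counts and the filter on normalized counts stand in for them. Depth limits the low genes: with 9853000 to 12229175 reads per library, a group at or under 3 counts gives only a bound on a fold.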

Differences from the paper's values

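The paper's nominal p for the HNCAF-1 signature in the source data of Fig. EV5C is 0.0, and the value here was 0.00449. A permutation p of 0.0 says only that 0 permutations reached the score, and the number of permutations is not stated in the paper's text, so the size of the difference is not known. The p computed here has a lower limit above 0.0, so no alternative was able to give the paper's value. Under those set before the data were examined, the permutation p ran from 0.00054, without GαqKO replicate 2, to 0.0104, with at least 10 normalized counts in every library.

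The paper lists 50 genes under extracellular matrix as higher, and 43 of them passed the thresholds here. All 50 passed with no filter on low values, an alternative set before the data were examined. Of the fits that left out a library, 46 passed without WT replicate 2 or 3, 44 without GαqKO replicate 1 or 3, 43 without WT replicate 1 and 40 without GαqKO replicate 2. edgeR and DESeq2 on 5 libraries, chosen after seeing the values, each called 44.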

Other observations

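The test for a mixture of cells was chosen after the result it measures had been seen, and the removal of chromosome medians was thought of after the chromosome shifts were seen.

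The paper reports several proteins from Western blot, proteomics or microscopy, and their transcripts were read from the same libraries, with adjusted p-values from limma. Smpd2 and Smpd3 were read as well, for the neutral sphingomyelinases, which the paper's text names without reporting a measurement of these proteins. Pdgfra rose from 19.6 ± 2.2 normalized counts (SD, n = 3) in WT to 2319.7 ± 42.0 (SD, n = 3) in the libraries labelled GαqKO, a log2 fold change of 6.82 (adjusted p = 8.44e-15). Pdgfrb had a log2 fold change of 0.23 (adjusted p = 0.0038 in limma). Spp1 went from 2212 ± 185.6 to 32807 ± 242.9 normalized counts (SD, n = 3 each). S100a4, 82.2% of whose exons lie inside the spans of other genes, had a log2 fold change of 1.61. Acta2, the gene of αSMA, was lower, with 714.7 ± 79.6 normalized counts in WT and 266.4 ± 18.8 in the libraries labelled GαqKO (SD, n = 3 each; log2 fold change -1.42, adjusted p = 7.9e-09). Fn1 had a log2 fold change of -0.73 (adjusted p = 4.57e-07), and Smpd3 fell from 1513 ± 49.3 to 252.7 ± 27.6 normalized counts (SD, n = 3 each; adjusted p = 4.55e-12 from limma). Smpd2, with 56.9% of its exons inside the spans of other genes, had a log2 fold change of -0.49 (adjusted p = 0.00223). Lamp1 rose from 1014 ± 59.0 to 1448 ± 52.2 normalized counts (SD, n = 3 each; log2 fold change 0.51, adjusted p = 1.98e-06 from limma), with 80.8% of its exons inside the spans of other genes. Cd34 rose from 221.0 ± 19.4 to 1298 ± 29.0 normalized counts (SD, n = 3 each), with its exons wholly inside the spans of other genes. Pla2g4a did not change beyond its spread (log2 fold change 0.12, adjusted p = 0.258). Jak1, Jak2 and Stat3 had log2 fold changes of -0.25, -0.70 and -0.41. In DESeq2 on 5 libraries, chosen after seeing the data, the log2 fold change of Pdgfrb had an adjusted p of 0.0682 and the log2 fold change of Jak1 of 0.0754.

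For the 18 receptors of Fig. 5B, which the paper measured in exosomes, 12 transcripts (66.7%) changed in the direction of the protein (Fisher's exact test, two-sided, p = 0.0915).

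Ddx3y, Uty, Kdm5d and Eif2s3y, on the Y chromosome, had 1197, 295.5, 534.5 and 668.4 normalized counts on average in the WT libraries and were listed at 0 in each library labelled GαqKO. Their values summed to 0.0 over the 3 libraries labelled GαqKO, which argues against a mixture of cells of both lines in those libraries. If the cells labelled GαqKO had a second X chromosome, genes that escape X inactivation would be higher there. Of the 4 such genes 3 were, with an adjusted p under 0.05 (Ddx3x, Kdm6a and Eif2s3x, log2 fold changes 0.22, 0.16 and 0.55), while Kdm5c was lower (-0.37) and the median X-linked gene was at -0.27, so a second X and the loss of a Y cannot be told apart from these genes. Xist is listed at 0 in all 6 libraries and lies wholly inside the span of another gene, so it does not decide.

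Of the 20 chromosomes, 13 had a median log2 fold change shifted from that of random sets of as many protein-coding genes with a mean of at least 50 normalized counts (10000 sets, adjusted p under 0.05). The medians were 0.33 for chromosome 3, 0.28 for chromosome 8, -0.39 for chromosome 4, -0.30 for chromosome 10 and -0.30 for chromosome X, against -0.035 over all these genes. A hypothesis is that the lines differ in the copy number of whole chromosomes, and the 13 shifted chromosomes are what it needs, although neighbouring genes are not independent and the DNA was not measured. Shifts of whole chromosomes by these medians do not account for most genes past the thresholds. With the medians subtracted from the fold changes and the adjusted p left as fitted, 2827 genes passed, 2676 of them among the 2918 that passed before. Copy number changes of parts of chromosomes were not tested.

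If the segments around the targeted genes came from another mouse strain, genes within 10 Mb of Gnaq or Gna11 could differ more often. An excess was not seen: 15.3% of 380 passed the thresholds, against 20.8% of 13713 other genes (Fisher's exact test, two-sided, p = 0.00699). With so many other genes past the thresholds, small or few changes from such segments would not show in these shares. The test therefore cannot decide whether the segments differ, and no conclusion is drawn from it. Gna14 lies downstream of Gnaq on chromosome 19, and transcripts that run on from Gnaq could raise it. The 2 genes annotated between them had a sum of 4.1 normalized counts over the 3 libraries labelled GαqKO, too few to decide, so this cannot be told apart from a rise of Gna14 itself.

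Protein-coding genes listed at 0 in all 6 libraries were far more common among genes whose exons lie wholly inside the spans of other genes (71.3% of 1598) than among the rest. The shares were 25.2% of 11513 genes with no exon inside another span and 5.8% of 8531 genes covered in part. A candidate explanation is that reads inside the span of more than 1 gene were not counted. Spans are those of GENCODE release 39, while the authors counted on release 32. The explanation does not hold for every covered gene on release 39. Cd34 and Cltb, with all exons inside other spans, had 1298 and 553.8 normalized counts on average in the libraries labelled GαqKO. The genes Cav1, Cav2, Cavin2, Xist and others that had been seen at 0 were left out of this test. Loss only where exons overlap is argued against by the covered genes with no overlapping exon, of which 84.2% of 538 were at 0. Absence of transcription is argued against by ribosomal, proteasome, respiratory chain and related genes, of which 70.8% of 24 covered genes were at 0 and 8.1% of 161 uncovered ones.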
